# ORC1 binds to *cis*-transcribed RNAs for efficient activation of replication origins

**DOI:** 10.1038/s41467-023-40105-3

**Published:** 2023-07-24

**Authors:** Aina Maria Mas, Enrique Goñi, Igor Ruiz de los Mozos, Aida Arcas, Luisa Statello, Jovanna González, Lorea Blázquez, Wei Ting Chelsea Lee, Dipika Gupta, Álvaro Sejas, Shoko Hoshina, Alexandros Armaos, Gian Gaetano Tartaglia, Shou Waga, Jernej Ule, Eli Rothenberg, María Gómez, Maite Huarte

**Keywords:** Molecular biology, Non-coding RNAs, Origin firing

## Abstract

Cells must coordinate the activation of thousands of replication origins dispersed throughout their genome. Active transcription is known to favor the formation of mammalian origins, although the role that RNA plays in this process remains unclear. We show that the ORC1 subunit of the human Origin Recognition Complex interacts with RNAs transcribed from genes with origins in their transcription start sites (TSSs), displaying a positive correlation between RNA binding and origin activity. RNA depletion, or the use of ORC1 RNA-binding mutant, result in inefficient activation of proximal origins, linked to impaired ORC1 chromatin release. ORC1 RNA binding activity resides in its intrinsically disordered region, involved in intra- and inter-molecular interactions, regulation by phosphorylation, and phase-separation. We show that RNA binding favors ORC1 chromatin release, by regulating its phosphorylation and subsequent degradation. Our results unveil a non-coding function of RNA as a dynamic component of the chromatin, orchestrating the activation of replication origins.

## Abstract (web summary)

Here the authors describe that the human origin recognition complex subunit 1 (ORC1) binds to RNAs transcribed from genes with origins of replication at their TSS impacting origin activation.

## Introduction

The initiation of DNA replication involves a sequential assembly and disassembly of protein complexes on genomic DNA, which is tightly controlled along the cell cycle. Initiation occurs at specific sites throughout the genome where the Origin Recognition Complex (ORC) associates in M/G1. ORC is composed of six subunits (ORC1-6), of which ORC1 is the pioneering subunit in the binding to the chromatin. This binding recruits other members of the complex, followed by additional initiation factors (CDC6, CDT1, MCM helicases, CDC45, and CDC7) in a sequential manner, leading to, (i) licensing and (ii) firing of replication origins^1^. Linked to the firing in the S phase, some components of the initiation complex are disassembled and targeted for degradation, which is followed by the activation of DNA helicases and loading of replication factors, avoiding DNA re-duplication events in the same cycle^2,3^. ORC1 stands out among ORC components in its distinct regulation throughout the cell cycle, which is consistent with its crucial function in the initiation of replication and the maintenance of undamaged cell propagation^2,4^.

In *S. cerevisiae*, the position of replication origins is defined by ORC recognition of DNA sequence-dependent elements^5^. In contrast, how origins are positioned in mammalian genomes is still an outstanding question, since ORC does not recognize a known consensus DNA sequence^6^. Furthermore, only ~20% of licensed origins in a given cell fire in the S phase^7^, but how this activation is regulated is not fully understood. Multiple chromatin features are known to influence the flexible selection and activation of origins, which, in combination, dictate the probability of stochastic origin activation. These include chromatin accessibility, specific histone marks such as H4K20me2^8,9^ and H2AZ^10^, and the presence of DNA sequences prone to form G-quadruplexes (G4)^11–13^. While the simultaneous replication and transcription of a precise DNA position are strictly incompatible, the most active origins are localized at transcription start sites (TSSs), with origin activity correlating with the level of gene expression^14–20^. Thus, in the entry of the S phase, when early replication origins are fired, RNA is produced in close proximity. This raises the possibility that RNAs could influence origin selection or activation. While previous reports have pointed to specific roles for RNA in replication initiation in *X. laevis* shortly after fertilization^21^ and at Epstein Barr virus OriP^22^, whether transcribed RNA plays a general role in the activation of mammalian origins yet remains unknown.

Here, we show that ORC1 interacts with RNAs transcribed at active origins, which is linked to ORC1 dynamic association with the chromatin and has an impact on replication origin activity.

## Results

### ORC1 interacts with RNA in vivo

We hypothesized that ORC1, the first subunit of the initiation complex associated with the chromatin, binds to RNA in cells. In vitro RNA binding had been described for human ORC1, mapping to a region between amino acids 413 and 511^23,24^, part of an Intrinsically Disordered Region (IDR) and separated from other domains mediating, among other functions, its binding to nucleosomes^4,25^ (Fig. 1a and Supplementary Fig. 1a). In line with this hypothesis, stochastic optical reconstruction microscopy (STORM) on the chromatin fraction of G1-synchronized cells detected a significant cross-correlation between ORC1 and EU-labeled RNA, when compared to randomized images, and not detected in the experimental negative control (Fig. 1b and Supplementary Fig. 1b). These results indicate that ORC1 is in very close proximity to RNA in vivo.

**Fig. 1:**
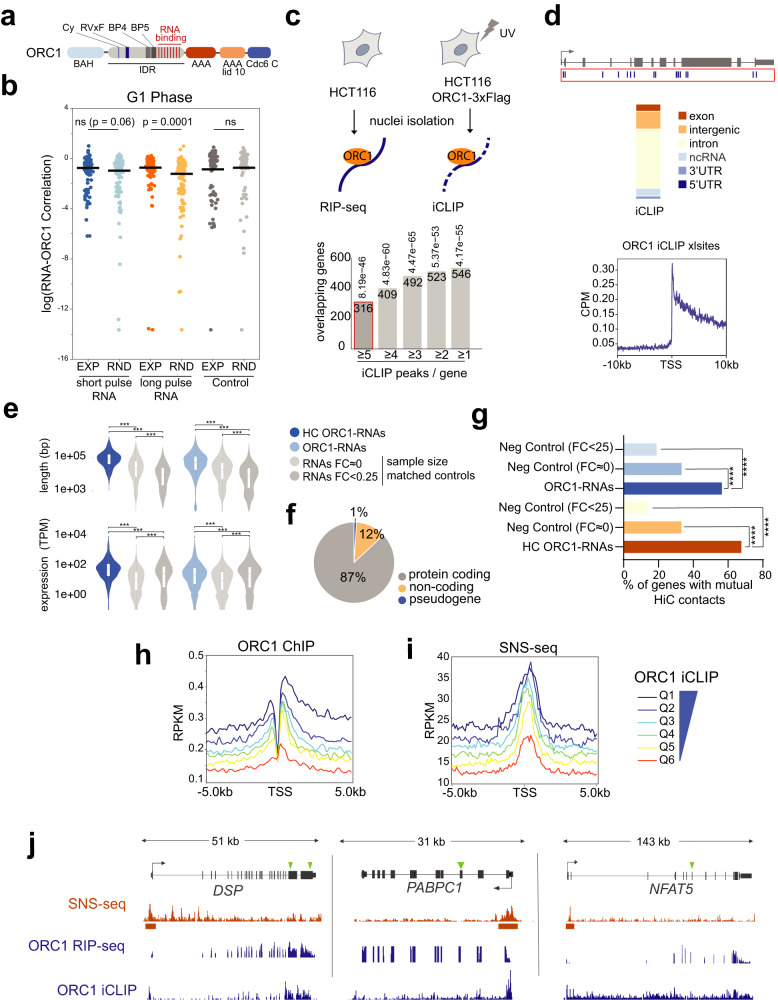
ORC1 binds in vivo to RNAs produced from active replication origins. **a** Schematic representation of human ORC1 protein domains^4,24,103^. **b** Cross-correlation between endogenous ORC1, and unlabeled (control) or EU-labeled RNA (short or long pulse), comparing STORM experimental (EXP) and randomized (RND) analysis in the chromatin fraction of U2OS cells synchronized in G1. Data were presented as mean values (*n* > 50 cells). Indicated *p* values (ns denoting *p* value >0.05) derive from unpaired two-sample *t*-test. **c** Schematic of RIP-seq and iCLIP experimental approaches, where endogenous or Flag-tagged ORC1 is immunoprecipitated from native or UV-crosslinked nuclear extracts, followed by recovery of full-length or digested bound RNAs. Below, the number of genes identified by both methods, with different iCLIP stringencies, and hypergeometric test *p* values of the experimental overlap (RIP-iCLIP) on top of the bars; red for selected high confidence (HC) ORC1-RNAs. **d** Genomic distributions of ORC1 iCLIP crosslinks, and (below) their density around TSSs (−/+ 10 kb) of ORC1-bound genes. **e** Gene length and expression level of high confidence (HC) ORC1-RNAs (iCLIP-RIP overlap) and ORC1-RNAs (iCLIP-RIP union), relative to sample size-matched control genes with different fold changes (FC) in ORC1 RIP-seq. *n* = number of genes in each category (Supplementary Data 2; from iCLIP data [>5 crosslink sites and <0.05 FDR] and RIP-seq data [log2 fold change >1 and *p* value <0.05]). Box plots show the median distribution between Q1 and Q3. *** denotes *p* value <0.001, derived from unpaired two-tailed Student’s *t*-test. **f** Gene biotypes of ORC1-RNAs. **g** Percentage of ORC1-RNA and high confidence ORC1-RNA (HC) genes with mutual interactions according to Hi-C analysis, compared to controls shown in Fig. 1e. Bars represent mean values. **** denotes *p* value <0.0001, derived from a two-proportion *z*-test. **h**, **i** Density plots of **h** ORC1 ChIP-seq and **i** SNS-seq normalized reads across six quantiles (Q) of ORC1-RNA genes, defined by ORC1 iCLIP, centered around their TSSs (−/+ 5 kb). **j** Browser snapshot of representative high confidence ORC1-RNA genes, showing data of ORC1 RNA-binding (ORC1 RIP-seq or iCLIP crosslinks), and replication origins (SNS-seq) at their TSSs, in HCT116 cells. Green arrows indicate positions of GAA repeats.

We then set out to identify RNAs bound by ORC1 by applying complementary approaches (Fig. 1c). First, we performed native ORC1 RNA immunoprecipitation coupled to sequencing (RIP-seq) of total RNA (ribo-depleted polyA+ and polyA- RNA) from nuclei of dividing HCT116 cells (Supplementary Fig. 2a, b), using an anti-ORC1 antibody. These experiments identified 2203 RNAs enriched in ORC1 RIP relative to the input samples of nuclear RNA (Log2 fold change >1, *p* value <0.05), while the control IgG did not recover detectable amounts of RNA. To confirm the capacity of immunoprecipitated ORC1 to retrieve RNA, we also performed anti-Flag RIP-seq from nuclear extracts of HCT116 cells transiently expressing ORC1-3xFlag. Most of the identified transcripts (68%) overlapped with the ones interacting with the endogenous ORC1 (Hypergeometric test, *p* value 1.89e-191) (Supplementary Data 1). Next, theoretical binding predictions were calculated to examine the plausibility of direct interaction between ORC1 and the co-immunoprecipitated RNAs. *cat*RAPID algorithm, which computes an interaction probability based on the biophysical characteristics of proteins and RNAs^26^, showed that enriched RNAs by RIP also present higher predicted binding compared to the depleted ones (*p* value <2.2 e^−16^). Moreover, it showed a correlation between theoretical binding score and experimental fold changes in RIP-seq (Supplementary Fig. 2c, d), thus suggesting that direct binding occurs between the experimentally-defined set of RNAs and ORC1.

We therefore set to detect the direct RNA-protein interactions with nucleotide resolution by applying the iCLIP protocol^27^. HCT116 cells expressing ORC1-3xFlag were UV-crosslinked prior to nuclear isolation and anti-Flag immunoprecipitation. Affinity-purified complexes were partially RNase digested, and protected RNAs at and above ORC1-expected molecular weight were extracted, sequenced, and compared with the negative control (i.e., anti-Flag IP in cells that do not express ORC1-3xFlag), which only recovered neglectable RNA amounts (Fig. 1c, Supplementary Fig. 2e, and Supplementary Table 1). Read alignment to the human genome identified the vast majority of ORC1 crosslink RNA-binding sites (>95%) covering genic regions on the same direction of transcription. While ORC1-RNA crosslinks peaked at the 5’ of genes, they mapped to both exonic and intronic regions, indicating binding to nascent transcripts (Fig. 1d and Supplementary Fig. 2f).

Together, these results demonstrate that ORC1 interacts with RNA in the nucleus of living cells, which could shape protein functionality along the cell cycle.

### ORC1 binds GAA-rich and highly transcribed RNAs, sequence-independently

Once established that ORC1 interacts with RNA in the nucleus of cells, we next explored whether it prefers to associate through specific RNA motifs. To do that, we searched for motifs in 200-nt windows centered around the iCLIP peaks defined with iCOUNT peak caller. This analysis identified the snoRNA C box UGAUGA motif (*e-*value 6.0e-246) (Supplementary Fig. 2g), in line with the presence of a high number of crosslinks (35%) corresponding to highly expressed snoRNAs, although only mapping to 6% of the genes of ORC1-bound RNAs (Supplementary Data 2). Consistently, when snoRNAs were filtered out, no motif was found enriched, indicating that the binding of ORC1 to the majority of RNAs (94% of genes) is not mediated through a well-defined sequence. Since ORC1 had been reported to preferentially bind to G-quadruplex RNA structures^24,28^, we also performed G4 predictions around iCLIP peaks, which found a mild enrichment of RNA sequences prone to form this type of secondary structures (Supplementary Fig. 2h). These analyses suggest that ORC1 does not bind to RNA through a specific sequence, although it shows some preference toward structured RNA elements.

To understand the nature of ORC1 RNA interactome, we compared the results of ORC1 RIP-seq and iCLIP experiments. Interestingly, RIP-seq and iCLIP showed good agreement, since ORC1 RNA interactors identified by iCLIP also showed higher fold enrichments by RIP (Supplementary Fig. 2i), even when RIP interactors are defined relative to their input, and therefore not biased by expression level. Moreover, by astringently selecting RNAs containing 5 or more iCLIP peaks (1887 genes), a significant overlap (Hypergeometric test, *p* value 8,19e^−46^) was found with the RNAs identified by RIP-seq (Fig. 1c), representing high confidence RNAs directly interacting with ORC1 (HC ORC1-RNAs) (Supplementary Data 2). When the selection was extended to genes with more than 4, 3, or 2 iCLIP peaks, the overlap was increased and also highly significant (Fig. 1c). In addition, several RNA interactors detected by RIP-seq and/or iCLIP were validated in independent RIP and CLIP experiments, with no enrichment detected for the unspecific IgG (Supplementary Fig. 2j, k), supporting the validity of the used complementary analyses (Supplementary Fig. 2l).

We then looked at the characteristics of both the overlapping and the broader set of identified RNAs. HC ORC1-RNAs, as well as the larger set of ORC1-RNAs (Supplementary Data 2), are mostly mRNAs (95% and 87%), with higher expression levels and length than negative control genes (Fig. 1e, f). Similar features were found when assessing RIP-RNAs or iCLIP-RNAs separately (Supplementary Fig. 3a, b), confirming that ORC1 preferentially binds to RNAs of these characteristics in physiological conditions. According to Repli-seq and Hi-C analyses, the majority of genes encoding for HC ORC1-RNAs and ORC1-RNAs are localized within the early-replicating regions of the genome (80%, *p* value 4e^−253^ and 66.47%, *p* value 2e^−164^), and interact with each other in the 3D nucleus with higher frequency (*p* value <2.2e^−16^ for both sets, Fig. 1g). Interestingly, sequence analyses performed on full-length HC ORC1-RNAs showed the enrichment of tandem GAA repeats (*e*-value 7.5e^−11^, Supplementary Fig. 3c), known to be linked to nuclear retention of certain mRNAs^29^. The sequences were also highly enriched in RNAs detected by RIP-seq of endogenous ORC1 and ORC1-3xFlag, with 82 and 94% of the RNAs containing this type of sequence, respectively (Supplementary Fig. 3d, e). However, the position of iCLIP peaks indicates that ORC1 does not bind RNA through it, as confirmed by the similar EMSA behavior of ORC1-RNAs regardless of the presence of this sequence (Supplementary Fig. 3f–h). We then concluded that the presence of this motif represents a feature common to many of the RNAs bound by ORC1.

In summary, ORC1 binds to long and highly expressed nuclear RNAs. While this binding appears to be sequence-independent, ORC1-RNA interactors show distinctive features, such as the presence of GAA repeats and their production from genes that replicate in the early S phase and are in 3D proximity.

### RNAs interacting with ORC1 are transcribed from active origins

Since efficient origins are frequently localized near transcription start sites of highly transcribed genes^14–20^, we hypothesized that the binding of ORC1 to RNA could take place in the proximity of the loci where the RNAs are produced. We investigated the chromatin at the TSSs of the genes encoding for ORC1-RNAs, by grouping them in 6 quantiles according to their level of ORC1 iCLIP signal, that is, the level of direct ORC1-RNA interaction determined experimentally. This analysis showed a positive correlation between ORC1 binding to RNAs, marks of active chromatin (H3K27ac, H3K4me1, H3K4me3, and H3K36me3), and RNA expression levels, while an opposed trend was observed when considering marks of silent chromatin (H3K27me3 and H3K9me3). Interestingly, the ORC1 iCLIP signal also correlated with H4K20 methylation, recognized by ORC1^9^, as well as with ORC1 chromatin binding determined by ChIP-seq (Fig. 1h and Supplementary Fig. 4a–f).

To further investigate the relationship between ORC1-RNAs and DNA replication, we mapped the active replication origins in HCT116 cells using Short Nascent Strand sequencing (SNS-seq) (Supplementary Fig. 4g)^30^. SNS-seq identified 37725 origins that were consistent with previously published origin mapping in other cell types^13^, since 63% of the HCT116 origins overlapped with those in quantiles Q1 and Q2 of the 10 defined by the mentioned study, which represent the most robust origins with the highest conservation among cell types^13^ (Supplementary Fig. 4h). Notably, we found the mapped origins to be highly enriched at the TSS of ORC1-RNA genes (*p* value 3.82e^−51^, Supplementary Fig. 4i). More importantly, the level of ORC1 binding to RNA correlated with the SNS-seq signal, directly proportional to origin activation frequency, as shown by the distribution following the iCLIP gene quantiles (Fig. 1i and Supplementary Fig. 4j).

These results indicate the co-occurrence of ORC1 binding to RNA, and the position and activation of origins in *cis*, that is, at the loci where RNAs are transcribed (Fig. 1j).

### RNAs bound by ORC1 are necessary for optimal origin activation

Having determined that ORC1 RNA binding correlates and spatially coincides with origin activation, we addressed whether the RNAs play a role in DNA replication initiation. We first used a global approach by taking advantage of a feature found in many ORC1-RNAs: the presence of several tandem GAA repeats (Supplementary Fig. 3c–e). We designed antisense oligonucleotides with the sequence TTCTTCTTCTTCTTCTTCTTC (ASO anti-GAA) (Supplementary Fig. 5a), which targets RNAs containing tandem GAA repeats for degradation by RNaseH, a strategy previously used to knockdown this type of transcripts^31^. 

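For the RNA-seq, HCT116 cells, a human colorectal cancer line, were transfected with the anti-GAA ASO, 21 nt long, or with the control ASO, in 2 replicates each and with no untreated library. The paper's methods give a final ASO concentration of 80 nM and a transfection of 24 h, while the labels of the deposited samples give 48 h. The methods name a stranded mRNA library kit and the labels a total RNA kit, so whether RNAs without a poly(A) tail were captured in full is open. The authors trimmed the reads, aligned them with STAR to hg19, removed reads on GL contigs and counted reads on annotated Ensembl genes with featureCounts, and the deposited values are these raw counts, without normalization. The paper's text does not name whether reads were counted by strand, or how reads that match several genes were treated. The counts on genes summed to 10538284 and 17894953 in replicates 1 and 2 with the anti-GAA ASO, and to 15347298 and 15924742 in replicates 1 and 2 with the control ASO. Of the 63677 genes counted, the 15116 kept by filterByExpr were tested with edgeR's quasi-likelihood test after TMM normalization, with the ASO as the only term and Benjamini-Hochberg adjustment of p. Symbols, positions and sequences were taken by Ensembl identifier from GENCODE 44 on GRCh38, which holds 52181 of the counted genes and gave a transcript sequence for 14751 of the tested ones. Replicates of the 2 conditions share their numbers in the labels. In a principal component analysis of the log2 CPM (counts scaled to library size) of the tested genes, the first component (52.7% of the variance) separated the replicate numbers and the second (33.1%) the ASOs. The deviations of the genes from the mean of their condition correlated across genes between libraries of the same number (Pearson's r = 0.564), where genes are not independent replicates. A second fit therefore took the replicate number as a block. On counts simulated at these depths, with the difference between the control libraries as the replicate effect and log2 fold changes of −2, −1, 1 or 2, the fit without the block called 9.84% of 193 changed genes at an adjusted p under 0.05 and the fit with the block 84.5%, with 4.12% of its calls on unchanged genes. DESeq2, the paper's tool, called 38.5% of 200 changed genes in the same counts without a block and 55.5% with it. Of log2 fold changes of −2 or 2, DESeq2 called 72% without and 76% with the block, and edgeR 19.8% and 96.9%. The simulation gave both conditions the same replicate effect and took its spread from the fit with the block. A gain from the block was thus built in. In these simulated counts, changes of this size in single genes were often not called without the block.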

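No gene passed an adjusted p of 0.05 in edgeR's test of the anti-GAA against the control ASO, where the smallest adjusted p was 0.671. At an unadjusted p under 0.05, 523 genes were lower with the anti-GAA ASO and 154 were higher. DESeq2 called 3 genes lower (HCLS1, IFFO1 and EIF5B) and 0 higher, with 349 lower and 107 higher at an unadjusted p under 0.05. The balance at an unadjusted p under 0.05 depended on the fit, with 1466 lower and 1037 higher in edgeR with the replicate block, 421 and 207 with the correction of each library for trends on transcript length and GC content, 291 and 249 without replicate 2 of the control ASO, and 1171 and 1500, the other way round, with the block and the correction together, a fit added after the data had been seen. With the replicate number as a block, edgeR called 207 genes lower and 51 higher. DESeq2 with the same block, a fit added after the data had been seen, called 40 lower and 15 higher, and all 55 were among the 258 genes called by edgeR with the block. The count in the fit without the block also changed with single libraries. Without replicate 1 of the control ASO, 16 genes were called lower and 2 higher (H4C3 and MTATP6P1), and without replicate 2 of the anti-GAA ASO, 2 were called lower (HCLS1 and PRDX2) and 3 higher (PA2G4P4, CHAC1 and PTMAP2). Without replicate 1 of the anti-GAA ASO or replicate 2 of the control ASO, the counts were 0 and 0. EIF5B (ENSG00000158417), whose longest transcript holds a GAA run of 15 nt, had 126 and 97.0 CPM in replicates 1 and 2 with the anti-GAA ASO and 252 and 369 CPM with the control ASO. Its log2 fold change was −1.48 (standard error 0.26, adjusted p = 0.671 from edgeR) without the block and −1.47 (standard error 0.19, adjusted p = 0.00468 from edgeR) with it. The genes given here by symbol, apart from HCLS1 and IFFO1, were named after their values had been seen.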

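For RNAs bound by ORC1, MEME sites of a GAA motif in the longest transcript are listed in the source data of Supplementary Fig. 3c for the high confidence (HC) ORC1-RNAs and of Supplementary Fig. 3d for the transcripts identified by ORC1 RIP-seq. The paper's text does not name which list its share of lowered RNAs was counted on, and both are given. Of the 279 HC ORC1-RNAs with the motif, 269 were tested, and 189 of these (70.3%) had a log2 fold change below 0, against 48.4% of all tested genes (one-sided exact hypergeometric test, p = 1.89e-13). Their median log2 fold change was −0.12, and the share lower was 63.6% in the pair of replicates 1 and 68.8% in the pair of replicates 2 (SD 3.68, n = 2 pairs). In camera, a test of a list of genes against all others with a preset correlation of 0.01 between genes, p was 7.95e-06, or 2.12e-05 after Benjamini-Hochberg adjustment over the 8 lists set in advance. Among 10000 random lists matched on mean expression and transcript length, the share lower averaged 46.6% (95% of lists between 41.0% and 52.2%), and 0 reached that of the HC ORC1-RNAs. Apart from the definition of a lowered RNA, the correction of each library for trends on transcript length and GC content moved the share most, to 57.5% of the HC ORC1-RNAs with the motif and 42.4% of all genes. With an unadjusted p under 0.05 also required, 27 genes (10.0%) were lower, against 3.46% of all genes, and with an adjusted p under 0.05 from edgeR, 0%. Of the 1605 RNAs of the RIP-seq list, 1423 were tested and 1004 (70.6%) were lower (n = 1423 genes, hypergeometric p = 8.32e-71, camera p = 6.94e-10, adjusted 5.55e-09), with a median of −0.17, and with 62.3% and 73.9% lower in the pairs. Restricted to perfect repeats as MEME sites, 83.0% of 88 tested HC ORC1-RNAs (median −0.22) and 72.6% of 932 RIP-seq RNAs were lower. Of the 37 HC ORC1-RNAs without the motif, 30 were tested and 20 (66.7%) were lower, with a median of −0.14 (n = 30 genes, camera p = 0.00250, adjusted 0.00399). This share was above the mean of matched random lists (53.7%) but did not pass that test (n = 30 genes, p = 0.0973), and camera's p rose to 0.159 without replicate 1 of the anti-GAA ASO (63.3% lower) and to 0.286 without replicate 2 of the control ASO (56.7% lower). The shares with and without the motif did not differ (two-sided Fisher's exact test, p = 0.679). Without replicate 1 of the control ASO they did in the same exact test, with 65.2% lower among those with the motif and 86.7% among those without (p = 0.0224), as they did without replicate 2 of the anti-GAA ASO, with 63.6% and 83.3% (p = 0.0412). Another test, fry, takes the correlation between genes from the data. Unlike camera, it asks whether a list changed at all, and not whether it changed more than other genes. Under fry, p was 0.0582 for the HC ORC1-RNAs with the motif, 0.0499 for the RIP-seq list and 0.293 for the HC ORC1-RNAs without the motif. Under camera with a correlation estimated for each list, p was 0.0219, 0.0512 and 0.330, so of these calls the RIP-seq list held under fry only and the HC ORC1-RNAs with the motif under the estimated correlation only. With the replicate block, which leaves 1 residual degree of freedom, none of the 3 lists passed either test, at 0.218, 0.212 and 0.134 under fry and 0.192, 0.240 and 0.253 with the estimated correlation. The paper gives a hypergeometric test for the share of lowered RNAs with a similar motif, and evaluates the knockdown by RT-qPCR and RNA-FISH as well.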

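The length of the repeat was measured as the longest perfect run of GAA, in any frame, on the RNA strand of the longest transcript of each gene, with runs of TTC in the same transcripts as the mirror. Of 617 genes with a GAA run of at least 12 nt, 374 were tested and 267 (71.4%) were lower, with a median log2 fold change of −0.16 (camera p = 6.29e-08, adjusted 2.52e-07, fry p = 0.0377, camera with an estimated correlation p = 0.0568). Fitted with the replicate block, the last 2 tests gave a p of 0.141 under fry and 0.152 with the estimated correlation. The share lower was 66.3% and 69.0% in the pairs of replicates 1 and 2. It was 46.0% of 11787 genes with a run under 9 nt, 55.8% of 2590 with 9–11 nt, 67.1% of 280 with 12–14 nt, 81.4% of 70 with 15–17 nt, 93.3% of 15 with 18–20 nt and 88.9% of 9 with 21 nt or more. The medians of these classes were 0.030, −0.037, −0.11, −0.44, −0.40 and −0.32, and at 15–17 nt the pairs gave −0.28 and −0.46. Of 73 tested genes with a TTC run of at least 12 nt, 52.1% were lower, with a median of −0.025 (n = 73 genes, camera p = 0.674). The class with the shortest TTC runs, most of the tested genes, had a median of 0.017 but passed fry with direction down (n = 13549 genes, fry p = 0.0243). Camera gave this class no call (n = 13549 genes, camera p = 0.192, direction up). A pass under fry alone thus does not show that a list was lower than other genes. Leaving out the genes with both runs, the medians were −0.15 for 370 genes with the GAA run and 0.015 for 69 with the TTC run, a difference of −0.17 (two-sided permutation test across genes, p = 0.00351). The comparison with TTC runs was chosen after the GAA runs had been seen. Of the genes called lower by edgeR with the replicate block, 200 have a transcript sequence, and 16 of these (8.0%) hold a GAA run of at least 12 nt, against 2.54% of all tested genes. None of the 51 genes called higher by the same fit holds such a run. Counted over the whole gene with its introns, 59 of the 200 (29.5%) hold one, against 11.3% of all tested genes.

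**Figure D1:**
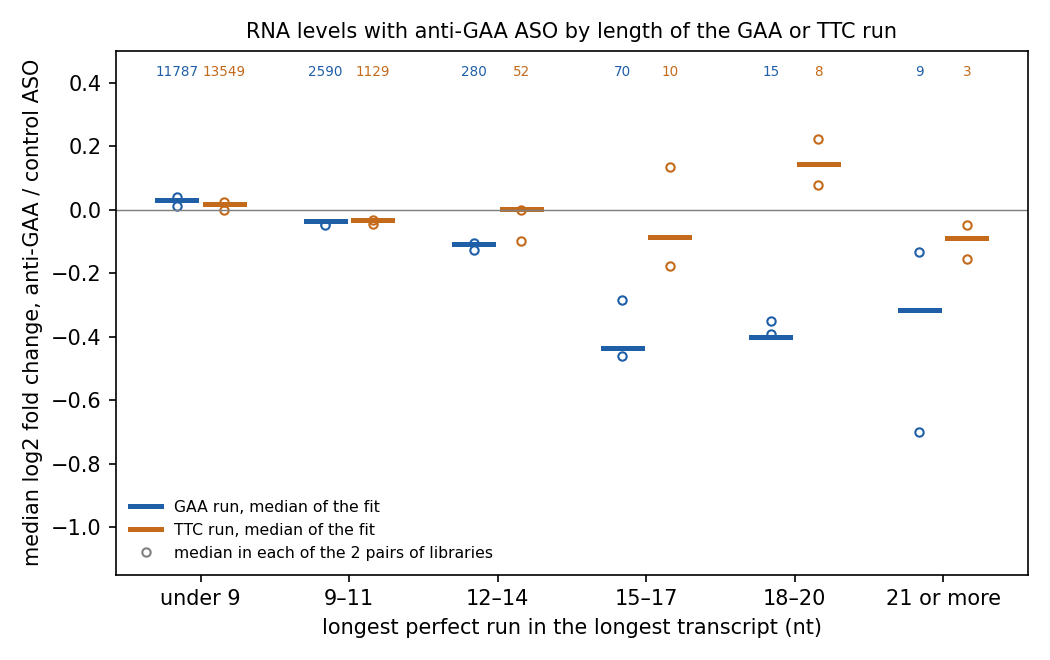
Median log2 fold change, anti-GAA over control ASO, of tested genes by the length in nt of the longest perfect GAA (blue) or TTC (orange) run in the longest transcript, where bars are medians of the fit without the block, open circles the medians in each of the 2 pairs of replicates, and the numbers at the top the genes. The GAA medians lie at −0.44 for 15–17 nt and −0.40 for 18–20 nt, below the TTC medians of −0.087 and 0.14.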

RNA-seq showed downregulation of 73% of the RNAs containing a similar GAA motif (Hypergeometric test, *p* value 1·10^−50^) compared to a scramble control ASO (Supplementary Fig. 5b). The knockdown was independently evaluated by RT-qPCR (Supplementary Fig. 5c), and RNA-FISH, showing a pattern of foci that were strongly reduced with the transfection of the anti-GAA ASO (Fig. 2a).

**Fig. 2:**
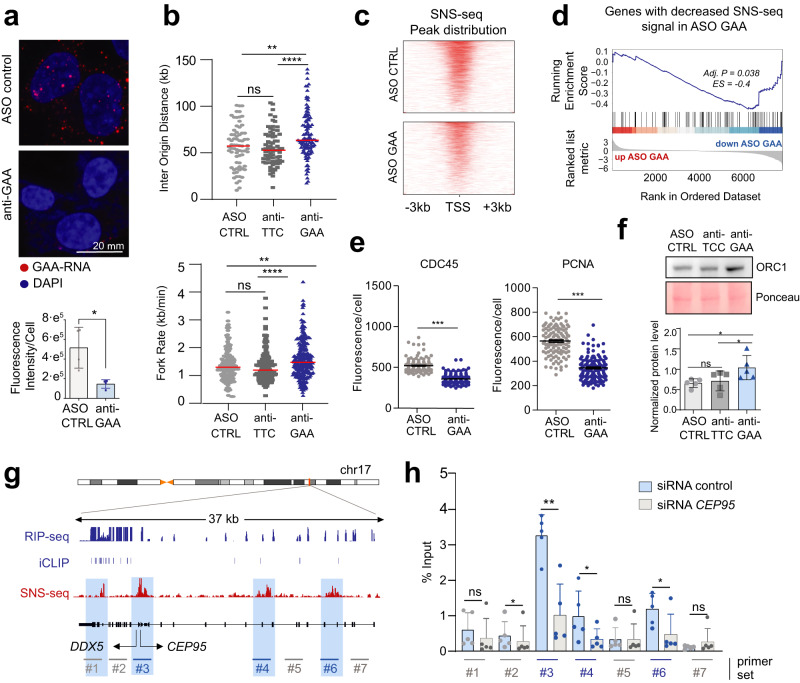
RNAs bound by ORC1 are necessary for optimal origin activation. **a** RNA-FISH representative images, and signal quantification (below), of RNAs containing GAA repeats, in ASO-transfected HCT116 cells. Dots represent mean values (*n* = 4 biologically independent samples) ±SEM. * denotes *p* value < 0.05, derived from unpaired two-tailed Student’s *t*-test. **b** DNA fiber quantification of inter-origin distances and fork rates of ASO-transfected HCT116 cells. Red lines indicate the median. ns denotes *p* value > 0.05, ** denotes *p* value < 0.01, **** denotes *p* value <0.0001, derived from unpaired two-tailed Mann–Whitney *t*-test. **c** SNS-seq peak count frequency and distribution relative to TSS positions (±3 kb) in ASO control and anti-GAA treated HCT116 cells. **d** GSEA showing the reduction of SNS-seq signal (peaks enriched in the control condition) in anti-GAA downregulated genes. Statistical significance (adjusted *p* value 0.038) of the enrichment score (ES) derives from a permutation test. **e** CDC45 and PCNA chromatin immunofluorescences per cell (HCT116) upon ASO knockdown, after soluble protein washout. Data were presented as mean values (*n* > 100 cells) ±SEM. *** denotes *p* value < 0.001, derived from unpaired two-tailed Mann–Whitney *t*-test. **f** ORC1 western blot and protein quantification, in chromatin extracts of ASO-transfected HCT116 cells. Data were presented as mean values (*n* = 5 biologically independent experiments) ±SEM. ns denotes *p* value > 0.05, * denotes *p* value < 0.05, derived from paired two-tailed Student’s *t*-test. **g** Browser snapshot at DDX5-CEP95 locus showing ORC1 RIP-seq enrichment, ORC1 iCLIP peaks, and SNS-seq reads in HCT116 cells, with the position of qPCR primers (#) indicated, and origins highlighted in blue. **h** Enrichment of nascent strands determined by SNS-qPCR at genomic positions indicated in Fig. 2g, in siRNA-treated HCT116 cells. Data were presented as mean values (*n* = 5 biologically independent experiments) ±SEM. ns denotes *p* value > 0.05, * denotes *p* value <0.05, ** denotes *p* value < 0.01, derived from paired two-tailed Student’s *t*-test.

We then analyzed the effect of GAA-RNAs depletion on DNA replication. To control for effects due to binding of the ASOs to DNA, we also included an ASO targeting the antisense sequence (anti-TTC) (Supplementary Fig. 5a). Interestingly, DNA fiber assays showed that the knockdown of GAA-RNAs caused a defect in the activation of replication origins, since increased inter-origin distances and higher fork velocities were detected compared to controls (Fig. 2b). Indeed, while fewer active origins result in increased distance between origins, the increased fork rate has been described as a mechanism to compensate for origin firing defects^32^. Consistently, sequencing of nascent strands (SNS-seq) showed a decrease of origin activation at TSSs upon knockdown of GAA-RNAs (Fig. 2c), suggesting that the RNA may be important for the normal firing of origins at these genomic sites. Of note, the decreased origin activity preferentially affected genes with downregulated RNAs (GSEA adj. *p* value = 0.038 and Enrichment Score = −0.4, Fig. 2d), pointing to a *cis*-regulatory mechanism of RNA. The detrimental effect on origin activation was also evident when assessing the association to chromatin of the firing factors CDC45 and PCNA, recruiting DNA polymerase to activated origins^33^, which were significantly reduced on chromatin (Fig. 2e and Supplementary Fig. 5d). In contrast, the levels of ORC1 protein on chromatin were increased (Fig. 2f and Supplementary Fig. 5e). These data support that the general inhibition of RNAs bound by ORC1 has a negative effect on origin activation, linked to an increased association of ORC1 to the chromatin. Nevertheless, we cannot formally exclude that this could be partially attributed to proteins encoded by some of the downregulated mRNAs.

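A list of 51 mRNAs of replication initiation factors, written without regard to these libraries, was tested for this purpose, and all 51 were expressed. With the anti-GAA ASO, 38 were higher and 13 (25.5%) lower, with a median log2 fold change of 0.10, a mean of 0.067 and a range from −0.82 to 0.64. In both pairs of replicates 25 were higher and 7 lower. The list did not move as a whole in camera (p = 0.0965, adjusted 0.110, direction up, fry p = 0.485, camera with an estimated correlation p = 0.471). Camera's p was 0.0288 with DESeq2 (median 0.11) and 0.0134 without replicate 1 of the control ASO (median 0.15), in the same direction, but 0.429 without replicate 1 of the anti-GAA ASO (median 0.067) and 0.972 without replicate 2 of the control ASO (median 0.025). The median lay at percentile 75.1 of 10000 matched random lists, whose medians averaged 0.072. Scaling to total counts gave a median of 0.0035 and a mean of −0.026, but lowered genes in general, with the median of all tested genes at −0.081 against 0.013 in edgeR after TMM, and the list stayed above it. In edgeR's fit without the block, 0 of the 51 passed an adjusted p of 0.05 over all genes tested and 0 when adjusted over the list alone, 0 were lower at an unadjusted p under 0.05, and the smallest p was 0.0539. DESeq2 called 0 as well, with 1 lower at an unadjusted p under 0.05. With the replicate block, edgeR called 1 of them lower, over all genes and adjusted over the list alone. This mRNA, which both single-gene counts of 1 refer to, is WDHD1 (ENSG00000198554, chromosome 14, 54938949–55027105 on GRCh38). It holds the run GAAGAAGAAGAAGAAGA at 54962976–54962992 in an exon. It had 17.5 and 11.6 CPM in replicates 1 and 2 with the anti-GAA ASO and 32.8 and 18.2 CPM with the control ASO, a log2 fold change of −0.78 with the block (standard error 0.17, adjusted p = 0.0341 from edgeR). Of the 51, only WDHD1 and MCM3 hold a GAA run of at least 12 nt in the longest transcript, and MCM3, with 13 nt, had a log2 fold change of 0.040. ORC1 was at 0.13 (standard error 0.20), CDC45 at −0.062 (0.19), PCNA at 0.15 (0.21), CDC6 at 0.074 (0.19), CDT1 at 0.23 (0.22) and CDC7 at 0.060 (0.25), each with an adjusted p of 0.996 from edgeR. PCNA was at −0.059 without replicate 2 of the anti-GAA ASO, CDC7 at −0.12 without the same library and −0.061 without replicate 2 of the control ASO, and CDC6 and CDC7 at −0.020 and −0.025 with scaling to total counts, where genes in general are shifted down. These values are of mRNA in total extracts, with none for the proteins.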

To assess the role of RNA in DNA replication initiation with higher specificity and resolution, we analyzed individual gene loci that produce ORC1-RNAs and contain origins of replication. We selected the *CEP95* locus, transcribing *CEP95* mRNA, one of the HC ORC1 RNAs. *CEP95* locus contains an origin at the TSS and two downstream secondary origins, according to the SNS-seq signal in HCT116 cells (Fig. 2g). To specifically address the role of *CEP95* mRNA in origin activation, we depleted it using siRNA, since RNAi can downregulate nuclear RNA without interfering with transcription or chromatin structure^34^ (Supplementary Fig. 6a–c). Then, we quantified origin activity by SNS-qPCR. Interestingly, the depletion of *CEP95* mRNA caused a specific decrease in the activity of origins on and downstream of *CEP95* TSS, not affecting the origin on the upstream neighbor gene *DDX5* (Fig. 2h). The deleterious effect of *CEP95* knockdown on local origin activation was also observed by ChIP of CDC45 and PCNA, showing decreased chromatin enrichments at local origins while distant origins were unaffected (Supplementary Fig. 6d–g). In contrast, *CEP95* overexpression from a plasmid (i.e. in trans) did not cause changes in origin activity (Supplementary Fig. 6d–g), in agreement with a model where transcribing RNAs would be regulating the activity of replication origins found at their site of production. Analogous initiation defects *in cis* were observed when the HC ORC1 RNA *HSP90AA1* was individually depleted (Supplementary Fig. 6a–c). The decrease of local origin activity, visualized in the enrichment of nascent strands, was evident, while no consistent effect was appreciated on distant origins at non-related loci (Supplementary Fig. 6h–j).

### ORC1 RNA binding mutant is impaired in origin activation

To determine how the capacity to bind to RNA is relevant to ORC1 function, we next studied an RNA binding mutant (Fig. 3a). Based on a previous work^24^, and as evidenced by RNA electrophoretic mobility shift assays (Fig. 3b and Supplementary Fig. 7a, b), the substitution to Alanines of three Arginines inside the ORC1 RNA binding region (R441A, R444A and R465A) (Fig. 3a) results in the loss of in vitro RNA binding. The impaired recognition of ORC1-RNAs in cells by the mutant protein was also predicted by *Clever Suite* and *cat*RAPID omics *v2* (Supplementary Fig. 7c, d), while it did not predict affection of ORC1 ability to bind to DNA (Supplementary Fig. 7c). Importantly, the absence of UV-crosslinked RNA in iCLIP experiments (Supplementary Fig. 7e) and the decreased colocalization with RNA by STORM (Fig. 3c) showed experimentally the lack of RNA binding by the mutant ORC1 in cells.

**Fig. 3:**
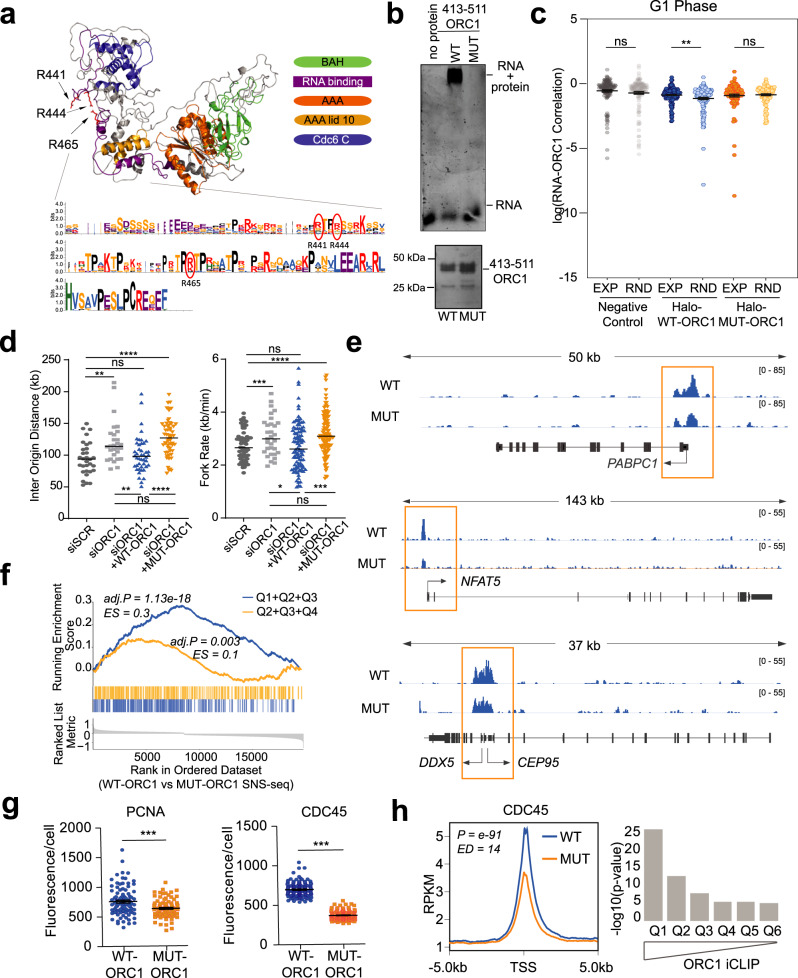
ORC1 RNA-binding mutant is impaired in origin activation. **a** 3D model of human ORC1 showing domains in colors, and residues R441, R444, and R465 (involved in RNA-binding) in red. Below, the vertebrate consensus of ORC1 RNA-binding region, circles indicating mutated residues in MUT-ORC1. **b** RNA staining of EMSA assays, with GST-tagged purified WT and MUT-ORC1 (amino acids 413–511) (2.5 µM) incubated with fragmented cellular RNA (2.5 µM). Below, the silver staining of proteins used in the assay. **c** Cross-correlation between ORC1 and EU-labeled RNA (long pulse) in G1-synchronized U2OS cells, untransfected or transfected with Halo-tagged WT and MUT-ORC1, comparing STORM experimental (EXP) and randomized (RND) samples. Data were presented as mean values (*n* > 50 cells) ± SEM. ns denotes *p* value >0.05, ** denotes *p* value <0.01, derived from unpaired two-sample *t*-test. **d** DNA fiber quantification of inter-origin distances and fork rates in HCT116 cells transfected with the indicated siRNAs, ±plasmids expressing Flag-tagged WT or MUT-ORC1. Black lines indicate the median. ns denotes *p* value >0.05, * denotes *p* value <0.05, ** denotes *p* value <0.01, **** denotes *p* value <0.0001, derived from unpaired two-tailed Mann–Whitney *t*-test. **e** Browser snapshot at ORC1-RNA *PABPC1*, *NFAT5*, and *DDX5-CEP95* loci, showing SNS-seq normalized signal of HCT116 cells stably expressing WT or MUT-ORC1. **f** GSEA showing enrichment of ORC1-RNAs in merged iCLIP-defined quantiles (Q), toward ranked genes according to their WT vs MUT (log2 fold change) SNS-seq coverage at TSSs. Statistical significance (adjusted *p* value 1.13e-18 or 0.003) of the enrichment scores (ES) were calculated by permutation tests. **g** CDC45 and PCNA chromatin immunofluorescences per cell, in HCT116 cells stably expressing WT or MUT-ORC1, after soluble protein washout. Data were presented as mean values (*n* > 100 cells) ± SEM. *** denotes *p* value <0.001, derived from unpaired two-tailed Mann–Whitney *t*-test. **h** Coverage plot of CDC45 ChIP-seq data at TSSs, in WT or MUT-ORC1 HCT116 stably expressing cells, and two-tailed *t*-test statistical results between their coverage at TSSs of ORC1 iCLIP-defined gene quantiles (Q).

We next investigated whether the usage of ORC1 RNA binding mutant could affect origin firing. Cells depleted of the endogenous ORC1 and transfected with plasmids expressing WT or MUT-ORC1 were subjected to fiber assays. As expected, depletion of the endogenous ORC1 resulted in the decreased number of fired origins, reflected by increased distances between origins^35^ and compensatory increased fork speed (Fig. 3d and Supplementary Fig. 7f, g). While WT-ORC1 rescued the normal firing and fork rates, MUT-ORC1 did not (Fig. 3d), suggesting that the RNA-binding activity of ORC1 is needed for optimal DNA replication initiation. Notably, SNS-seq showed decreased origin activity in cells stably expressing MUT-ORC1, and preferentially affecting origins at genes that produce the ORC1-RNAs with a stronger level of binding to ORC1 as determined by iCLIP (GSEA Adj. *p* value = 1.13e-18 for genes within Q1-Q3 iCLIP quantiles vs 0.003 for Q4–Q6, and Enrichment scores of 0.3 and 0.1 respectively, Fig. 4e, f and Supplementary Fig. 7h). These results support the idea that ORC1 binding to RNA has a *cis*-regulatory effect on replication origins, as observed upon global (Fig. 2d and Supplementary Fig. 5a–c) or individual (Fig. 2h and Supplementary Fig. 6) RNA knockdown. Also in line with fewer origin activation events observed in GAA-RNA-depleted cells (Fig. 2e and Supplementary Fig. 5d), PCNA and CDC45 were significantly reduced at the chromatin in cells expressing ORC1 RNA-binding mutant (Fig. 3g and Supplementary Fig. 7i), also revealed by ChIP-seq signals, primarily decreased at TSSs of transcribing RNAs bound by ORC1 (Fig. 3h).

**Fig. 4:**
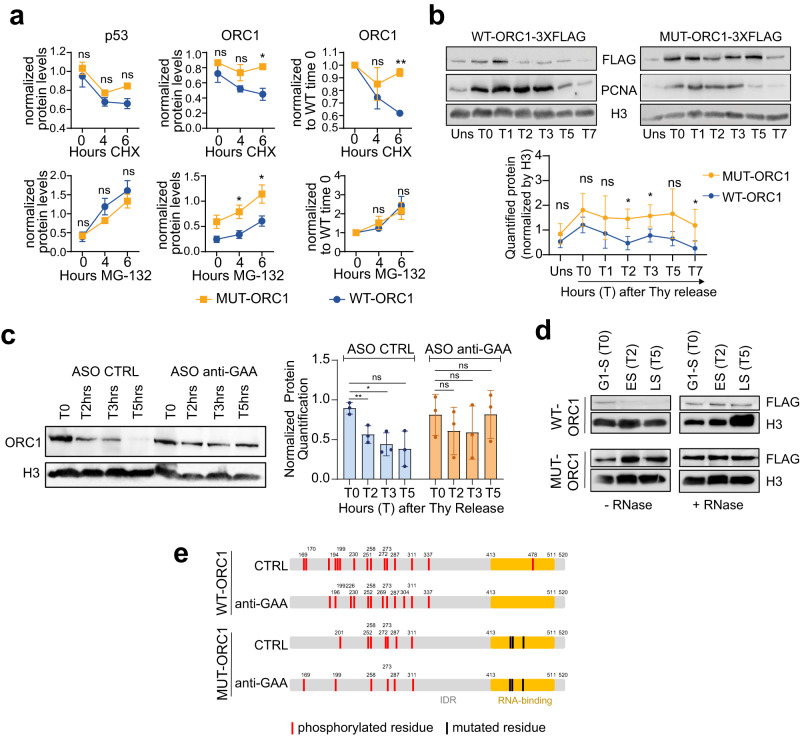
RNA regulates ORC1 chromatin release. **a** p53 and ORC1-3xFlag protein quantification from western blots with total extracts of HCT116 cells, transfected with WT or MUT-ORC1, and treated with cycloheximide (CHX) or MG-132. Dots represent mean values (*n* = 3 biologically independent experiments) ± SEM. ns denotes *p* value >0.05, * denotes *p* value <0.05, ** denotes *p* value <0.01, derived from paired two-tailed Student’s *t*-test. **b** Western blot on chromatin extracts of HCT116 cells, transfected with Flag-tagged WT-ORC1 and MUT-ORC1, unsynchronized (Uns) or synchronized in G1/S and released at different times (T as in Supplementary Fig. 8c). Below, normalized protein quantification. Dots represent mean values (*n* = 4 biologically independent experiments) ± SEM. ns denotes *p* value >0.05, * denotes *p* value <0.05, derived from paired two-tailed Student’s *t*-test. **c** Western blot and quantification of endogenous ORC1 on chromatin in different stages of the cell cycle (T as in Supplementary Fig. 8c), upon depletion of GAA-RNAs (ASO anti-GAA) or control conditions (ASO CTRL). Bars represent mean values (*n* = 3 biologically independent experiments) ± SEM. ns denotes *p* value >0.05, * denotes *p* value <0.05, ** denotes *p* value <0.01, derived from paired two-tailed Student’s *t*-test. **d** Western blot showing the effect of RNase A treatment on WT and MUT-ORC1 chromatin association, along the cell cycle of synchronized cells (T as in Supplementary Fig. 8c). Quantification of independent biological replicates (*n* = 4) is shown in Supplementary Fig. 8d. **e** Representation of the IDR in WT and MUT-ORC1, showing RNA-binding regions (orange), and the discrete positions of RNA-binding mutations (black) and phosphorylated residues (red) detected by mass spectrometry, in control or GAA-knockdown conditions. Source data are provided as a Source Data file.

We then concluded that the use of ORC1 RNA-binding mutant recapitulates the origin activation defects observed upon knockdown of RNA interactors of ORC1, suggesting that the RNA-binding activity of ORC1 is important for normal initiation of DNA replication.

### RNA binding facilitates ORC1 phosphorylation and chromatin release

To better understand how RNA-binding could be important for ORC1 function, we further investigated the behavior of the RNA-binding mutant by analyzing its chromatin association. Notably, MUT-ORC1 was more associated with the chromatin than its wild-type counterpart (Supplementary Fig. 8a), as was the endogenous ORC1 when ORC1 RNA interactors were depleted (Fig. 2f and Supplementary Fig. 5e). Indeed, MUT-ORC1 presented longer half-life than WT-ORC1, as observed upon translational inhibition with cycloheximide treatment, while both proteins responded to proteasomal inhibition at a similar rate (Fig. 4a), suggesting that the RNA binding activity of ORC1 decreases its stability. Importantly, while the knockdown of GAA-RNAs also led to increased levels of WT-ORC1 on chromatin, it had no effect on the levels of MUT-ORC1 (Supplementary Fig. 8b), indicating that this phenotype is RNA-dependent.

Since origin licensing and firing is governed by the temporal chromatin association and release of ORC along the cell cycle, we decided to dissect this phenotype in synchronized cells. Even though both WT- and MUT-ORC1-expressing cells progressed through S phase at similar rates (Supplementary Fig. 8c), they showed striking differences in ORC1 chromatin association dynamics (Fig. 4b). WT-ORC1, but not MUT-ORC1, was released from the chromatin at the entry of S phase, suggesting that the observed persistence of MUT-ORC1 on chromatin was due to an inefficient protein release. Importantly, endogenous ORC1 also showed delayed chromatin release when GAA-RNAs were depleted (Fig. 4c). Similar effects were observed for WT-ORC1 when synchronized cells were permeabilized and treated with RNase A, resulting in an enhanced chromatin association along the S phase that is progressively lost with no RNase A treatment (Fig. 4d and Supplementary Fig. 8d). In contrast, increased MUT-ORC1 chromatin persistence was observed regardless of RNA degradation (Fig. 4d and Supplementary Fig. 8d). Of note, the delay in MUT-ORC1 release was associated with reduced levels of PCNA loaded on chromatin (Fig. 4b), indicating that the RNA-dependent release of ORC1 could be linked to origin activation.

Given that both origin firing and ORC1 stability are governed by phosphorylation^1^, we hypothesized that the phenotypes observed may account for an RNA-dependent modulation of ORC1 phosphorylation. In line with this hypothesis, MUT-ORC1 showed lower mobility in gels, as did the endogenous ORC1 upon the knockdown of GAA-RNA (Supplementary Fig. 8e). Phosphoproteomic analysis confirmed the hypo-phosphorylation of MUT-ORC1 (Supplementary Data 3), particularly affecting its IDR, where phosphorylated sites are known to regulate ORC1 chromatin release and proteasomal degradation^2^ (Fig. 4e and Supplementary Fig. 8f, g). Decreased phosphorylation of WT-ORC1 was also observed upon GAA-RNA knockdown, while total phosphorylation levels of ORC1 RNA-binding mutant, as well as the number of phosphorylated residues, were less affected by the transient downregulation of ORC1 RNA interactors (Fig. 4e and Supplementary Fig. 8g), indicating that the interaction with RNA plays a role in regulating ORC1 phosphorylation, and subsequent chromatin release and degradation in S phase. Our results suggest a reciprocal regulation of RNA binding and phosphorylation at the IDR of ORC1, which is linked to its chromatin release, and altogether demonstrate that RNA binding dynamically modulates ORC1 function.

## Discussion

Here, through orthogonal approaches, we show that RNA, the product of transcription, is needed for optimal origin activation mediated through the intrinsic RNA binding capacity of ORC1. We demonstrate that RNA transcribed in the proximity of the origins, preferentially found at TSS regions, influences the efficiency at which they are activated. In line with this model, we find an enrichment of ORC1 iCLIP crosslinks at the 5’ region of the RNAs, although not exclusively restricted to it. This is not unexpected given the described mechanism, and the fact that RNA transcripts remain close to the chromatin while co-transcriptionally processed. Moreover, actively transcribed genes are known to form loops, maintaining 3D proximity between the 5’ and 3’ ends^36^. Specifically, we found that the binding of RNA by ORC1 favors the efficient release of the protein at the entry of the S phase. As suggested in previous studies^3^, our data indicates that ORC1 release could be linked to origin firing, although the precise sequence of molecular events at this critical step will require further studies to be fully understood.

Of note, we failed to detect ORC1 RNA binding at a fraction of active origins. While this could be due to limited sensitivity, the RNA-dependent regulation of origins may be restricted to the genes with active transcription, known to replicate in the early S phase, where we find the genes producing ORC1-RNAs. Origins found at transcriptional deserts, associated with late replication, might be activated through a mechanism not involving RNA interaction with ORC1. On the other hand, ORC1 might not be the only sensor of RNA at origins from transcriptionally active regions. RNA may interact with additional proteins in the initiation complex. Among them, CDC6 and CDT1 possess positively charged IDRs^37^ with repetitive sites similar to the observed in ORC1 IDR, although their interaction with RNA has not been studied.

Short linear protein motifs (SLiMs) inside ORC1 IDR have been implicated in ORC1 self-interaction as well as interaction with Protein Phosphatase 1α (PP1α) and CDC6^4^, and, regulated by phosphorylation and dephosphorylation, they contribute to the control of ORC1 levels during the cell cycle. Interestingly, the described SLiMs do not overlap with ORC1 RNA binding domain albeit are part of the same highly flexible region^4^ (Fig. 1a). Thus, the interaction of ORC1 with RNA may influence interactions with these factors and/or other properties linked to the IDR. Among those, ORC1 IDR has been implicated in in vitro liquid-liquid phase separation enhanced by DNA^4,37^, being CDK/Cyclin phosphorylation a key inhibitor of liquid phase condensation by replication initiation factors^37^. While the effect of RNA was not tested in those studies, RNA biophysical properties are consistent with an analogous role. Supporting this notion, we observed that RNA induces the formation of droplets of WT- but not of MUT-ORC1 in a concentration-dependent manner, reaching a threshold where RNA leads to droplet dissolution (Supplementary Fig. 9a–c).

Based on our data, and by analogy to the RNA feedback mechanism described in transcription^38^, where the balance between positive and negative charges determines whether RNA promotes the formation or dissolution of IDR-containing protein condensates, RNA could be playing a sequential role in the initiation of replication (Supplementary Fig. 9d). We speculate that in late M phase, incipient transcription may favor the formation of coacervates that nucleate ORC1 around TSSs, explaining the presence of ORC1 bound to RNAs transcribed from active origins at early-replicating genomic regions, as well as the enrichment of iCLIP binding sites at 5’ ends of genes. Nevertheless, the need of other factors for ORC1 chromatin recruitment should not be excluded. Once preinitiation complexes are assembled on DNA, the property of forming condensates would not be further required. On the contrary, higher local RNA concentration resulting from transcription elongation, particularly at longer genes, would help ORC1 disassembly from chromatin, coupled to an RNA-dependent control of ORC1 phosphorylation balance, and followed by its targeting for degradation and origin firing. This would also explain the enrichment of RNAs containing GAA repeats among ORC1 partners, since these purine-rich sequences are thought to retain RNAs in the nucleus through a saturable nuclear retention factor^29^.

In addition to the described mechanisms, ORC1 is known to have cellular functions beyond the origins of replication^39,40^. It is likely that some of the ORC1-RNA interactions are occurring at those locations. For instance, the interaction between ORC1 and RNA may also be involved in ORC1 transport in and out of the nucleus^41^, which may account for the presence of fully spliced RNAs among ORC1 binders; all questions deserve future investigation.

Overall, our results unveil a novel non-coding function for RNA as a dynamic component of the chromatin, which helps to coordinate transcription and replication in the nucleus.

## Methods

### Cell lines, growth conditions, and culture treatments

HCT116 cells (CCL-247) were cultured in RPMI-1640 (GIBCO), and U2OS cells (HTB-96) in DMEM (GIBCO), all mediums supplemented with 10% fetal bovine serum (GIBCO) and 1x penicillin/streptomycin (Lonza), and maintained at 37 ˚C and 5% CO_2_. To generate HCT116 cells stably expressing WT-ORC1-3xFlag or MUT-ORC1-3xFlag, cells were transfected with pcDNA3.1 vectors containing codon-optimized wild type or mutated cDNA sequences of ORC1 (Supplementary Table 2), and treated with Neomycin-G418 (Sigma) 500 µg/mL for 10 days.

Proteasome inhibition was achieved with short pulses (4 and 6 h) of MG-132 (MilliporeSigma) 50 µM. Cycloheximide (Sigma) was incubated in a culture medium at 100 µg/mL for 4 or 6 h for translation inhibition.

For RNA in vivo labeling, synchronized U2OS cells were incubated with 5-ethynyl uridine (EU- Thermo Fisher) at 0.2 mM final concentration in complete culture medium, in short (20 minutes) or long (16 and 3 h release) pulses.

For fiber assays, exponentially growing HCT116 cells were first pulsed with 50 µM CldU (Sigma) for 20 minutes, washed, and subjected to a second 20 min pulse with 250 µM IdU (Sigma).

In experiments with RNase A treatment, synchronized cells at different points of the S phase (see cellular synchronization section) were trypsinized, permeabilized with 0.05% Tween-20 in PBS for 10 min on ice, and mock-treated or treated with 1 mg/mL RNase A (Sigma) for 30 min at RT, as previously described^42^.

### Cellular transfection

Cellular transfections were performed with Lipofectamine 2000 (Invitrogen) in Serum-free Opti-MEM (GIBCO), following manufacturer instructions.

For RNA knockdown, siRNAs or Antisense Oligonucleotides were transfected for 24 h at final concentrations of 40 or 80 nM, respectively, except for the 48 h transfection to knockdown ORC1. siRNAs were designed using the i-Score designer tool and purchased from Sigma (Supplementary Table 3). Control ASO was designed and synthesized by Ionis Pharmaceuticals. anti-TTC and anti-GAA ASOs were self-designed and synthesized by iDT, with six 2′-o-methoxyethyl nucleotides on the 5′ and 3′ ends, and nine consecutive oligodeoxynucleotides to support RNaseH activity, as previously described^31^ (Supplementary Table 3).

For exogenous ORC1 expression, pcDNA3.1 or pBABE vectors containing codon-optimized wild type or mutated cDNA sequences of ORC1, tagged with 3xFlag or Halo (Supplementary Table 2), were transfected for 48 hours, while, in rescue experiments, plasmid transfection was preceded by 24 h endogenous ORC1 siRNA-mediated depletion (Supplementary Table 3). Exogenous *CEP95* was overexpressed by 48 h transfection of a pcDNA3.1 plasmid purchased from GenScript (Supplementary Table 2).

### Cellular synchronization and cell cycle analysis

For cellular synchronization at G1/S, U2OS cells were subjected to serum starvation for 48 h, while HCT116 cells were blocked by double thymidine shock as previously described in ref. ^43^. Synchronization of HCT116 cells was released by PBS washing and incubation in a complete culture medium, after which cells were harvested at different time points (1, 2, 3, 5, 6, 7, or 9 h) covering the entire S phase.

For cell cycle analysis, cells were fixed in PBS 2% PFA, and incubated in 2 N HCl 0.5% Triton for 30 min. Followed by 0.1 M Na_2_B_4_O_7_ incubation, cells were treated with RNAse A (Promega), resuspended in PBS, and the DNA stained with propidium iodide 1 mg/mL (Sigma). In flow cytometer FACSCalibur, DNA staining was recorded by the BD CellQuest program. Cell cycle profiles were determined by considering the amount of labeled DNA (FL2-H) per cell.

### RNA extraction, processing, and RT-qPCR

Cell preparations were fixed with TRIzol (Sigma), and RNA precipitated with isopropanol.

In bulk RNA-seq experiments of HCT116 cells treated with control or anti-GAA ASOs, total RNA extraction was followed by Turbo DNAse (Invitrogen) digestion and library preparation with TruSeq Stranded mRNA kit from Illumina. Duplicate experiments were sequenced with Illumina NextSeq 500.

For RT-qPCR, up to 1 µg RNA was treated with DNase I (Invitrogen) and reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystem) with random hexamer primers, following manufacturer instructions. The obtained cDNA was analyzed by quantitative PCR (qPCR) using iTaq Universal SYBR Green supermix (Bio-Rad) in a ViiA™ 7 Real-Time PCR System machine (Thermo Fisher), all reactions performed in quadruplicate. *HPRT1* or *GAPDH* RNA levels were used for the normalization of total and cytoplasmic cellular extracts, while *MALAT1* was used to normalize RNA levels in nuclear extracts. For RIP and UV-RIP validations, RNA levels were normalized by their levels in a 10% experimental input of nuclear RNA. Statistical differences between relative RNA levels or relative enrichments were calculated by unpaired two-tailed Student’s *t*-test. RT-qPCR primers were self-designed or designed with the Universal Probe Library Assay Design Center (Roche), and purchased from Metabion (Supplementary Data 4).

### Protein extraction and western blot

Soluble-chromatin cellular fractionation was performed as previously described in ref. ^44^, while subcellular fractionation in cytoplasm and nucleus, and nucleoplasm if indicated, was performed as described elsewhere^45^.

Proteins from cell preparations were quantified with Pierce BCA Protein Assay Kit (Thermo Fisher). Samples were run in denaturing polyacrylamide gels by electrophoresis, and then transferred to nitrocellulose membranes (Bio-Rad). Membranes were blocked with 5% milk in PBS-Tween, and incubated overnight with primary antibodies (Supplementary Table 4). HRP-conjugated secondary antibodies (Cell Signaling Technology, dilution 1:10,000) on the membrane were detected with the use of enhanced chemiluminescence (ECL) reagent (PerkinElmer) in Odyssey CLx (LI-COR), and recorded with Image Studio Lite software. Full scan blots are provided in the Source Data file. Relative protein levels were obtained based on the intensity of the western blot bands using Fiji software. Quantified intensities were normalized to those of the loading reference and, if indicated, fold changes relative to other conditions were calculated. Statistical differences between normalized intensity values were calculated by paired two-tailed Student’s *t*-test.

### ORC1 RIP-seq on nuclear extracts

Native RNA immunoprecipitation was performed as previously described^46^ with minor modifications. Briefly, 40 × 10^6^ asynchronous HCT116 cells, untreated or transiently expressing WT-ORC1-3xFlag, were harvested and lysed. Nuclear lysates were dounced and sonicated (Bioruptor Diagenode) for ten cycles, pre-cleared with protein A/G Dynabeads, and incubated with 5 µg of control IgG (sc-2025) or antibody of interest (anti-FLAG [M2, F1804, Sigma] or anti-ORC1 78-1-172 [Bruce Stillman laboratory^3^]). Protein A/G Dynabeads were added to sequester the antibody, and washed five times. For protein analysis, 10% of beads and inputs were resuspended in 2X Laemmli sample loading buffer, and run in acrylamide gels for western blot. RNA from beads and inputs was obtained following the RNA extraction protocol, to perform RT-qPCR (methods section RNA extraction, processing, and RT-qPCR) or library preparation. For sequencing, samples were first treated with Turbo DNAse (Invitrogen), and libraries were prepared with the TruSeq Stranded Total RNA kit from Illumina. Sequencing of triplicate (anti-ORC1) or duplicate (anti-Flag) experiments was done with Illumina NextSeq 500.

### ORC1 IP and phosphoproteomics

Transfected WT-ORC1-3xFlag and MUT-ORC1-3xFlag proteins in HCT116 cells (Supplementary Table 2), in control or anti-GAA-knockdown conditions (Supplementary Table 3), were immunoprecipitated from nuclear extracts of 160 × 10^6^ cells, as previously described in ref. ^3^, with minor modifications. In brief, after cellular lysis (260 mM Sucrose, 8 mM Tris-HCl pH 7.4, 4 mM MgCl_2_, 0.8% Triton X-100), nuclei were resuspended and incubated for 30 min in high salt buffer (20 mM Tris-HCl pH 7.5, 400 mM NaCl, 0.4% Igepal, 5 mM MgCl_2_, 0.1 mM EDTA, 1 mM CaCl_2_, 10% Glycerol, and 0.1 mM DTT), supplemented with phosphatase and protease inhibitors 1x (Roche), as well as benzonase to digest DNA. After sonication (Bioruptor Diagenode) for 30 cycles, NaCl and Igepal concentrations were brought down to 200 mM and 0.2%, respectively, by adding an equal volume of dilution buffer. Clear nuclear lysates were then pre-cleared with protein G Dynabeads, and incubated with 5 µg of anti-FLAG antibody (M2, F1804, Sigma), untransfected cells being the negative control. Protein G Dynabeads were added to sequester the antibody, and washed five times with complete washing buffer (20 mM Tris, 100 mM NaCl, 0.15% Igepal, 5 mM MgCl_2_, 0.1 mM EDTA, and 10% Glycerol). Beads and inputs were resuspended in 2X Laemmli sample loading buffer, and run in acrylamide gels for Coomassie blue staining.

Bands at the expected molecular weight were cut, and containing proteins were subjected to mass spectrometry. The samples were reduced with 1 mM DTT for 30 min at 60 °C and then alkylated with 5 mM iodoacetamide for 15 min in the dark at room temperature. Gel pieces were then subjected to a modified in-gel trypsin digestion procedure^47^. Gel pieces were washed and dehydrated with acetonitrile for 10 min, followed by removal of acetonitrile, and then completely dried in a speed-vac. Rehydration was done with 50 mM ammonium bicarbonate solution containing 12.5 ng/µL modified sequencing-grade trypsin (Promega, Madison, WI) at 4 °C. Samples were then placed in a 37 °C room overnight. Peptides were later extracted by removing the ammonium bicarbonate solution, followed by one wash with a solution containing 50% acetonitrile and 1% formic acid. The extracts were dried in a speed-vac (~1 h). For the analysis, samples were reconstituted in 5–10 µl of HPLC solvent A (2.5% acetonitrile, 0.1% formic acid). A nano-scale reverse-phase HPLC capillary column was created by packing 2.6 µm C18 spherical silica beads into a fused silica capillary (100 µm inner diameter × ~30 cm length) with a flame-drawn tip^48^. After equilibrating the column, each sample was loaded via a Famos autosampler (LC Packings, San Francisco, CA) onto the column. A gradient was formed and peptides were eluted with increasing concentrations of solvent B (97.5% acetonitrile and 0.1% formic acid). As each peptides were eluted, they were subjected to electrospray ionization and then they entered into an LTQ Orbitrap Velos Pro ion-trap mass spectrometer (Thermo Fisher Scientific, San Jose, CA). Eluting peptides were detected, isolated, and fragmented to produce a tandem mass spectrum of specific fragment ions for each peptide. Peptide sequences (and hence protein identity) were determined by matching protein or translated nucleotide databases with the acquired fragmentation pattern by the software program, Sequest (ThermoFinnigan, San Jose, CA)^49^. The modification of 79.9663 mass units to serine, threonine, and tyrosine was included in the database searches to determine phosphopeptides. Phosphorylation assignments were determined by the Ascore algorithm^50^. All databases include a reversed version of all the sequences and the data were filtered to between a one and two percent peptide false discovery rate. The position and amount of detected phosphopeptides is presented in Supplementary Data 3. Raw data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD043232.

### ORC1 UV-RIP and iCLIP on nuclear extracts

About 40 × 10^6^ asynchronous HCT116 cells were rinsed in cold PBS and irradiated with 150 mJ/cm^2^ in a Stratalinker 2400 at 254 nm. To isolate cellular nuclei, the first steps of fractionation iCLIP protocol were performed^51^, followed by UV-RIP or iCLIP protocols.

For UV-RIP, fixed nuclear pellets of HCT116 cells transiently expressing Flag-tagged WT-ORC1 were resuspended in RIPA buffer and sonicated (Bioruptor diagenode) for 15 cycles. Solubilized nuclear extracts were pre-cleared with protein G Dynabeads, and 5 µg of control IgG (sc-2025) or anti-FLAG (M2, F1804, Sigma) antibodies incubated overnight at 4 °C. Protein G Dynabeads were then added to sequester the antibody, and washed six times. Immunoprecipitates and inputs were eluted, and Proteinase K (NEB) was incubated for 45 min at 45 °C for protein digestion, followed by RNA extraction and RT-qPCR (see methods section RNA extraction, processing, and RT-qPCR).

iCLIP data of ORC1 was generated by following the iCLIP method described elsewhere^52^, using 10^6^ HCT116 UV-fixed nuclei previously transfected with ORC1-WT-3xFlag (*n* = 5), ORC1-MUT-3xFlag (*n* = 2) or untransfected cells as control (*n* = 1) (Supplementary Table 2). First, nuclei were lysed in 1 mL of lysis buffer (100 mM NaCl, 50 mM Tris-HCl pH 7.4, 1% Igepal CA-630, 0.1% SDS, and 0.5% Na-Deoxycholate) supplemented with protease inhibitors 1x (Roche). Nuclear lysates were sonicated (Bioruptor Diagenode) for ten cycles at low intensity. Afterward, RNase digestion was performed for 3 min at 37 °C with 0.4 U (*n* = 3) or 1 U (*n* = 2) of RNase (Thermo Scientific, EN0602) in the presence of 4U of Turbo DNase (Invitrogen), to avoid DNA contamination. Cleared supernatant was immunoprecipitated overnight at 4 °C with 5 µg of anti-Flag antibody (M2, F1804, Sigma). Protein–RNA complexes were visualized using pre-adenylated, infrared dye-labeled L3 adapter with the following sequence: /5rApp/AG ATCGGAAGAGCGGTTCAGAAAAAAAAAAAA /iAzideN/AAAAAAAAAAAA/3Bio/. Reverse transcription was performed using RNA-dependent retrotranscriptase Superscript IV (Invitrogen) and barcoded primers (XXXXX) containing UMIs (NNNN): /5Phos/ WWW XXXXX NNNN AGATCGGAAGAGCGTCGTGAT /iSp18/ GGATCC /iSp18/ TACTGAACCGC. Purification of cDNAs following reverse transcription and circularization was performed using AMPure XP beads (Beckman-Coulter, USA) and isopropanol. Libraries were sequenced as single-end 100 bp reads on Illumina HiSeq 4000.

### Chromatin immunoprecipitation (ChIP)

About 40 × 10^6^ asynchronous HCT116 cells, stably expressing Flag-tagged wild type and mutated ORC1 (RNA-binding mutant) (Supplementary Table 2), or transfected to knockdown or overexpress *CEP95* mRNA (Supplementary Tables 2,3) and synchronized in S phase (see cellular synchronization section), were fixed for 30 min with 2 mM DSG, and then crosslinked with 1% formaldehyde for 10 min. Pelleted cells were lysed (5 mM Tris-HCl pH 8, 85 mM KCl, and 0.5% Igepal), nuclei resuspended in RIPA buffer, supplemented with protease inhibitors 1x, and sonicated (Bioruptor Diagenode) for 30 cycles. Solubilized nuclear extracts were pre-cleared with protein A/G Dynabeads, and 5 µg of control IgG (2729 Cell Signaling or sc-2025) and anti-CDC45 (11882, Cell Signalling Technology) or anti-PCNA (ab29, Abcam) antibodies incubated overnight at 4 °C. Protein A/G Dynabeads were then added to sequester the antibody, and washed with low salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl), high salt (Low Salt buffer with 500 mM NaCl) and LiCl (0.25 M LiCl, 1% Igepal, 1% Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8) buffers, supplemented with protease inhibitors 1x (Roche). Immunoprecipitates and inputs were eluted, RNA digested with RNase A (Promega) for 30 minutes at 37 °C, and Proteinase K (NEB) incubated for 45 min at 45 °C for protein digestion. Samples were de-crosslinked overnight at 65 °C, followed by phenol:chloroform DNA extraction and ethanol precipitation.

qPCR of precipitated DNA was done as cDNA samples (see RNA processing section), with self-designed primers at genomic DNA replication origins or control regions (Supplementary Data 4), having SNS-seq data in wild-type HCT116 cells as a reference and purchased from Metabion. ChIP-qPCR enrichment was done compared to a 10% input, and relativized to transfection controls. Statistical differences between relative enrichments were calculated by unpaired two-tailed Student’s *t*-test.

For sequencing of CDC45 ChIP samples, libraries of duplicate experiments were generated as previously described in ref. ^53^, and sequenced with Illumina NextSeq 2000.

### Nascent strand preparation by λ-exonuclease method and RT-qPCR analysis

Nascent strand preparation was performed as previously described^54^, in HCT116 cells, wild type or stably expressing WT-ORC1-3xFlag or MUT-ORC1-3xFlag (Supplementary Table 2), untreated or transfected with control or specific siRNAs or ASOs for RNA knockdowns (Supplementary Table 3). SNS-seq from wild-type HCT116 cells was performed in triplicate experiments. To assess origin activity in HCT116 cells knocked down for GAA-RNAs, duplicate SNS-seq experiments were analyzed in cells transfected with a control ASO, or the anti-GAA ASO (Supplementary Table 3). SNS-seq from HCT116 cells stably expressing WT or MUT-ORC1 were performed in duplicates.

Briefly, genomic DNA of 1–2 × 10^8^ exponentially growing cells was digested with Proteinase K (NEB), precipitated with ethanol, and solubilized in TE buffer pH 8 supplemented with RNase OUT (Invitrogen) for 48 h at 4 °C. Denatured DNA was ultracentrifuged in a seven-step 5 to 20% discontinuous sucrose gradient, with SW40Ti rotor at 24,000 rpm for 20 h at 20 °C. About 1 mL fractions were collected, and the DNA precipitated with ethanol. 10% volume of DNA in each fraction was denatured with 0.2 M NaOH and run onto a 1% alkaline agarose gel (50 mM NaOH and 1 mM EDTA). Followed by neutralization with 1x TAE, Syber Gold (Thermo Fisher) staining was used to visualize the fractionation profile with a UV-Biorad camera. Fractions of interest (0.5–2 kb) were treated twice with PNK (Thermo Fisher) and λ-exonuclease (Thermo Fisher) to remove short-cut DNA and keep newly synthetized DNA, which has a 5’ RNA segment. The efficiency of λ-exonuclease digestion was evaluated by incubation of 10% reaction volume with a digested control plasmid.

qPCR of purified nascent strands was done as cDNA samples (see RNA processing section), with self-designed primers at genomic DNA replication origins or control regions having SNS-seq data in wild-type HCT116 cells as reference (Supplementary Data 4), and purchased from Metabion. SNS-qPCR enrichment was done compared to a 10% input of genomic DNA, and statistical differences of relative enrichments, between control or RNA knocked-down cells, were calculated by paired two-tailed Student’s *t*-test. The associated *p* values were used for heatmap representations.

For nascent strand sequencing (SNS-seq), ssDNA fragments were converted to dsDNA as previously described in ref. ^54^. First, short nascent strands were digested with RNase A/T1 mixture (Thermo Fisher) to eliminate both mRNAs and RNA primers, and facilitate adapters ligation for sequencing. Samples were mixed with random hexamer primer phosphate (Roche), and a reaction with the Klenow exo- polymerase (NEB) was used to extend the primers and synthetize the complementary DNA strand. Taq DNA ligase (NEB) was used to ligate the synthetized fragments, and the dsDNA was extracted and precipitated with ethanol. For library preparation, a protocol primarily designed for High-throughput chromatin immunoprecipitation (HT-ChIP) was followed^53^. Duplicate or triplicate experiments were sequenced with Illumina NextSeq 2000.

### RNA-FISH

Cultured HCT116 cells on coverslips, and transfected with control or anti-GAA ASOs (Supplementary Table 3), were fixed in PBS 3% PFA, and washed in 2x SSC 50% formamide. Meanwhile, anti-GAA FISH probes, which were self-designed and purchased from iDT, were denaturized at 92 °C for 4 min, cooled down, and diluted in hybridization buffer (50% Deionized Formamide, 2x SSC, 10% Dextran Sulfate) to 25 nM final concentration. FISH probes were incubated on the cells overnight at 37 °C in humidity.

/56-FAM/*T*T*C*T*T*C*T*T*C*T*T*C*T*T*C*T*T*C**T*T*C**T*T*C**T*T*C**T*T*C**T*T*C**T*T*C**T*T*C**T*T*C**T*T*C*/36-FAM/ Cells were washed with 2x SCC 50% Formamide at 55 °C, followed by a wash with 2x SCC at 55 °C, and a wash with 2x SCC. Preparations were blocked (PBS 0.5% Tween, 10% Heat-inactivated Goat Serum, 0.5% Blocking Reagent [Roche]), and incubated with α-FAM-POD antibody (Roche). After washing with 4x SSC, preparations were incubated with TSA-Cy3 (PerkinElmer) diluted in Amplification Diluent (PerkinElmer). Secondary antibodies were washed with 4x SSC, followed by a wash with 4x SSC 0.1% Triton, and a last wash with 4x SSC. Cells were mounted on microscope glass slides with the mounting solution with DAPI (Vectashield) and imaged with confocal fluorescence microscope Zeiss LSM 880 NLO 63x objective, and images were captured with the ZEN microscopy software (Zeiss). Fiji software was employed for stacks deconvolution and signal quantifications. Probe fluorescence per cell (15 cells each) in 4 independent biological replicates were compared between control and anti-GAA treated cells by unpaired two-tailed Student’s *t*-test.

### Protein imaging (chromatin immunofluorescence, STORM)

Protein imaging at chromatin of HCT116 cells, after removing soluble cellular fractions, was performed as previously described in ref. ^55^, with anti-CDC45 (Cell Signalling 11881) and anti-PCNA (sc-56) antibodies. After immunofluorescence staining with secondary antibodies, coverslips were mounted on microscope glass slides with a mounting solution with DAPI (Vectashield). Preparations were imaged using the 63x objective of the automated microscope Zeiss Axio Imager M1, and images were captured with the ZEN microscopy software (Zeiss). Fiji software was employed for stacks deconvolution and signal quantifications. After delimiting cellular nuclei, fluorescence intensities were measured and normalized by nuclei area. Comparisons between cells (>100) in different experimental conditions were done by unpaired two-tailed Mann–Whitney *t*-test. Results were validated in two independent biological replicates.

In STORM experiments, synchronized U2OS cells (see cellular synchronizatio*n* section), untreated, mock-transfected, or transiently expressing Halo-tagged wild type and mutated ORC1 (Supplementary Table 2), were permeabilized before fixation, to capture protein and RNA imaging at chromatin, as previously described in refs. ^55,56^. Incorporated EU (see culture treatments section) was detected with the Click-it Plus Kit (Thermo Fisher) AF647 (Thermo Fisher), and ORC1 with anti-ORC1 antibody (F-10) (sc-398734) or Janelia Fluor® 549 HaloTag® Ligand (Promega, GA1110). After immunofluorescence staining with secondary antibodies, coverslips were mounted on microscope glass slides with freshly prepared super-resolution imaging buffer (PBS 1 mg/mL Glucose Oxidase [Sigma], 0.02 mg/mL Catalase [Sigma], 10% Glucose [Sigma], 100 mM Mercaptoethylamine [Thermo Fisher]) flowed through. All raw images were acquired using a custom-built inverse microscope platform (Applied Scientific Instrumentation). Briefly, 639 nm (UltraLaser, MRL-FN-639-1000) and 561 nm (Coherent, Sapphire 561 LPX − 500) laser lines were adjusted to 1.5 and 0.8 kW/cm^2^, respectively. Fluorescence emission was expanded with a 1.67× achromatic lens tube and was collected on a sCMOS camera (Photometrics, Prime 95B). Fluorescence signals were collected sequentially using the AF647 (Semrock, FF01-676/37) and AF568 (Semrock, FF01-607/36) single-band pass filters in a filter wheel (ThorLabs, FW102C). A 405 nm laser line (UltraLaser, MDL-III-405-500) was introduced to enhance recovery of dark state fluorophores when required. About 2000 Frames at 33 Hz were acquired for each color.

Localization of single molecules and the mapping of the two different channels were carried out in algorithms written in MATLAB as previously described in ref. ^57^. To quantify the degree of colocalization between RNA and ORC1, cross-correlation (Eq. (1)) between the two species was calculated. Similar to the radial distribution function, for two images *Im*_*1*_ and *Im*_*2*_, the correlation magnitude at displacement **r** = (*r, θ*) is defined as

1 $$c\left({{{{{\bf{r}}}}}}\right)=\frac{{\left\langle \delta {\rho }_{1}\left({{{{{\bf{R}}}}}}\right)\delta {\rho }_{2}\left({{{{{\bf{R}}}}}}+{{{{{\bf{r}}}}}}\right)\right\rangle }_{{{{{{\bf{R}}}}}}}}{{\left\langle {\rho }_{1}\left({{{{{\bf{R}}}}}}\right)\right\rangle }_{{{{{{\bf{R}}}}}}}{\left\langle {\rho }_{2}\left({{{{{\bf{R}}}}}}\right)\right\rangle }_{{{{{{\bf{R}}}}}}}}$$

where *ρ*_*i*_ (**R**) denotes the local density of *Im*_*1*_ at location **R** and $${\left\langle {\rho }_{i}\left({{{{{\bf{R}}}}}}\right)\right\rangle }_{{{{{{\bf{R}}}}}}}$$ denotes the average density over the entire image, where $${\left\langle \bullet \right\rangle }_{{{{{{\bf{R}}}}}}}$$ denotes the average operator over all the location **R**; $${\delta \rho }_{i}\left({{{{{\bf{R}}}}}}\right)={\rho }_{i}\left({{{{{\bf{R}}}}}}\right)-{\left\langle {\rho }_{i}\left({{{{{\bf{R}}}}}}\right)\right\rangle }_{{{{{{\bf{R}}}}}}}$$ denotes the fluctuation of the local density at location **R**. As the correlation is not orientation-specific, the 2D $$c\left({{{{{\bf{r}}}}}}\right)=c\left(r,\theta \right)$$ was further averaged over $$\theta$$ and plotted as the correlation profile as the function of the radial distance *r*.

In brief, each nucleus was first manually outlined to generate a ROI for independent analysis. EU and ORC1 signals from the same ROI were submitted for cross-correlation analysis to obtain their association magnitudes, whilst the cross-correlation between the two species from different ROIs serve as a control describing random distributions^56^. An unpaired two-sample *t*-test between experimental and randomized data was done to determine the significance of the correlation. The same analyses on cells with no EU incubation were used as the experimental negative control. Results were validated in two independent biological replicates.

### Fiber stretching and staining

500 HCT116 cells transfected with siRNAs (Supplementary Table 3), plasmids to express exogenous ORC1 (Supplementary Table 2), or ASOs (Supplementary Table 3), and pulsed with CldU and IdU (see culture treatments section), were dropped on Superforst Thermo Scientific microscope slides and lysed with spreading buffer (0.5% SDS, 200 mM Tris-HCl pH 7.5, and 50 mM EDTA) in humidity. Slides were tilted at a 10–15° angle to allow the DNA suspension to run slowly down the slide and air dried. DNA fibers were fixed in −20° cold 3:1 methanol:acetic acid and air dried. For fiber staining, DNA was denatured in 2.5 M HCl for 30 min at room temperature, washed with PBS, and blocked (PBS 1% BSA and 0.1% Triton). Slides were then incubated with primary antibodies detecting CldU (ab6326, Abcam) and IdU (347580, BD), in a humidity chamber overnight at 4 °C. After PBS washing, slides were incubated with fluorescent secondary antibodies. After washing, primary anti-ssDNA clone 16–19 (MAB3034) and secondary fluorescent antibodies to label DNA fibers were incubated for 30 min. Preparations were then air dried and mounted with Prolong diamond (Invitrogen). Preparations were imaged using the 40x objective of the automated microscope Zeiss Axio Imager M1, and images were captured with the ZEN microscopy software (Zeiss).

DNA fiber images were analyzed with Fiji software, considering a conversion factor of 1 µm = 2.59 kb. Two parameters were analyzed: fork rate, measuring the length (in kb) of the IdU track and dividing it by the 20 min of the duration of the pulse; inter-origin distance, measuring the distance between adjacent origins (recognized as IdU-CldU-IdU tracks). Comparisons of fork rate and inter-origin distances between experimental conditions were analyzed by unpaired two-tailed Mann–Whitney *t*-test. Results were validated in two independent biological replicates.

### Protein purification

Purified wildtype and mutated (R441A, R444A, and R465A) ORC1 RNA-binding regions (amino acids 413–511), fused to GST, were produced in Shou Waga laboratory^24^. Protein concentrations were estimated by Coomassie blue or silver staining, compared to BSA known concentrations.

Wildtype and mutated full-length MBP-PP-GFP-ORC1-6xHis were expressed and submitted to Ni-NTA beads purification, followed by a second purification with amylose beads, as previously described in ref. ^4^. Briefly, *E.coli* BL21 cells were transformed with fusion plasmids (tagged full-length ORC1) (Supplementary Table 2), grown in LB media at 37 °C until 0.7–0.9 O.D., and induced overnight with 0.3 mM IPTG at 16 °C. Bacterial cells were then pelleted, washed, and lysed with 100 mg/mL lysozyme in buffer A (25 mM Tris pH 7.5, 150 mM NaCl, 0.02% Igepal, 5 mM MgCl_2,_ 5 mM Benzamidine-HCl, 1 mM PMSF, 1x protease inhibitors [Roche], and 10% Glycerol). After centrifugation, the clarified supernatant was incubated with pre-washed Ni-NTA beads for 3 h at 4 °C. Bead-bound proteins were washed with lysis buffer, and eluted with 300 mM imidazole. WT and MUT MBP-PP-GFP-ORC1-6xHis proteins were further purified with amylose beads and eluted with 20 mM maltose. Protein concentrations were estimated by Coomassie blue or silver staining, compared to BSA known concentrations.

### In vitro assays (EMSA, LLPS)

In electrophoretic mobility shift assays (EMSA), wildtype and mutated GST-ORC1 (413–511) (concentrations indicated in figure captions) or control buffer (25 mM HEPES pH 8, 300 mM NaCl, 10% Glycerol, 1 mM DTT), were incubated with RNA (concentration indicated in figure captions) in 20 µL binding buffer (25 mM HEPES pH 8, 10 mM Mg(C_2_H_3_O_2_)_2_, 0.1 mM EDTA, 5% Glycerol), supplemented with BSA 2 mg/mL, 3 mM ATP (NEB), and RNAs in ribonuclease inhibitors (Promega). The binding reaction was incubated at 30 °C for 30 min, and samples were immediately loaded into a pre-run non-denaturing gel for electrophoresis at 4 °C. RNA was stained in Sybr Gold (Thermo Fisher), visualized with a UV-Biorad camera, and quantified with Fiji software. In experiments with total RNA, RNA fragments were obtained by sonicating (Bioruptor diagenode) total extracts of HCT116 cells, and purifying short RNA fragments with miRNA columns (PureLink). Electrophoresis was done in 7.5% polyacrylamide gels. In EMSAs with *CEP95* RNA, RNA fragments were in vitro synthetized with T7 RNA polymerase (Promega), using as a template the PCR products amplified from the pCDNA3-CEP95 vector (Supplementary Table 2 and Supplementary Data 4). Electrophoresis was done in 0.7% agarose gel.

In liquid-liquid phase separation (LLPS) assays, full-length wild type and mutated MBP-PP-GFP-ORC1-6xHis (4 µM) were resuspended in LLPS reaction buffer (50 mM Tris pH 7.5, 100 mM NaCl, 1 mM MgCl2, and 1 mM DTT) supplemented with Prescission protease, in presence or absence of 4 µM of RNA probes previously used (same sequence) in DNA phase separation experiments^4,37^ (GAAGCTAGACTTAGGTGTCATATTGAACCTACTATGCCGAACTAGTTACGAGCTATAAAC), and incubated at 4 °C for 16 h. Following incubation, the reactions were spotted on microscope slides with coverslips and observed immediately with 63x oil immersion objective of the automated microscope Zeiss Axio Imager M1. Images were captured with the ZEN microscopy software (Zeiss). GFP-droplet size was measured with Fiji software.

### CatRAPID analysis

The *cat*RAPID algorithm estimates the binding potential of a protein–RNA pair through van der Waals, hydrogen bonding, and secondary structure propensities, allowing the identification of binding partners with an accuracy of 0.78 or higher^26,58^.

The *cat*RAPID analysis to predict ORC1 direct interactions with ORC1 RIP-RNAs was performed following standard pipelines^59^. Briefly, we used the major RNA isoform for each gene reported in ORC1 RIP-seq experiments, retrieved the ORC1 interaction scores from RNAct^60^, and all transcripts with *p* value >0.01 were filtered out. Two classes were analyzed: depleted RNA, when log2 fold chang*e* <0, and enriched RNA, if log2 fold change >0, and the difference in the predicted *cat*RAPID scores of enriched and depleted was represented (*z*-score) and computed with unpaired two-tailed Student’s *t-*test. We also used the experimental log2 fold chang*e* to rank the two groups of transcripts, enriched and depleted. Equal fractions of enriched (i.e., highest fold changes) and depleted (i.e., lowest fold changes) RNAs were compared. The discriminative power, measured as the Area under the ROC curve (AUC), increases proportionally to the experimental signal and reaches a value of 0.80, indicating strong enrichment of predicted physical interactions.

*cat*RAPID *omics v2* was used to predict RNA interactions of the wild type and mutated ORC1 protein sequences (R441A, R444A, and R465A)^61^. We divided the Interaction Propensity score in bins of width 20 (a.u.). For each of the Interaction Propensity Bins, we calculated the fraction of RNAs that obtained decreased Interaction Propensity score against the mutated ORC1 sequence. We found that the RNAs exhibiting “High Interaction Propensity” scores were enriched targets of WT-ORC1, while those exhibiting ‘Low Interaction Propensity’ scores were enriched targets of MUT-ORC1. This finding reinforces the notion that the identified RNAs by RIP-seq are bona-fide ORC1 direct interactors.

### cleverSuite analysis

To investigate the effect of amino acid mutations on ORC1, we used the *CleverSuite* approach^62^, which uses two protein sequence sets (Positive and Control/Negative) to build a model able to separate them based on physicochemical features (hydrophobicity, secondary structure, charge, etc.). The model can be reused to predict the classification of other sets. We trained 2 models: RNA and DNA binding ability. For the RNA model we used RNA binding proteins^63^ and, as control, a set of proteins that were found in the lysate from the same study. For the DNA model, we used Proteins annotated as “DNA binding” from UniProt and, as control, a sample set of similar size as the DNA binding proteins that were not annotated as “DNA binding” nor “RNA binding”. The two models can be found at the links (http://crg-webservice.s3.amazonaws.com/submissions/2021-09/393018/output/index.html?unlock=8bc230ac56 and http://crg-webservice.s3.amazonaws.com/submissions/2013-12/17868/output/index.html?unlock=f3a7ffa08f). We used the predictive ability of the *CleverSuite* to assess if the ORC1 mutant (R441A, R444A, and R465A) belongs to the positive or control set. Specifically, we tested the hypothesis of whether the ORC1 region, including the mutations, affected its ability to interact with RNA (positive) and/or DNA (control). The results unequivocally showed that mutant ORC1 has decreased RNA binding activity, while its DNA binding activity remains unaffected. In the analysis, we considered different ORC1 fragments centered around the mutations to control the signal-to-noise ratio of *CleverSuite* scores. Specifically, in the RNA-Binding model, all ORC1 WT fragments are predicted as “Positive” (RNA binding) and all the Mutated ORC1 fragments were predicted as “Control”. Importantly, the same regions were predicted as “Positive” for both WT and mutant (DNA binding) when using the second (Control) model. Thus, the DNA binding ability is predicted to be unaffected by RNA-binding mutations.

### Statistical analysis

Experimental data were plotted and analyzed using the GraphPad statistical software, following the statistical analysis for each type of data, specified in each method section and/or figure captions. Most experimental data are represented as the average of at least three biological replicates, indicated at figure captions. Imaging data is presented as a representative experiment with multiple measurements, which was validated in additional biological replicates. The number of replicates in sequencing experiments is specified in each method section.

R software was used for bioinformatic analysis, using the R package ggplot2 to generate different types of plots (https://cran.r-project.org/web/packages/ggplot2/index.html). Significance was obtained using the statistical test corresponding to each type of data analyzed, as explained in each analysis section. In all cases, *p* values were given using the following thresholds: ns for *p* value > 0.05; * for *p* value ≤ 0.05; ** for *p* value ≤ 0.01; *** for *p* value ≤ 0.001.

### RNA-seq, RIP-seq, and ChIP-seq Pipelines

In ASO control and anti-GAA (Supplementary Table 3) RNA-seq of HCT116 cells, and ORC1 and ORC1-3xFlag RIP-seq experiments, QC of sequencing files was performed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Fastq files were trimmed with Trimmomatic (v 0.38)^64^, aligned with STAR^65^, reads aligning to GL contigs were removed, and FeatureCounts^66^ was used to quantify the number of reads falling in annotated genes in hg19 human reference genome, downloaded from Ensembl^67^. DESeq2^68^ was used to measure differential expression, being ASO control, and inputs the reference conditions for RNA-seq and RIP-seq analyses, respectively.

RNA-seq public sequences from untreated HCT116 cells^69^ (GSE118051) were trimmed with Trimmomatic (v 0.38)^64^, aligned to the hg38 reference genome, downloaded from GENCODE^70^, using STAR^65^ with parameters: ‘winAnchorMultimapNmax20 -outFilterMultimapNmax 20 -twopassMode Basic’.

Public ChIP-seq sequencing reads from duplicate experiments (1,2) were analyzed using a Nextflow pipeline^71^ with the golden standard of the NF-Core consortia (https://nf-co.re/). From ENCODE^72^: H3K27me3 (ENCFF457PEW), H3K9me3 (ENCFF020CHJ), H3K4me1 (ENCFF531IUP), H3K27ac (ENCFF227RRY), H3K4me3 (ENCFF213WKK), and H3K36me3 (ENCFF059WYR). From Sequence Read Archive (SRA) the following published data^10^: H2A.Z (SRR9850576, SRR9850577), H4K20me1 (SRR9850580, SRR9850581), and H4K20me2 (SRR9850582 and SRR9850583), ORC1 ChIP input (SRR9850586) and IP (SRR9850594 and SRR9850595). Raw sequencing reads were trimmed and quality control was performed to remove poor quality sequences. Adapter-trimmed reads were then aligned to hg38 human reference genome, downloaded from GENCODE^70^, with BWA^73^ under default parameters. Replicates were merged and deduplicated to remove optical reads^74^. To obtain robust estimates of the results, we respected the best practices as suggested by ENCODE consortia^75^. Then, aligned reads passing all ChIP-seq QC metrics were submitted to MACS2 peak calling^76^ comparing no antibody input and corresponding samples using the function “callpeak -g hs -B -q 0.05–fe-cutoff 1.5 –broad”.

Self-generated CDC45-treated ChIP-seq samples were trimmed to remove adapted and low-quality sequenced reads with Trimmomatic (v 0.38)^64^. Bowtie2^77^ was used to align the reads to the hg19 human reference genome downloaded from ENSEMBL^67^. Coverage tracks were generated with bamCoverage^78^, and the average signal at TSS positions (±5 kb) was divided in bins of 10 bp length, with computeMatrix from deeptools, to be analyzed by paired *t*-test (Euclidean distance of 14.0163511182744 and 13.8052506781907 for replicates 1 and 2, respectively; *p* value 3.08e-16 and 7.73e-65 for replicates 1 and 2, respectively). Coverage differences (and associated *p* values) between WT and MUT-ORC1 cells were also measured at TSSs of genes in individual iCLIP-defined quantiles.

### iCLIP analysis

ORC1 iCLIP sequencing reads were analyzed on the iMaps server (Genialis Workspace) using the iCount software^79^ (https://github.com/tomazc/iCount). Briefly, experimental barcodes were removed and sequencing reads aligned with STAR^65^ to hg38 human reference genome downloaded from GENCODE^70^, allowing two mismatches and ten secondary alignments. DNA or chromatin contamination was excluded by aligned data interrogation with infer_experiment.py package from RSeQC software^80^. Unique Molecular Identifiers (UMIs), were used to distinguish and remove PCR duplicates. To determine protein–RNA contact sites, the sequencing read preceding nucleotide was allocated as the crosslink site event.

The presented data refers to analysis from the three experimental replicates of ORC1-3xFlag transfected cells and low (0.4 U) RNase treatment, while non-transfected control was used to corroborate data specificity (Supplementary Table 1). Replicates were merged and a summary of cDNA counts within genes and genic regions were generated with iCount summary function. Assignment of crosslink sites to coding transcripts, non-coding or biotype features, was done by following segmentation hierarchy rules (https://github.com/tomazc/iCount/blob/master/iCount/genomes/segment.py).

For data representation, the iCLIP signal was normalized by sequencing deep and millions of tags (CPM) and binned per nucleotide. Coverage tracks were generated using deepTools^78^, and metagene plots were drawn using normalized coverages between the transcriptional start site (TSS) and the transcriptional termination site (TTS) of genes, defined by the GENCODE^70^ annotation from hg38 human reference genome, using 100 nucleotide bins. Normalized iCLIP data was also plotted in metagenes, in ±10 kb windows around genomic TSS positions.

The significant crosslink signal was normalized by sequencing deep and millions of tags (CPM). Significant contact sites were identified as iCLIP peaks, using the iCount peak function, based on a false discovery rate (FDR) <0.05 comparing specific sites within a window of three nucleotides with randomized data (100 permutations) and within co-transcribed regions (https://github.com/tomazc/iCount/blob/master/iCount/analysis/peaks.py).

To identify RNA motifs mediating ORC1 binding, iCLIP peaks with more than five crosslinks per nucleotide were slop 100 nucleotides both sides and submitted to MEME motif finding algorithm^81^ with parameters “-rna -maxw 6 -maxsize 1000000000 -neg”, comparing positive sites with negative randomized data from SNS-seq experiments and from homologous genomic regions. Although several motif sizes were tested, 6-mers appeared to be the most reliable. G4 predictions were also obtained, by using TetraplexFinder from the QuadBase2 web server (quadbase.igib.res.in)^82^, using pre-set motif configuration (medium stringency G3 L1-7, Greedy search algorithm, Bulge size = 0) and search “+” strand only. Statistical significance was analyzed by two-proportions *z*-test.

ORC1 binding preferences for small nuclear RNAs (snoRNAs) annotated hg38 reference genome, downloaded from GENCODE^70^, were separately and further assessed in experimental snoDB database v.1.2.1 (http://scottgroup.med.usherbrooke.ca/snoDB/ downloaded in December 2020).

### ORC1 interactome analysis (iCLIP-RIP comparison, genomic data, and MEME motifs)

SAMtools^83^ and Bedops^84^ were used to do different types of operations with genomic data, and the UCSC liftOver tool was used to convert coordinates between different genome versions.

Effective ORC1 protein–RNA contact sites from iCLIP were pooled overlapping Ensembl IDs from iCLIP peaks (>5 crosslink sites and <0.05 FDR) and RIP-seq technique (log2 fold change >1 and *p* value < 0.05) based on annotation of hg38 human reference genome, downloaded from GENCODE^70^, defining ORC1 iCLIP-RNAs, RIP-RNAs, and ORC1-RNAs (union iCLIP and RIP) or HC ORC1-RNAs (overlap iCLIP and RIP) (Supplementary Data 2). The hypergeometric test confirmed the significance of the overlap and the union of both techniques, also when applying different iCLIP cut-offs. Furthermore, to study general agreement between ORC1 RIP and iCLIP in identifying the same groups of transcripts, ORC1 bound and not bound groups of transcripts were defined by iCLIP CTPM parting from general transcriptomic data in HCT116 cells^69^. Statistical differences between these two groups of transcripts in terms of CTPM and RIP enrichment (log2 fold change) were analyzed by unpaired two-tailed Student’s *t*-test.

Biotypes and gene length of different groups of genes (ORC1-RNAs, HC ORC1-RNAs, RIP-RNAs, and iCLIP-RNAs) were obtained from Ensembl BioMart^67^, and HCT116 expression data were obtained from Array Express^85^ study E-MTAB-2770 (RNA-seq of 934 human cancer cell lines from the Broad-Novartis Cancer Cell Line Encyclopedia^86^). Negative controls of ORC1-RNAs and HC ORC1-RNAs consisted in an equal number of RNAs with log2 fold change <−0.25 and *p* adj <0.5, or with −0.16 <log2 fold change <0.16 in ORC1 RIP-seq experiment, to consider genes with no ORC1 RNA-binding, with expression in HCT116 cells. Comparisons of gene length and expression between the different groups of genes were statistically interrogated by unpaired two-tailed Student’s *t*-test. The same controls were used to determine whether ORC1-RNAs and HC ORC1-RNAs interact with each other in the 3D nucleus with different frequencies than controls, and Hi-C data of HCT116 cells were obtained from GEO series accession number GSE104333^87^ (untreated synchronized combined MAPQ ≥30). Juicer^88^ tools command dump was used to extract data from the.hic file and obtain KR-normalized intra-chromosomal contact information at 100 kb resolution. Statistical significance in terms of Hi-C contacts between control or genes of interest was analyzed by a two-proportions *z*-test.

To establish ORC1-RNAs localization within early or late replicating regions of the genome, Repli-seq data for HCT116 cells were obtained from ReplicationDomain (https://www2.replicationdomain.com/index.php)^89^ database, hg19 human reference genome (Int90617792 and Int97243322). Significant enrichment of ORC1-RNA and HC ORC1-RNA genes for early-replicating regions was assessed by hypergeometric test, considering the universe of early and late replicating regions genome-wide.

To detect enriched sequence motifs through entire ORC1-bound RNAs, sequences of the largest transcripts were extracted from the list of candidate genes. Input datasets of RNA sequences were run to find significantly enriched motifs on any length with MEME^81^, with respect to a control dataset of the same number of transcript sequences (option -neg) by using the differential enrichment objective function. Negative controls consisted of the same number of randomly selected transcripts from ORC1 RIP-seq data, thus expressed in HCT116 cells.

### SNS-seq analysis

The quality of the sequencing files was assessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Bowtie2^77^ was used to align the reads to the human hg19 reference genome, downloaded from Ensembl^67^, and Picard (http://broadinstitute.github.io/picard) was used to remove duplicate reads.

To compare SNS-seq in control vs anti-GAA cells, statistical analyses were done for each of the experimental replicates, by considering the normalized raw sequencing signal (bamCoverage, RPKM normalization) at TSS (±7.5 kb) genomic positions. The average signal was divided in bins of 10 bp length, with computeMatrix from deeptools, and analyzed by paired *t*-test (Euclidean distances of 1.471843 and 2.139965, for replicates 1 and 2, respectively; Fold change ASO anti-GAA vs ASO control of 0.9872622 and 0.9704698, for replicates 1 and 2, respectively; *p* value 8.85552e-36 and 6.840894e-167 for replicates 1 and 2, respectively).

To compare SNS-seq experiments in WT vs MUT-ORC1 expressing HCT116 cells, we merged raw sequencing signal (bamCoverage, RPKM normalization) at TSS (±5 kb) genomic positions, from the two experimental replicates. The average signal was divided in bins of 10 bp length, with computeMatrix from deeptools, and compared by paired *t*-test (Euclidean distance of 2.96711709492902; Fold change WT vs MUT 1.059799; *p* value 2.2e-16).

Origin peaks were determined following the analysis pipeline in^77^, that uses two peak callers: MACS2^76^ with a threshold of q = 0.1 to identify narrow peaks, and EPIC2^90^ with FDR = 0.1, to detect diffuse peaks. To obtain the common peaks detected with both methods, we used intersectBed from BedTools^91^, with parameters -wa -u (nonreciprocal, report any overlapping features). The final set of peaks considered for subsequent analyses includes those common MACS2 + EPIC2 peaks that are present in at least two out of the three SNS-seq replicates in the wild-type HCT116 samples, and in both replicates anti-GAA and control ASOs.

SNS-seq identified 37725 origins that were consistent with previously published origin mapping in other cell types^13^, since 63% of the HCT116 origins overlapped with those in quantiles Q1 and Q2 of the ten defined by the mentioned study, which represent the most robust origins with the highest conservation among cell types (called core origins)^13^. Significant enrichment of SNS-seq peaks at TSSs of ORC1-RNA genes, also visualized in metagenes of normalized reads, was assessed by a hypergeometric test, considering the presence of SNS-seq peaks at TSS of genes in the entire genome. To compare anti-GAA samples against control samples, peaks were divided into different groups: present only in control replicates, present only in anti-GAA replicates, common peaks (those overlapping anti-GAA and control peaks), and peaks differentially bound in anti-GAA or in control. Differentially bound peaks were determined with DiffBind^92^ (v.2.10.0) and DESeq2^68^ (v.1.22.1) R packages. ChiPseeker^93^ was used for SNS-seq peak annotation, comparison, and visualization in heatmaps around TSS positions (13108 peaks in ASO control; 12198 peaks in ASO anti-GAA).

Differences in SNS-seq (ASO control vs ASO anti-GAA and WT-ORC1 vs MUT-ORC1) in combination with other data (RNA-seq ASO control vs ASO anti-GAA or ORC1 iCLIP) were assessed by Gene Set Enrichment analyses (GSEA, see Combined data and correlation analyses section).

### Combined data and correlation analyses (ORC1 iCLIP, RIP-seq, SNS-seq, RNA-seq)

ChIP-seq, SNS-seq, and RNA-seq data were normalized by RPKM, in non-overlapping bins of 10 nucleotides. Genome-wide tracks of normalized ORC1 iCLIP (crosslinks and iCLIP peaks), SNS-seq, ORC1 RIP-seq, and public ChIP-seq data^10^, were visualized and plotted in the IGV (integrative genomics viewer) browser^94^. Normalized sequencing data was also presented in coverage tracks and metagenes, using deepTools^78^, heatmaps, and violin or bar plots.

To study the correlation between replication origins and chromatin marks at TSSs of genes encoding for ORC1-RNAs, normalized ChIP-seq, SNS-seq, and RNA-seq data were represented in a correlation heatmap, with associated Spearman’s Correlation values.

ORC1 RNA-binding iCLIP data, normalized by sequencing deep and millions of tags and binned per nucleotide (CTPM), was used to define the division of ORC1-RNA genes (union RIP-seq and iCLIP—see Genomic data analysis section) in 6 quantiles (Q1 to Q6), defining levels of direct ORC1-RNA binding. Having determined iCLIP-defined groups of genes, normalized sequencing data was represented and subjected to statistical analyses, to study the correlation between replication origins, chromatin marks, and ORC1 RNA-binding. Statistical differences between quantiles of genes in terms of RNA levels (RNA-seq), SNS-seq, and ChIP-seq, represented in profile, heatmap, violin, or bar plots, were analyzed by unpaired two-tailed Student’s *t*-test.

Gene set enrichment analysis (GSEA) analyses were performed using fgsea^95^ (v.1.22.0) R package with 10,000 permutations to calculate statistical significance. Genes were filtered ranked according to their log2 fold change between anti-GAA vs Control RNA-seq samples, or between the signal across the TSS (±5 Kb) in WT-ORC1 against MUT-ORC1 SNS-seq replicates. 

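For a ranking by log2 fold change between the anti-GAA and control RNA-seq samples, the number of genes past a threshold depends on the fit. At an adjusted p under 0.1, edgeR without the block called 0 genes lower and 0 higher (523 and 154 at an unadjusted p under 0.05), DESeq2 6 lower and 0 higher, and edgeR with the replicate block 440 lower and 154 higher. DESeq2's own filter was set for a threshold of 0.05 in that count. At its default alpha of 0.1, a fit added after the data had been seen, DESeq2 called 11 lower and 0 higher. With every gene of at least 1 count in the 4 libraries tested, 28017 in all, and no filter on low counts, edgeR without the block called 111 lower and 5 higher at an adjusted p under 0.05. The 5 higher, named after their values had been seen, are ASMTL, LINC01602, FBXL14, IGHM and TEX19. Of these 116 calls, 14 were of genes that filterByExpr removes, and 98 were shared with the 258 of edgeR with the block. The ranking by SNS-seq signal has no part in these counts.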

In both cases, genes with significant (adjusted *p* value < 0.05) differences between conditions were considered for generating the ranking lists.

Ranked genes according to their upregulation or downregulation in RNA-seq experiments (ASO control vs ASO anti-GAA) were crossed with a list of genes with reduced SNS-seq signal in the anti-GAA condition. This second list of genes was defined by DiffBind^92^ (v.2.10.0), with a cut-off of *p* value < 0.05, to select genes with TSS SNS-seq peaks (see SNS-seq analysis section) enriched in the control condition.

Ranked genes according to their enrichment of SNS-seq signal at TSS (WT vs MUT SNS-seq) were crossed with the list of genes in iCLIP-defined quantiles, individually (Q1, Q2, Q3, Q4, Q5, and Q6) or in combination (Q1 + Q2 + Q3 and Q4 + Q5 + Q6).

### In silico analysis of ORC1 sequence, structure, and conservation

To trace orthologues of human ORC1, sequence datasets for 132 proteomes (Supplementary Data 5) were downloaded from the available databases comprising 53 prokaryotes and 79 eukaryotes.

Homologous sequences of human proteins were identified using Inparanoid^96^, an automatic method that uses pair-wise similarity scores between two proteomes for constructing orthology clusters, calculated using NCBI-Blast. The program was run using default parameters except for the in-paralog confidence cut-off, which we made more stringent (from 0.05 to 0.25). All Inparanoid blasts were run using a threshold *e*-value of 0.01 and different matrices were used in pair-wise comparisons to account for different evolutionary distances: Blossum45 to compare prokaryotes, Blossum62 for eukaryotes, and Blossum80 for comparisons between metazoans.

The L-INS-i model in Mafft^97^ was used to build a multiple sequence alignment (MSA) with the ORC1 orthologous proteins from vertebrates and metazoans (Supplementary Table 5). The alignment was visualized using Jalview^98^ and its quality was manually checked. Consensus sequences logos were generated with WebLogo^99^. We used MEME Suite web platform^100^ to find motifs within the consensus sequence of the vertebrate RNA-binding sequence of ORC1 orthologues and MEME FIMO^101^ to search for the TPR/K motif in the *H. sapiens* genome, Ensembl^67^.

To analyze the domain repertoire of ORC1 orthologues, we ran the Hmmscan program from HMMER 3.2 (hmmer.org)^102^ against the Pfam database (version 32, September 2018)^103^. Non-overlapping hits with scores above the conditional e-value threshold of 0.05 were considered significant.

ORC1 protein secondary structure was predicted with PsiPred^104^, and the MetaDisorder server^105^ was used to predict intrinsic protein disorder using iPDA^106^, PrDOS^107^, Pdisorder (http://www.softberry.com/) and IUPred long^108^.

Phyre2^109^ was used to predict the 3D protein structure of human ORC1 and the model was visualized and colored using the PyMOL Molecular Graphics System (Schrödinger, LLC.).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The raw data for RIP-seq, iCLIP, RNA-seq, and SNS-seq have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE173452. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD043232. Raw data for all figures and Supplementary figures is provided in Supplementary Data files, Supplementary Tables, and Source Data file. RNA-seq public sequences from untreated HCT116 cells were obtained from GEO series GSE118051. ChIP-seq public sequences were downloaded from the ENCODE portal (https://www.encodeproject.org/): ENCFF457PEW for H3K27me3, ENCFF020CHJ for H3K9me3, ENCFF531IUP for H3K4me1, ENCFF227RRY for H3K27ac, ENCFF213WKK for H3K4me3, ENCFF059WYR for H3K36me3. Public Repli-seq data for HCT116 cells were obtained from ReplicationDomain (https://www2.replicationdomain.com/index.php) database, Homo sapiens build hg19, files Int90617792 and Int97243322. snoRNAs were confirmed from public dataset snoDB database v.1.2.1 (http://scottgroup.med.usherbrooke.ca/snoDB/). Public HCT116 RNA-seq expression data were obtained from Array Express study E- E-MTAB-2770. Public Hi-C data of HCT116 cells were obtained from GEO series GSE104333 (untreated synchronized combined MAPQ ≥30). Human OCR1 protein post-translational modification sites were obtained with PhosphositePlus (v.6.5.9.3)(https://www.phosphosite.org/). Pfam database (version 32, September 2018) was used for protein domain identification. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: ORC1 binds to cis-transcribed RNAs for efficient activation of replication origins
**Source:** Nat Commun. 2023 Jul 24;14:4447. doi: 10.1038/s41467-023-40105-3
**Supplement:** Supplementary file 1 — Supplementary Information

# ORC1 binds to *cis*-transcribed RNAs for efficient activation of replication origins

## Supplementary information

5

10

15

20

25

30

**a**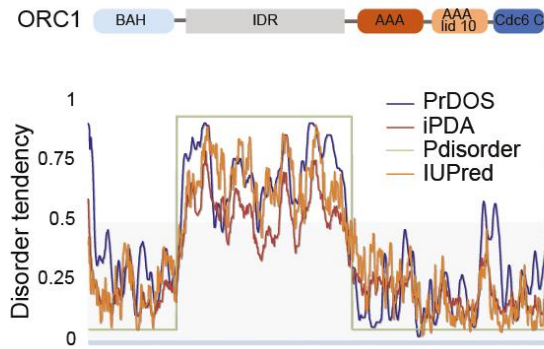**b**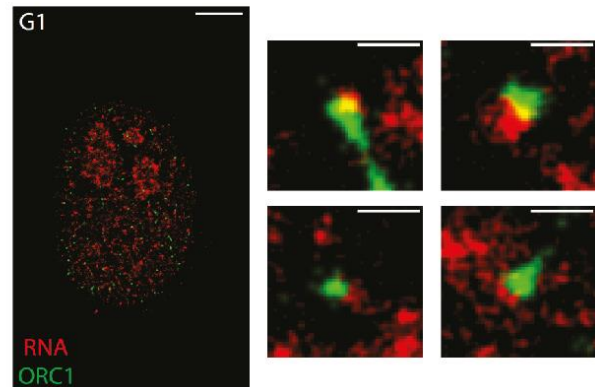

### Supplementary Figure 1. ORC1 protein structure and colocalization with RNA in cells.

**a**, Representation of linearized human ORC1 showing canonical protein domains, as defined by Pfam <sup>1</sup>, and the central IDR. Below, disorder plot showing ordered or disordered regions (Disorder Tendency < or > 0.5) along protein residues (x axis), defined by disorder predictors (colored lines). **b**, Representative STORM images of U2OS nucleus labelled with chromatin-associated RNA (long pulse) and ORC1 (Scale bar, 2 μm), and representative zoom-in foci showing their colocalization (quantification of n>50 cells is shown in *Fig. 1b*).

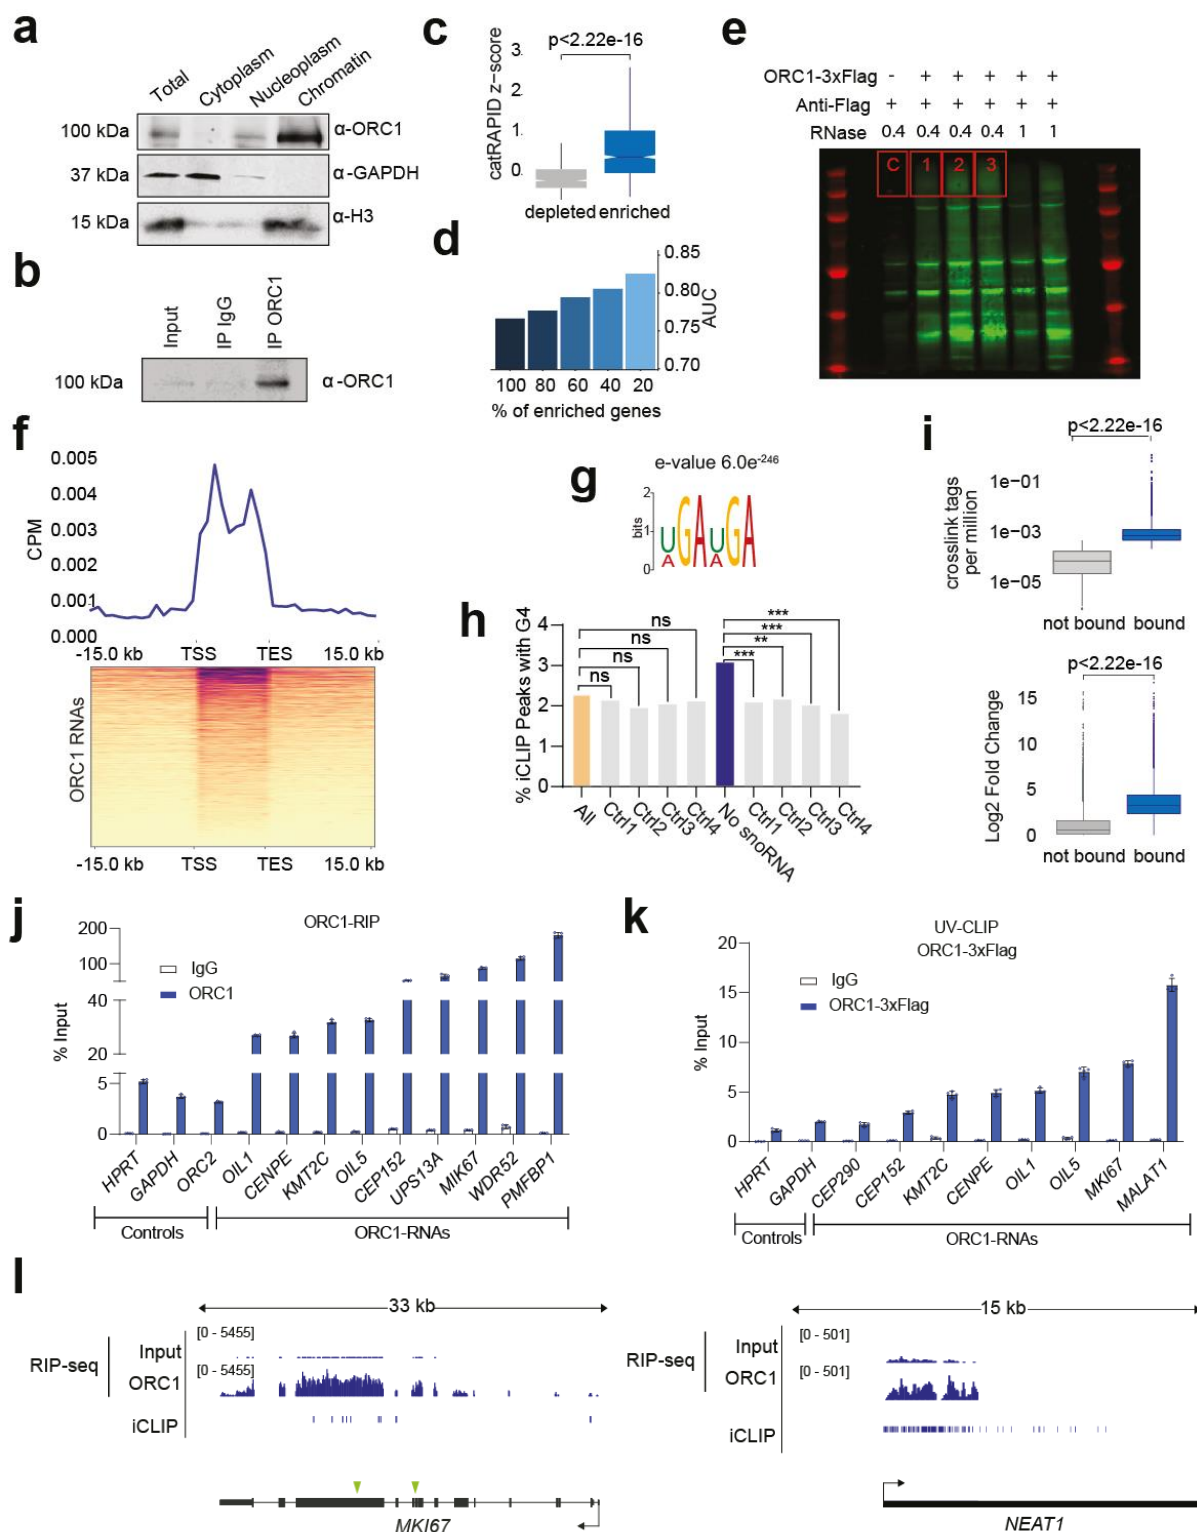

## Supplementary Figure 2. Characterization of ORC1 interactome.

**a, b**, Representative western blots showing (a) ORC1 subcellular distribution, and (b) ORC1 enrichment in RIP protein fraction compared to the experimental input and control IgG (reproduced in biological triplicates). **c**, catRAPID predictions of ORC1 RNA

binding for depleted and enriched RNAs in ORC1 RIP-seq. n= number of genes in each category (*Supplementary Data 1*, ORC1 RIP-seq  $p$ -value < 0.01), where log2 Fold Change is < 0 for depleted RNAs, or > 0 for enriched RNAs. Box plot shows median distribution between Q1 and Q3.  $p$ -value derives from unpaired two-tailed Student's  $t$ -test. **d**, catRAPID predictions of ORC1 physical interactions reporting accurate discrimination (Area Under the ROC Curve, AUC) between enriched and depleted RNAs ranked by RIP-seq fold change. **e**, Immunoprecipitated RNA from anti-Flag iCLIP experiments (representative image of biological triplicates), indicating ORC1-3xFlag transfection and extent of RNase digestion (units), with control (C – untransfected cells) and experimental (1, 2, 3 – ORC1-3xFlag and 0.4 RNase) gel sections analyzed marked in red. **f**, Metagene showing ORC1 iCLIP crosslinks at extended ORC1-RNA entire genes. **g**, MEME motif from RNA windows with ORC1 iCLIP peaks. **h**, G4 content of RNA regions around ORC1 iCLIP peaks compared to control regions, with or without snoRNAs. ns denotes  $p$ -value > 0.05, \*\* denotes  $p$ -value < 0.05, \*\*\* denotes  $p$ -value < 0.01, derived from two-proportions  $z$ -test. **i**, ORC1 iCLIP crosslink content (top) and RIP-seq enrichment level (bottom) of transcripts with high or low ORC1 iCLIP-defined binding. n= number of genes in each category (*Supplementary Data 2*, two iCLIP CTPM quantiles). Box plot shows median distribution between Q1 and Q3.  $p$ -value derives from unpaired two-tailed Student's  $t$ -test. **j**, **k**, ORC1-RNA RT-qPCR enrichment in (j) native or (k) UV-crosslinked RIPs (Control IgG, anti-ORC1 or anti-Flag antibodies). n=4 technical replicates from a representative experiment. Bars represent mean values +/- SEM. **l**, Browser capture at *MKI67* or *NEAT1* ORC1-RNAs loci, presenting ORC1 RIP-seq enrichment and iCLIP peaks in HCT116 cells. Green arrows indicate positions of GAA repeats.

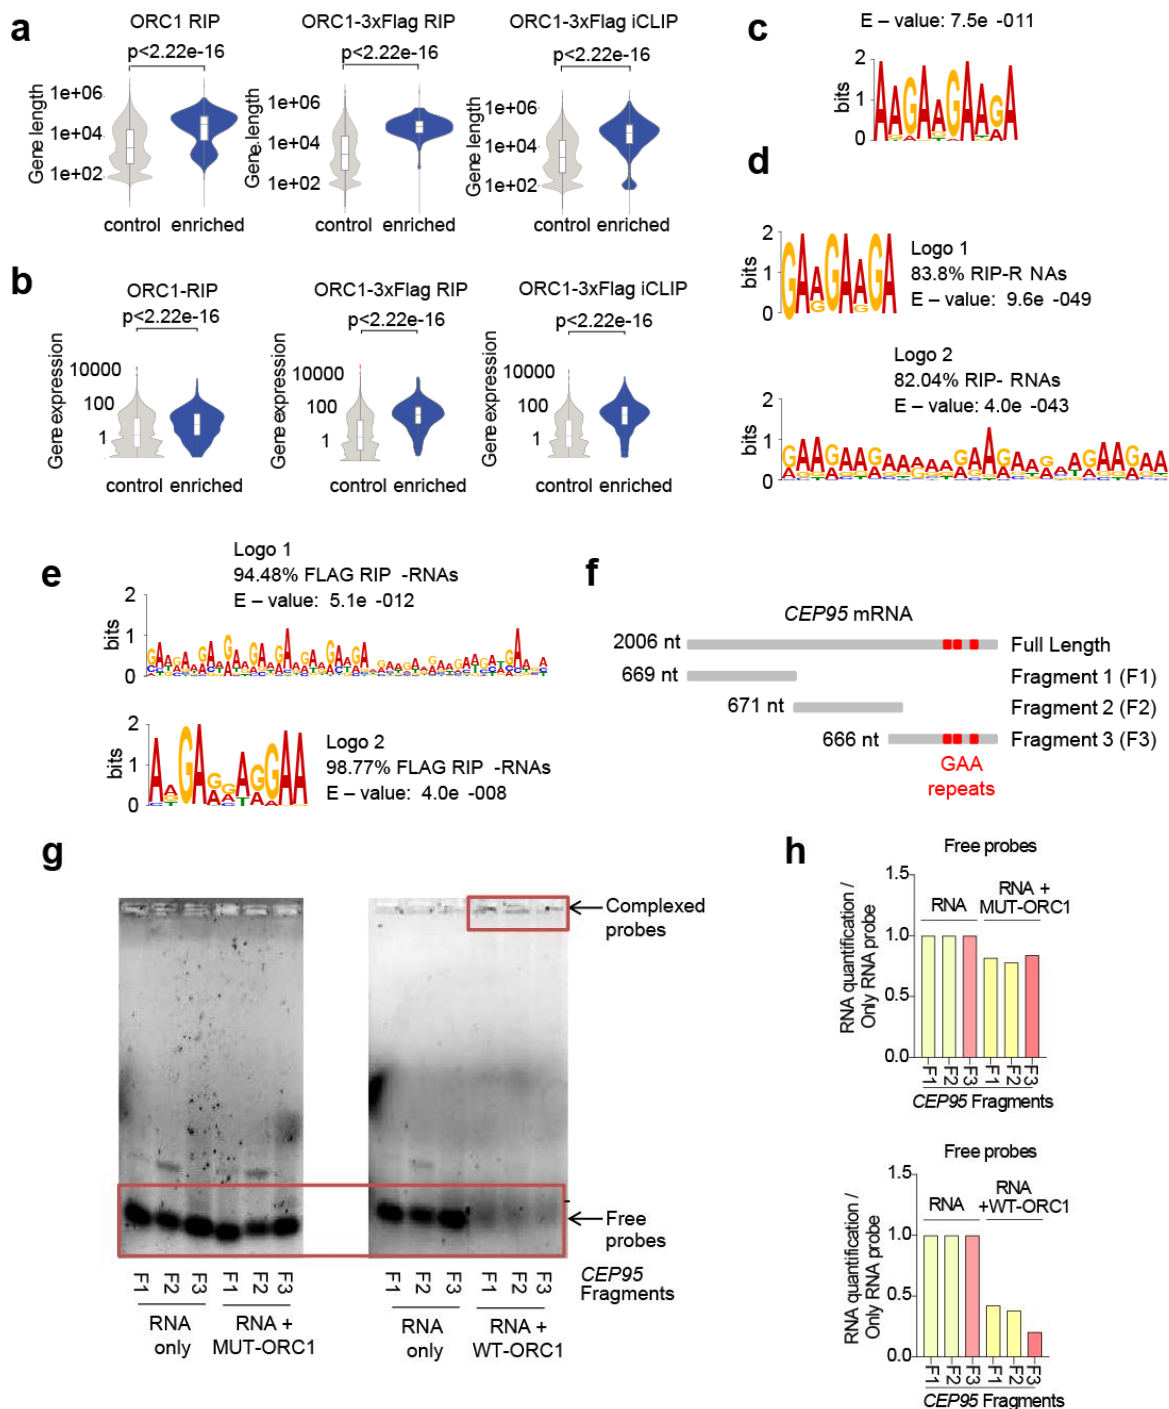

### Supplementary Figure 3. Genic features and GAA enrichment in RNAs bound to ORC1.

**a, b**, Gene (a) length and (b) expression levels of RNAs enriched by either ORC1 RIP-seq, ORC1-Flag RIP-seq, or ORC1-Flag iCLIP, compared to controls. n=number of genes in each category (*Supplementary Data 2*; from iCLIP data [ $> 5$  crosslink sites and

< 0.05 FDR] and RIP-seq data [ $\log_2$  Fold Change > 1 and p-value < 0.05]). Box plots show median distribution between Q1 and Q3. *p*-values derive from unpaired two-tailed Student's *t*-test. **c, d, e**, MEME motifs from (c) entire sequences of high confidence (HC) ORC1-RNAs, (d) transcripts identified by ORC1 RIP-seq, or (e) ORC1-3xFlag RIP-seq. **f**, Schematic of full length *CEP95* mRNA and *in vitro* synthesized RNA fragments, with GAA repeats shown in red. **g, h**, (g) RNA-stained gels and (h) quantification of EMSA assays with WT and MUT versions of ORC1 RNA-binding domains (amino acids 413-511 – shown in *Fig. 3b*) (2.5  $\mu$ M), with *CEP95* RNA fragments (2.5  $\mu$ M) shown in *Supplementary Fig. 3f*.

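In panels c and d, MEME searched whole transcripts of the bound RNAs, the longest of each gene, for short sequences found more often than in as many other expressed transcripts, and a logo stacks the best site of each transcript. A site is therefore a short stretch, with or without mismatches to the repeat, and not the full target of an ASO. In the source data, the site is the perfect repeat AAGAAGAAGA in 89 of the HC ORC1-RNAs of panel c, and all 89 were counted in the ASO RNA-seq. In panel d, first logo, it is the perfect repeat GAAGAAGA in 1030 RNAs, of which 1025 were counted.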

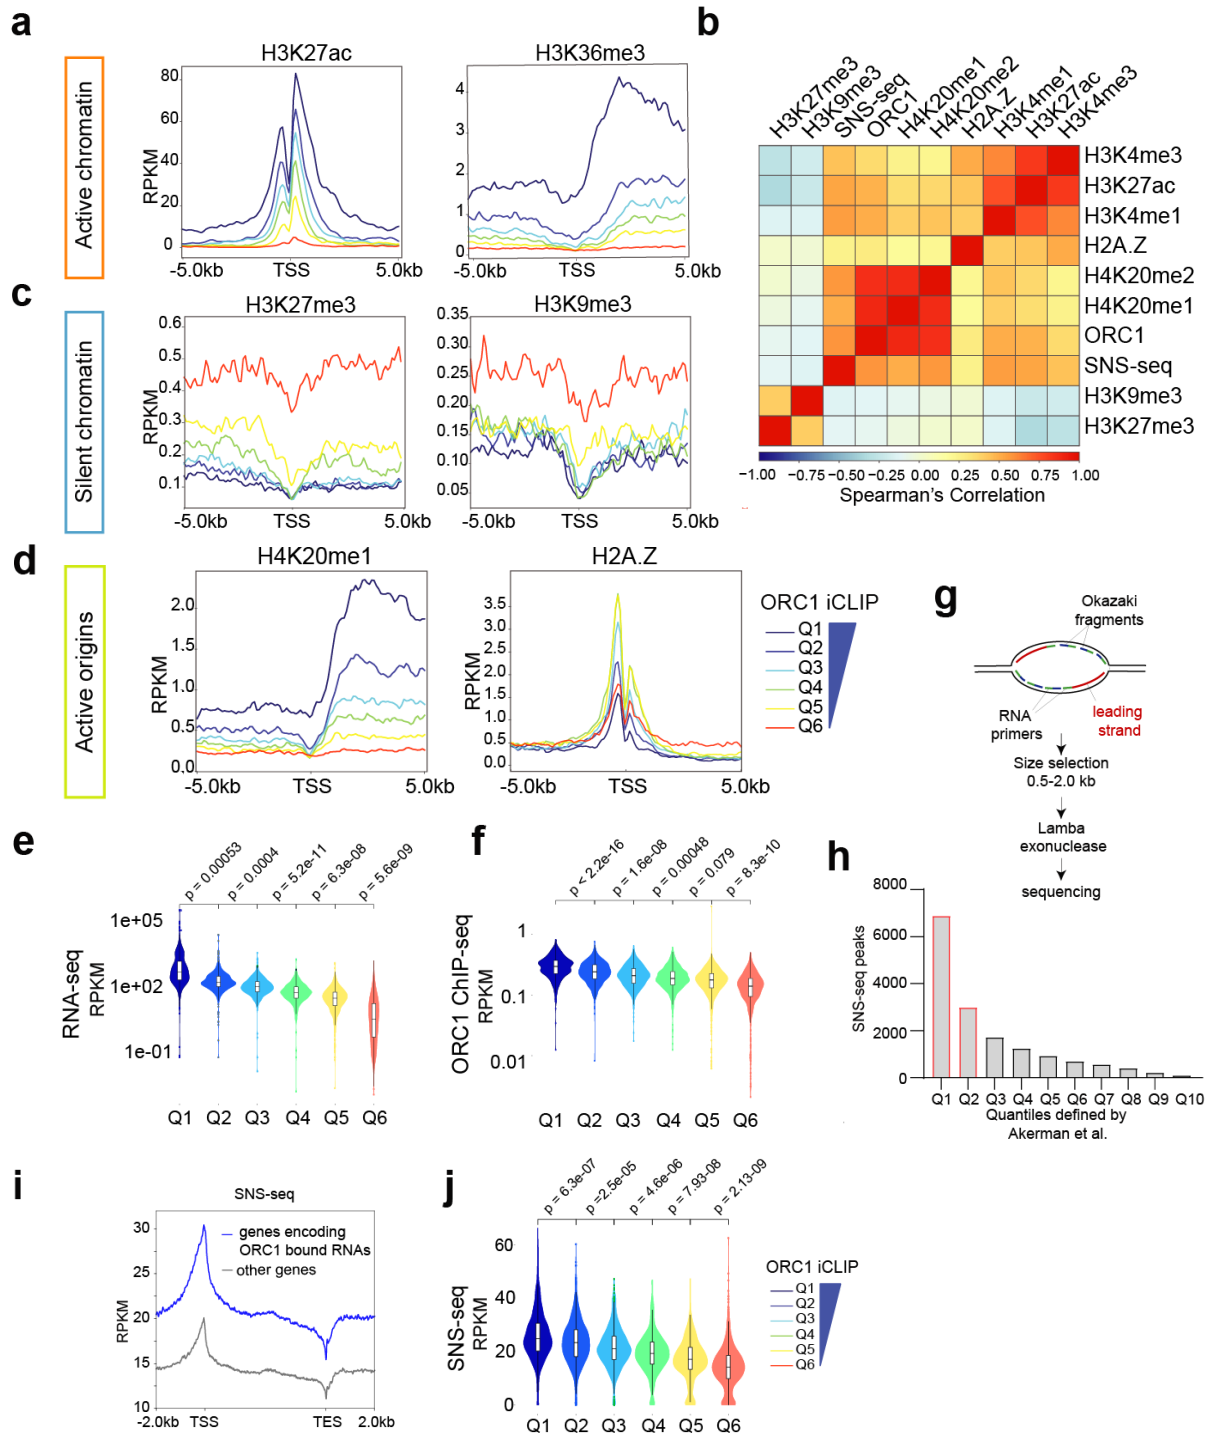

**Supplementary Figure 4. SNS-seq detects replication origins at TSSs of transcriptionally active ORC1-RNA genes.**

**a**, Density plots of H3K27ac and H3K36me3 ChIP-seq normalized reads across six ORC1 iCLIP-defined quantiles (Q) of ORC1-RNA genes – color legend shown in *Supplementary Fig. 2d* -, centered around their TSSs (-/+ 5 kb). **b**, Correlation heatmap between ChIP-seq and SNS-seq data around TSSs of ORC1-RNA genes. **c**, **d**, Density

plots of (c) H3K27me3 and H3K9me3, and (d) H4K20me1 and H2A.Z ChIP-seq data, as shown in *Supplementary fig. 4a* (color legend shown on the right). **e, f**, Normalized (e) RNA-seq and (f) ORC1 ChIP-seq reads at TSSs of iCLIP-defined gene quantiles (Q - color legend shown in *Supplementary Fig. 2d*). n= number of genes in each category (*Supplementary Data 2*; 6 iCLIP derived CTPM quantiles of ORC1-RNA genes). Box plots show median distribution between Q1 and Q3. *p*-values derive from unpaired two-tailed Student's *t*-test. **g**, Schematic representation of SNS-seq protocol. Two replication forks emanate bidirectionally from origins to replicate DNA in RNA-primed leading or lagging strands. Leading strands are selected by size and  $\lambda$ -exonuclease digestion and sequenced. **h**, Number of SNS-seq peaks in untreated HCT116 cells across previously defined SNS peak quantiles (Q) <sup>2</sup>. **i**, Density of normalized SNS-seq reads along bodies of ORC1-RNA or control genes. **j**, Normalized HCT116 SNS-seq reads at TSSs of iCLIP-defined gene quantiles (Q - color legend on the right). n= number of genes in each category (*Supplementary Data 2*; 6 iCLIP derived CTPM quantiles of ORC1-RNA genes). Box plots show median distribution between Q1 and Q3. *p*-values derive from unpaired two-tailed Student's *t*-test.

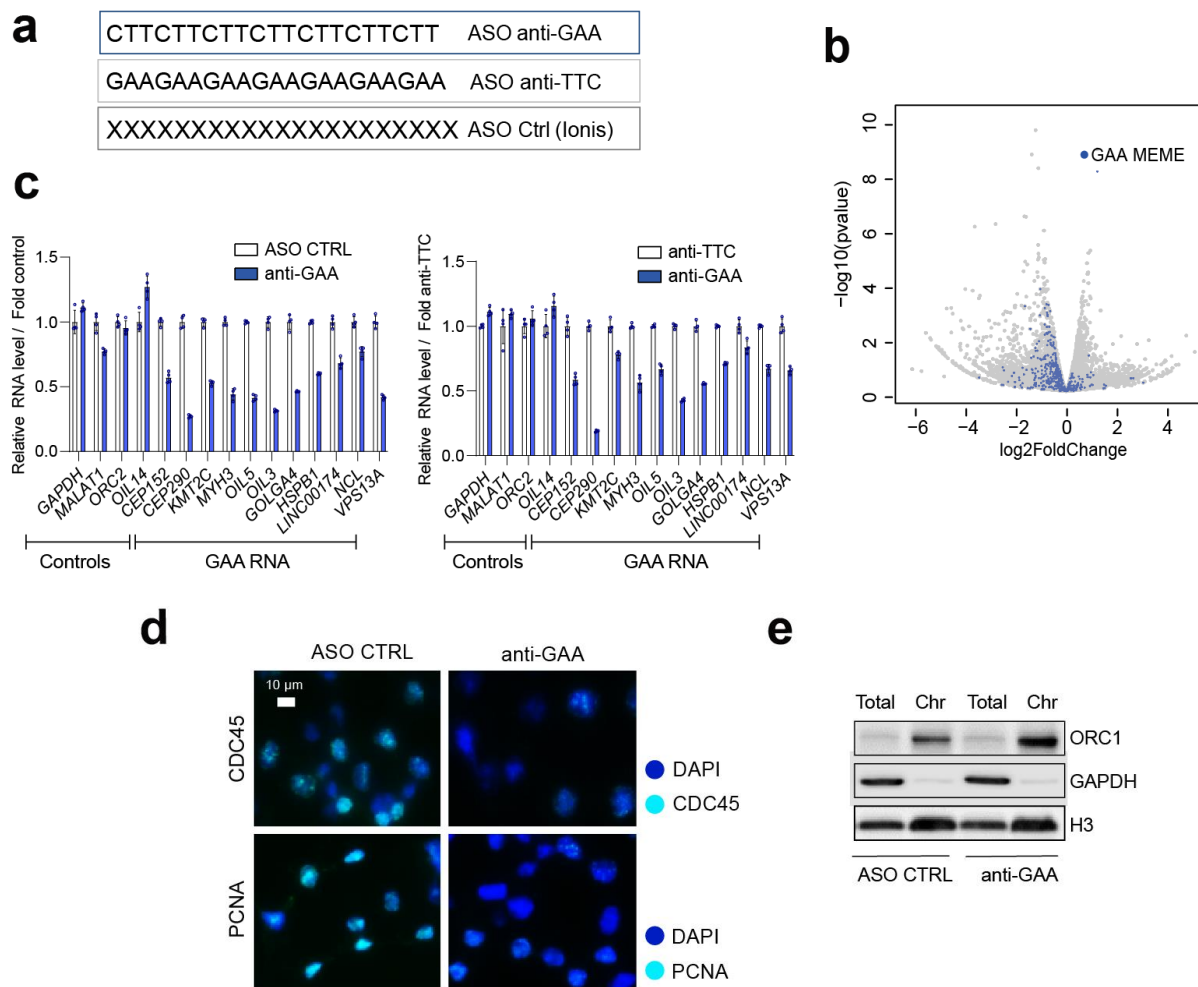

### Supplementary Figure 5. ASOs downregulate GAA-RNAs, impacting origin firing.

**a**, Design of ASOs targeting GAA repeats (anti-GAA), the reverse complement sequence (anti-TTC), and a non-targeting control. **b**, Volcano plot of differential expression analysis (RNA-seq) in anti-GAA vs ASO control treated HCT116 cells. RNAs containing GAA sequences bound by ORC1 are shown in blue. **c**, Relative RNA levels of control or ORC1-RNAs containing GAA repeats, in HCT116 cells treated with anti-GAA ASOs, relative to cells treated with control (left) or anti-TTC (right) ASOs.  $n=4$  technical replicates from a representative experiment. 

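The genes named from the volcano plot are the 5 with the smallest p in each direction in edgeR's fit without the block, among those with a mean of at least 1 CPM. HCLS1 (ENSG00000180353, chromosome 3, 121631399–121660927 on GRCh38) had 0.371 ± 0.0473 CPM (SD, n = 2) with the anti-GAA ASO and 5.27 ± 1.55 CPM (SD, n = 2) with the control ASO. Its log2 fold change was −3.83 (standard error 0.49, adjusted p = 0.671 from edgeR), and its adjusted p was 0.00209 in edgeR with the replicate block and 0.00185 in DESeq2. IFFO1 (ENSG00000010295, chromosome 12, 6538961–6556073) had 1.02 ± 0.412 CPM (SD, n = 2) and 7.69 ± 1.56 CPM (SD, n = 2), a log2 fold change of −2.96 (standard error 0.43), and passed the threshold in the same pair of fits. RAPSN, CETP and CCDC17 had log2 fold changes of −3.90, −4.71 and −4.16, with means of 0.208, 0.0786 and 0.180 CPM with the anti-GAA ASO, where the value rests on few reads, and an adjusted p of 0.00547 each in edgeR with the block. Without replicate 1 of the control ASO all 5 passed the threshold without the block, at −4.11 for HCLS1, −3.16 for IFFO1, −4.04 for RAPSN, −5.07 for CETP and −4.25 for CCDC17, and without replicate 2 of the anti-GAA ASO HCLS1 did, at −3.67. Each of the 5 begins downstream of an expressed gene on the same strand, HCLS1 2272 nt from GOLGB1, IFFO1 790 nt from NOP2, RAPSN 16790 nt from CELF1, CETP 17059 nt from HERPUD1 and CCDC17 3247 nt from GPBP1L1, and the counts do not separate its own transcripts from reads that run on past the end of that neighbour. Among the genes that were higher, FBXL14 (ENSG00000171823) had 2.43 ± 0.296 CPM (SD, n = 2) with the anti-GAA ASO and 0.497 ± 0.0353 CPM (SD, n = 2) with the control ASO, a log2 fold change of 2.28 (standard error 0.46). ASMTL, PAAF1, ENSG00000254682, which has no symbol, and IAH1 followed at 0.99, 0.98, 0.92 and 0.82. The adjusted p of these 5 lay between 0.671 and 0.852 in edgeR without the block and between 0.00715 and 0.0198 with it. None of the 10 holds a GAA run of at least 12 nt in its longest transcript, and CETP holds one of 14 nt in an intron.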

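Of the RNAs with GAA repeats that the RT-qPCR panel names by a public symbol, 9 were tested in the RNA-seq, and 7 of these were lower with the anti-GAA ASO, 5 of them in both pairs of replicates. Their adjusted p from edgeR was 0.996 in each case, and the smallest unadjusted p was 0.0166, for CEP152. CEP152 (ENSG00000103995, chromosome 15, 48712928–48811146 on GRCh38) has the run AAGAAGAAGA in its coding sequence at 48772674–48772683. It had 8.72 ± 1.33 CPM (SD, n = 2) with the anti-GAA ASO and 15.3 ± 0.139 CPM (SD, n = 2) with the control ASO, a log2 fold change of −0.80 (standard error 0.26, adjusted p = 0.0565 from edgeR with the block). CEP290 (ENSG00000198707, chromosome 12, 88049016–88142099) holds the longest run of the panel, AAGAAGAAGAAGAAGAAGAA at 88105721–88105740 in an exon, and had 3.98 ± 0.378 CPM (SD, n = 2) against 5.57 ± 0.878 CPM (SD, n = 2), a log2 fold change of −0.49 (standard error 0.32). MYH3 was at −0.96 (standard error 0.38), VPS13A at −0.65 (0.24), KMT2C at −0.40 (0.31), GOLGA4 at −0.17 (0.55) and NCL at −0.091 (0.19). KMT2C was at 0.017 without replicate 2 of the control ASO, and GOLGA4 at 0.41 without replicate 1 of the control ASO and 0.43 without replicate 2 of the anti-GAA ASO. HSPB1, whose longest run is 6 nt, was higher at 0.35 (standard error 0.25), and LINC00174, with a run of 10 nt in an intron, was at 0.12 (0.34), or −0.017 without replicate 1 of the anti-GAA ASO. The primers of Supplementary Data 4 are for HSP90B1 in place of HSPB1. HSP90B1 (ENSG00000166598), with GAAGAAGAAGAAGAA in its coding sequence on chromosome 12 at 103938424–103938438, had 775 ± 233 CPM (SD, n = 2) with the anti-GAA ASO and 1074 ± 134 CPM (SD, n = 2) with the control ASO, a log2 fold change of −0.47 (standard error 0.26). Of the control RNAs, ORC2 was at 0.23 (standard error 0.23) and GAPDH at −0.33 (0.32), or 0.064 without replicate 1 of the anti-GAA ASO. MALAT1 had 727 and 94.4 CPM in replicates 1 and 2 with the anti-GAA ASO and 364 and 438 CPM with the control ASO, a log2 fold change of 0.034 (standard error 0.76). Its direction flipped to −0.60 with the replicate block, to −0.10 with scaling to total counts, which shifts genes in general down, to −2.08 without replicate 1 of the anti-GAA ASO and to −0.10 without replicate 1 of the control ASO.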

Bars represent mean values  $\pm$  SEM. **d**, Representative CDC45 and PCNA chromatin immunofluorescence images (reproduced over images of biological triplicates) of HCT116 cells upon ASO treatments, after soluble protein washout. **e**, Representative western blot showing ORC1 in fractionated extracts of ASO-transfected HCT116 cells (reproduced in biological triplicates).

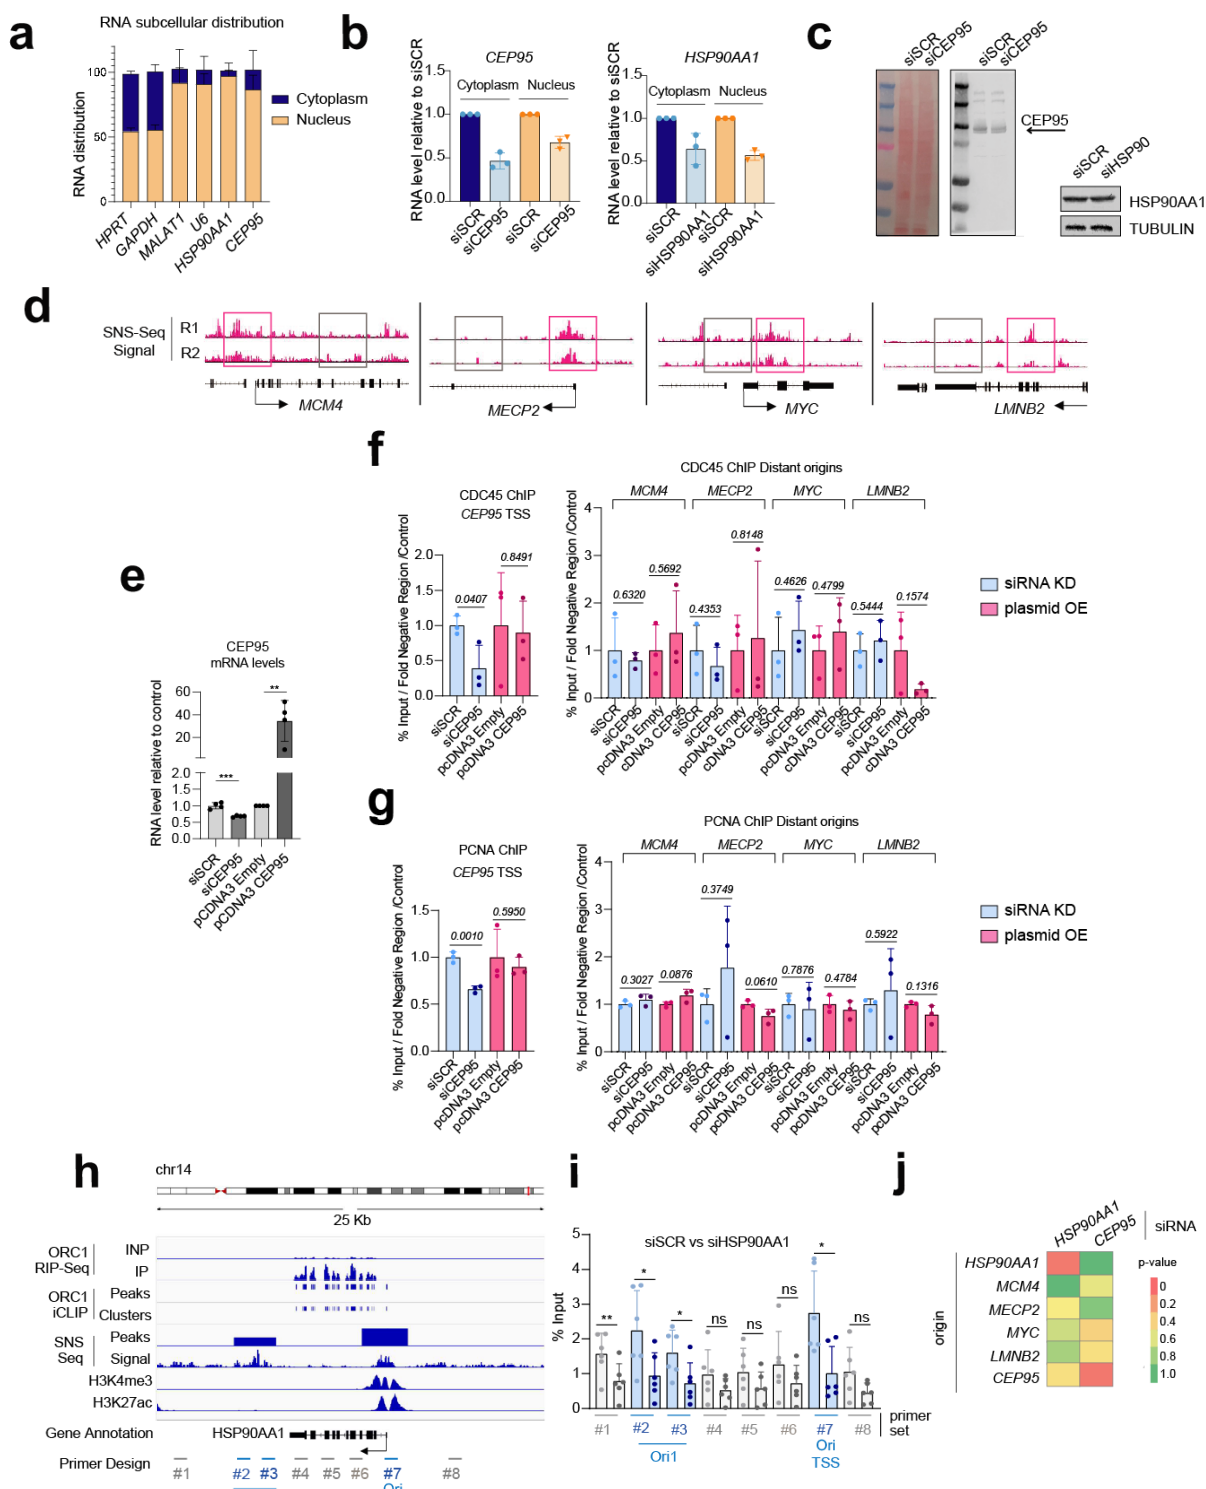

**Supplementary Figure 6. Knockdown of ORC1-RNAs reduces origin firing in *cis*.**

**a**, Subcellular distribution of RT-qPCR amplified RNAs from nuclear and cytoplasmic cellular fractions of HCT116 cells. Bars represent mean values (n=3 biologically independent experiments) +/- SEM. **b**, **c**, *CEP95* and *HSP90AA1* (b) mRNA silencing level (RT-qPCR) in HCT116 cellular fractions after 24 hours siRNAs transfection. Bars

represent mean values (n=3 biologically independent experiments) +/- SEM, (c) not affecting total protein levels. **d**, Browser snapshots of two replicates (R) of SNS-seq data in untreated HCT116 cells, at control genomic positions of *MCM4*, *MECP2*, *MYC*, and *LMNB2* genes. Pink squares indicate SNS-enriched regions compared to proximal control gray squares. **e**, *CEP95* mRNA levels (RT-qPCR) in knockdown (siSCR or siCEP95) and overexpression (pcDNA3 empty or CEP95) conditions, relative to controls. Bars represent mean values (n=3 biologically independent experiments) +/- SEM. \*\* denotes *p*-value < 0.01, \*\*\* denotes *p*-value < 0.001, derived from paired two-tailed Student's *t*-test. **f**, **g**, Normalized DNA enrichment by (f) CDC45 and (g) PCNA ChIP-qPCR, at local (left) or distant (right) replication origins in conditions presented in *Supplementary Fig. 6e*. Bars represent mean values (n=3 biologically independent experiments) +/- SEM. Indicated *p*-values derive from paired two-tailed Student's *t*-test. **h**, Browser snapshot at *HSP90AA1* locus, showing ORC1 RIP-seq and iCLIP signals, and SNS-seq peaks and normalized reads in untreated HCT116 cells, together with public data of H3K4me3 and H3K27ac ChIP-seq. Paired oligonucleotides (#) target significant replication origins or flanking regions. **i**, qPCR enrichment of nascent strands with primers shown in *Supplementary Fig. 6h*, in siSCR or siHSP90AA1 treated HCT116 cells. Data are presented as mean values (n=6 biologically independent experiments) +/- SEM. ns denotes *p*-value > 0.05, \* denotes *p*-value < 0.05, \*\* denotes *p*-value < 0.01, derived from paired two-tailed Student's *t*-test. **j**, Heatmap representation of *p*-values evaluating the statistical differences in nascent strand enrichments between siSCR and *CEP95* or *HSP90AA1* knockdowns at the indicated origins (n>5).

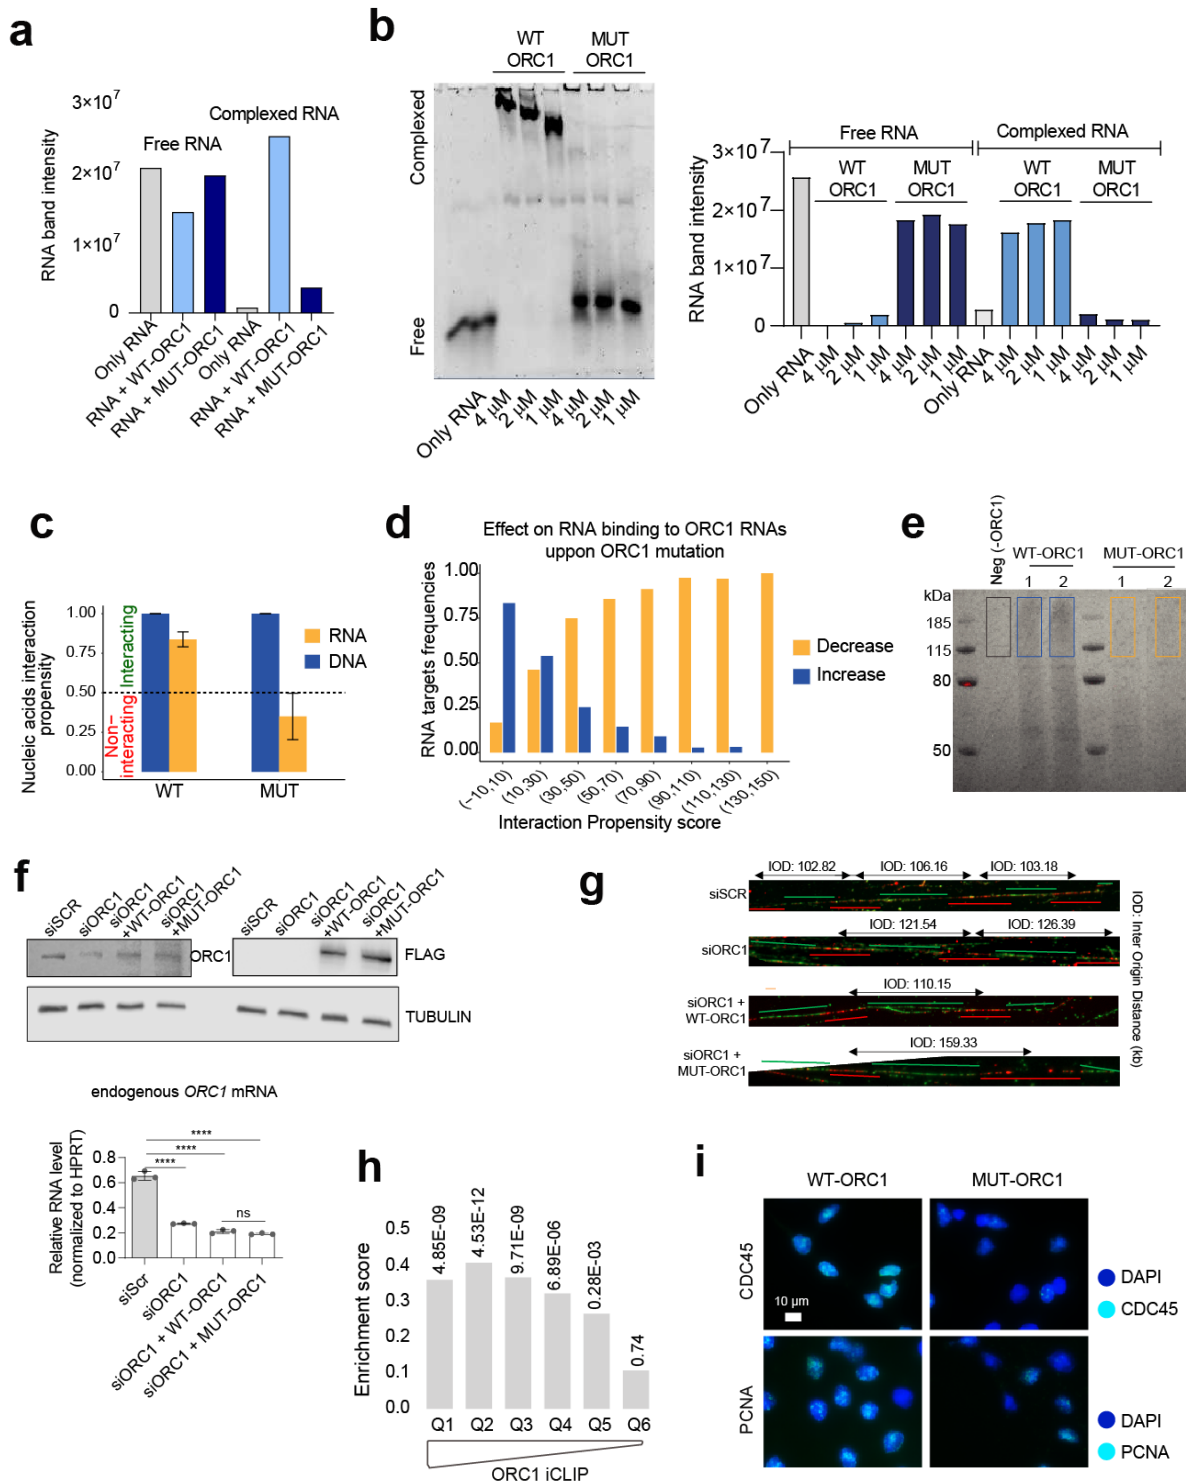

**Supplementary Figure 7. MUT-ORC1, deficient in RNA-binding, decreases origin firing.**

**a**, Quantification of stained free or complexed RNA, in EMSA assays shown in *Fig. 3b*.  
**b**, RNA staining and quantification of EMSA assays, with increasing concentrations of WT/MUT ORC1 proteins (shown in *Fig. 3b*), incubated with fragmented cellular RNA

from HCT116 cells (2  $\mu$ M) **c**, *CleverSuite* predicted DNA and RNA binding activity of wild type (WT) and mutant (MUT) ORC1. Data is presented as the mean interaction propensity of 4 different fragments of WT/MUT ORC1 against control samples +/- SD. **d**, *catRAPID* omics v2 prediction of the increase or decrease of the protein-RNA interaction propensity, caused by the mutation of ORC1 and different bins of ORC1-RNAs. **e**, Staining of immunoprecipitated RNA from control or anti-Flag iCLIP experiments (n=2 biologically independent replicates), in cells transiently expressing WT or MUT-ORC1 tagged with Flag, or untransfected cells as negative control (Neg - ORC1). Boxes indicate gel sections at and above ORC1-expected molecular weight. **f**, Western blots and relative *ORC1* mRNA levels showing knockdown of endogenous ORC1 and overexpression of exogenous WT and MUT-ORC1 tagged with Flag, in rescue experiments shown in *Fig. 3d*. Below, bars represent mean values (n=4 technical replicates from a representative experiment) +/- SEM. ns denotes *p*-value > 0.05, \*\*\*\* denotes *p*-value < 0.0001, derived from unpaired two-tailed Student's *t*-test. **g**, Representative labeled DNA fibers showing distances between interspersed replication origins in WT or MUT-ORC1 rescue experiments shown in *Fig. 3d*. **h**, Enrichment score and associated adjusted *p*-values (permutation test) from GSEA analysis shown in *Fig. 3f* for genes in individual iCLIP-defined gene quantiles. **i**, Representative CDC45 and PCNA chromatin immunofluorescence images in HCT116 cells stably expressing WT or MUT-ORC1 tagged with Flag, after soluble protein washout (reproduced over images of biological triplicates).

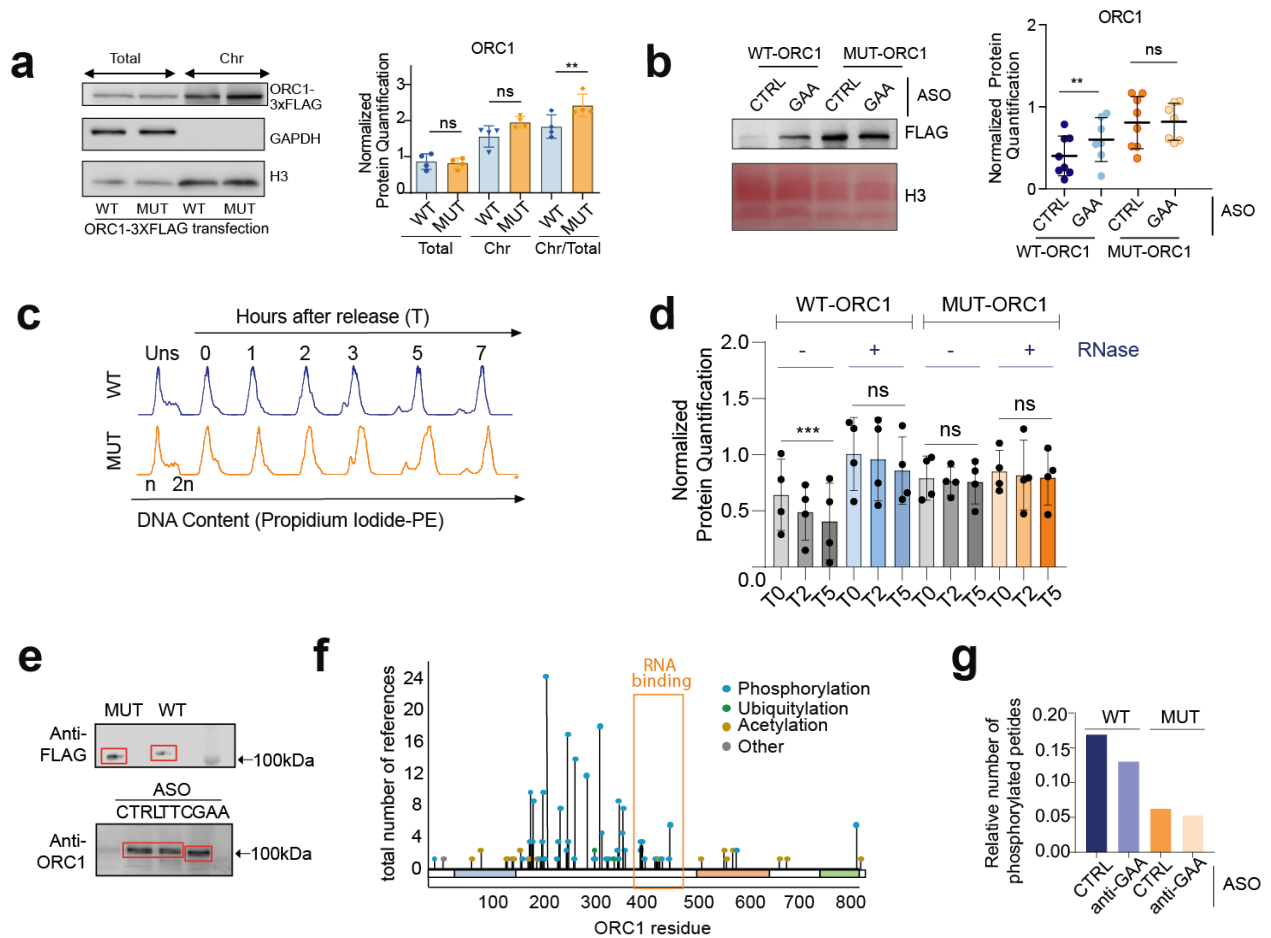

## Supplementary Figure 8. RNA-dependent ORC1 phosphorylation controls ORC1 chromatin release.

**a**, Western blot and protein quantifications of ORC1-3xFlag in total and chromatin extracts of HCT116 cells transiently expressing WT or MUT-ORC1, with calculated chromatin/total ORC1 ratio. Data are presented as mean values (n=4 biologically independent experiments) +/- SEM. ns denotes  $p$ -value  $> 0.05$ , \*\* denotes  $p$ -value  $< 0.01$ , derived from paired two-tailed Student's  $t$ -test. **b**, Western blot and protein quantifications of WT or MUT-ORC1-3xFlag in the chromatin fraction of control or GAA-RNA knocked down HCT116 stable cells. Black lines represent mean values (n=8 biologically independent experiments) +/- SEM. ns denotes  $p$ -value  $> 0.05$ , \*\* denotes  $p$ -value  $< 0.01$ , derived from paired two-tailed Student's  $t$ -test. **c**, Flow cytometry analysis of synchronized HCT116 cells, transfected with WT or MUT-ORC1-3xFlag, representing DNA content (n or 2n) of unsynchronized cellular populations, or at different hours (T) of thymidine release. **d**, Quantification of western blot presented in Fig. 4d, showing WT and MUT-ORC1 chromatin association in synchronized cells (T as in Supplementary Fig. 8c) +/- RNase A treatment. Bars represent mean values (n=4

biologically independent experiments) +/- SEM. ns denotes  $p$ -value > 0.05, \*\* denotes  $p$ -value < 0.01, derived from paired two-tailed Student's  $t$ -test. **e**, Representative western blots showing mobility shift differences between (top) Flag-tagged WT and MUT-ORC1, and (bottom) between endogenous ORC1 in control or GAA-RNA depletion conditions, in HCT116 cells (reproduced in biological triplicates). **f**, PhosphositePlus website representation of referenced ORC1 post-translational modifications along protein residues (x axis), highlighting its RNA-binding region. **g**, Number of detected phosphorylated peptides of WT or MUT-ORC1 by mass spectrometry, relative to the total number of detected peptides, in control or GAA-RNA knockdown conditions.

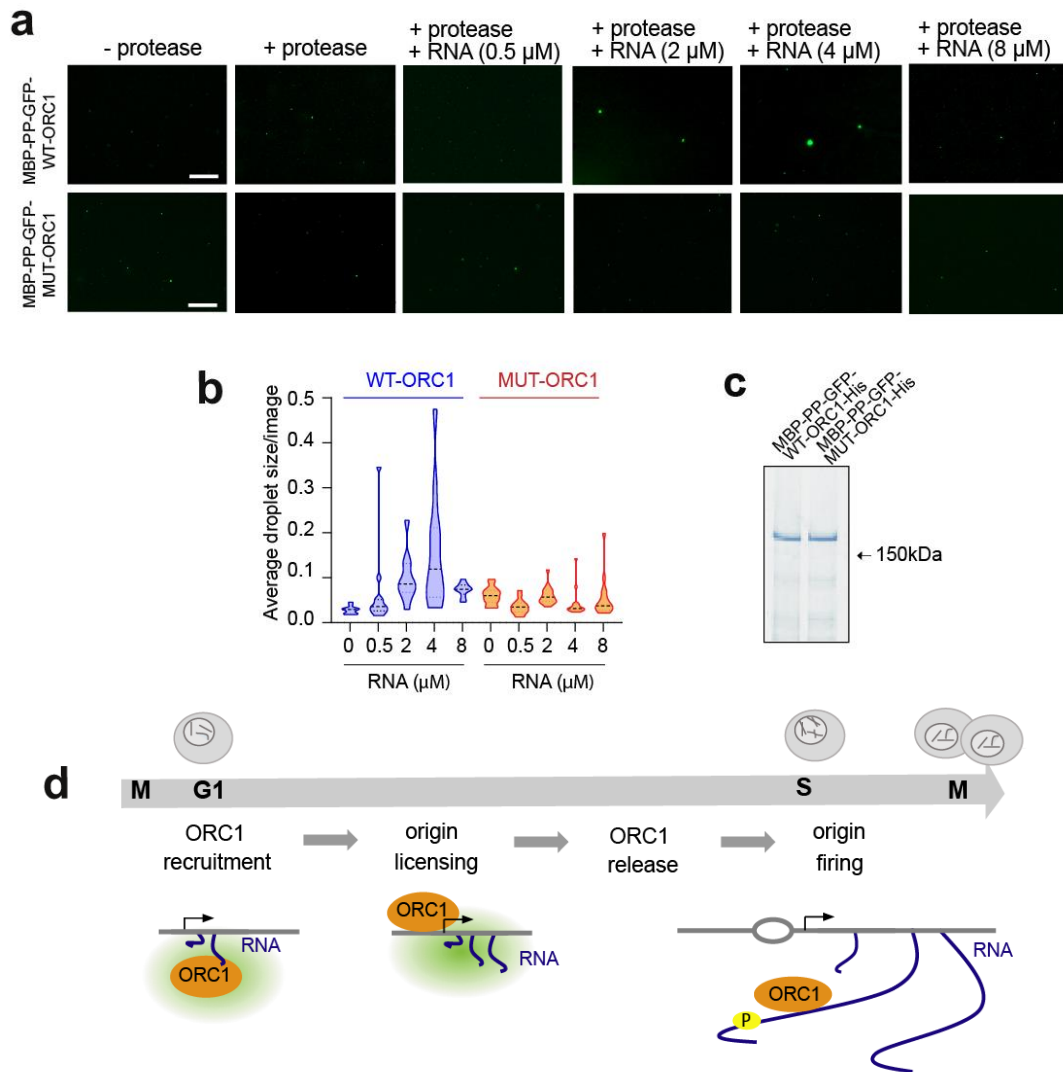

### Supplementary Figure 9. Phase separation of ORC1 protein on RNA.

**a**, Representative images of droplets containing MBP-PP-GFP-WT-ORC1 and MBP-PP-GFP-MUT-ORC1 proteins (shown in *Supplementary Fig. 9c*), treated or untreated with protease to release MBP, and incubated with the indicated concentrations of RNA oligo (Scale bars, 10 $\mu$ m) (reproduced over images of biological replicates). **b**, Quantification of LLPS MBP-PP-GFP-WT-ORC1 or MBP-PP-GFP-MUT-ORC1 droplets as a function of RNA concentrations. Bold dashed lines indicate median; dotted lines indicate quartiles. **c**, Coomassie blue staining of purified full-length tagged WT or MUT-ORC1 (reproduced in biological triplicates). **d**, Speculative model for RNA binding to ORC1 in different phases of the cell cycle. The green area represents liquid-liquid phase separation by ORC1 (and possibly other initiation factors) interacting with RNA.

**Supplementary Table 1. iCLIP sequencing reads.**

| <b>anti-FLAG IP</b>                        | <b>Uniquely mapped reads</b> | <b>Mapping reads</b> | <b>Multimapping reads</b> | <b>All reads</b> | <b>Unmapped reads</b> |
|--------------------------------------------|------------------------------|----------------------|---------------------------|------------------|-----------------------|
| Untransfected (negative control)           | 764365                       | 2971915              | 2207550                   | 3583696          | 611781                |
| ORC1-3xFlag expressing cells (Replicate 1) | 7319329                      | 40232831             | 32913502                  | 41963528         | 1730697               |
| ORC1-3xFlag expressing cells (Replicate 2) | 8333176                      | 44541088             | 36207912                  | 46127516         | 1586428               |
| ORC1-3xFlag expressing cells (Replicate 3) | 9928271                      | 60729943             | 50801672                  | 61965266         | 1235323               |

**Supplementary Table 2. List of plasmids.**

| <b>Plasmid Number</b> | <b>Backbone</b> | <b>Insert</b>              | <b>Comment</b>        |
|-----------------------|-----------------|----------------------------|-----------------------|
| 1                     | pCDNA3.1        | WT-ORC1-3xFlag             | Codon-optimized       |
| 2                     | pCDNA3.1        | *MUT-ORC1-3xFlag           | Codon-optimized       |
| 3                     | pBABE           | Halo-WT-ORC1               | Cloned from plasmid 1 |
| 4                     | pBABE           | *Halo-MUT-ORC1             | Cloned from plasmid 2 |
| 5                     | pCDNA3.1        | CEP95                      | Clone (OHu50782C)     |
| 6                     | pMALp-c2E       | MBP-pp-GFP-hORC1wt-6xhis   | Stillman Lab          |
| 7                     | pMALp-c2E       | *MBP-pp-GFP-hORC1mut-6xhis |                       |

\*ORC1 codons for arginines (R), in amino acid positions 441, 444 and 465, were substituted by alanine (A) codon GCC, to generate ORC1 RNA-binding mutant (R441A, R444A, R465A). Plasmids with these cDNA sequences were manually designed and synthesized by GenScript.

**Supplementary Table 3. Sequence of siRNAs and ASOs.**

| Mol.  | Name                   | Sequence                                                                                                                                 |
|-------|------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| siRNA | si SCR                 | CAGUCGCGUUUGCGACUGG                                                                                                                      |
| siRNA | si <i>ORC1</i>         | GGUUGUUCACCGAGAUUCA                                                                                                                      |
| siRNA | si1<br><i>HSP09AA1</i> | CACCAAACATAACGATGAT                                                                                                                      |
| siRNA | si2<br><i>HSP09AA1</i> | TGAAGGAGATGACGACACA                                                                                                                      |
| siRNA | si1 <i>CEP95</i>       | CAGCTTGTCTCACATAACAGGAGAA                                                                                                                |
| siRNA | si2 <i>CEP95</i>       | CAGAACGCATCAGTGAAACATCTCA                                                                                                                |
| ASO   | anti-TTC               | /52MOErG/*i2MOErA/*i2MOErA/*i2MOErG/*i2MOErA/*i2MOErA/<br>*G*A*A*G*A*A*G*A*A/*i2MOErG/*i2MOErA/*i2MOErA/*i2MOErG/<br>*i2MOErA/*32MOErA/  |
| ASO   | anti-GAA               | /52MOErT/*i2MOErT/*i2MOErC/*i2MOErT/*i2MOErT/*i2MOErC/<br>*T*T*C*T*T*C*T*T*C*/*i2MOErT/*i2MOErT/*i2MOErC/*i2MOErT/<br>*i2MOErT/*32MOErC/ |

**Supplementary Table 4. List of antibodies used for western blotting (1:1,000 dilutions).**

| Primary Antibodies | Reference                   |
|--------------------|-----------------------------|
| ORC1 (F-10)        | sc-398734 (Santa Cruz)      |
| ORC1 (7A7)         | sc-23887 (Santa Cruz)       |
| GAPDH (HRP-Conj)   | 3683 (Cell Signalling)      |
| Tubulin            | T5158 (Sigma)               |
| H3                 | ab1791 (Abcam)              |
| Flag M2            | F3165 (Sigma)               |
| PCNA (PC10)        | sc-56 (Santa Cruz)          |
| p53                | MABE327 (Sigma)             |
| HSP90              | 4874 (Cell Signalling)      |
| CEP95              | MBS3007560<br>(mYbIOsOURCE) |

**Supplementary Table 5. ORC1 orthologues.** Orthologous proteins from vertebrates and metazoans are listed.

| Species                           | Protein ID   | Database    |
|-----------------------------------|--------------|-------------|
| <i>Alligator mississippiensis</i> | A0A151M4M2   | Uniprot     |
| <i>Amphimedon queenslandica</i>   | A0A1X7VWI9   | Uniprot     |
| <i>Anolis carolinensis</i>        | G1KHI9       | Uniprot     |
| <i>Apis mellifera</i>             | A0A088AEY1   | Uniprot     |
| <i>Branchiostoma floridae</i>     | C3ZFR4       | Uniprot     |
| <i>Caenorhabditis elegans</i>     | Q9XX17       | Uniprot     |
| <i>Callorhinchus milii</i>        | V9KDF9       | Uniprot     |
| <i>Chelonia mydas</i>             | M7B8T8       | Uniprot     |
| <i>Crassostrea gigas</i>          | K1Q150       | Uniprot     |
| <i>Danio rerio</i>                | A0A0R4IFH7   | Uniprot     |
| <i>Daphnia pulex</i>              | E9G6A6       | Uniprot     |
| <i>Drosophila melanogaster</i>    | O16810       | Uniprot     |
| <i>Gallus gallus</i>              | Q5ZMC5       | Uniprot     |
| <i>Helobdella robusta</i>         | T1EDE2       | Uniprot     |
| <i>Homo sapiens</i>               | Q13415       | Uniprot     |
| <i>Ixodes scapularis</i>          | B7Q2L8       | Uniprot     |
| <i>Latimeria chalumnae</i>        | H3AUF8       | Uniprot     |
| <i>Lepisosteus oculatus</i>       | W5MGU6       | Uniprot     |
| <i>Lottia gigantea</i>            | V4BTT9       | Uniprot     |
| <i>Mnemiopsis leidyi</i>          | ML02754a     | NHGRI       |
| <i>Monodelphis domestica</i>      | F6QFY9       | Uniprot     |
| <i>Monosiga brevicollis</i>       | A9V9J0       | Uniprot     |
| <i>Mus musculus</i>               | Q9Z1N2       | Uniprot     |
| <i>Nematostella vectensis</i>     | A7STK3       | Uniprot     |
| <i>Octopus bimaculoides</i>       | A0A0L8FWE5   | Uniprot     |
| <i>Oikopleura dioica</i>          | E4XD69       | Uniprot     |
| <i>Ornithorhynchus anatinus</i>   | F6TS55       | Uniprot     |
| <i>Oryzias latipes</i>            | H2MEI0       | Uniprot     |
| <i>Oscarella carmela</i>          | m.102310     | Compagen    |
| <i>Sycon ciliatum</i>             | scpid68717   | Compagen    |
| <i>Saccoglossus kowalevskii</i>   | XP_002738319 | NCBI RefSeq |
| <i>Strigamia maritima</i>         | T1JIW5       | Uniprot     |
| <i>Trichoplax adhaerens</i>       | B3S114       | Uniprot     |
| <i>Tribolium castaneum</i>        | D6WQP2       | Uniprot     |
| <i>Taeniopygia guttata</i>        | H0ZF97       | Uniprot     |
| <i>Xenopus tropicalis</i>         | F6SND7       | Uniprot     |

## Supplementary References

1. El-Gebali, S. *et al.* The Pfam protein families database in 2019. *Nucleic Acids Res.* **47**, D427–D432 (2019).
2. Akerman, I. *et al.* A predictable conserved DNA base composition signature defines human core DNA replication origins. *Nat. Commun.* **11**, 4826 (2020).

# Supplementary material for: ORC1 binds to cis-transcribed RNAs for efficient activation of replication origins
**Source:** Nat Commun. 2023 Jul 24;14:4447. doi: 10.1038/s41467-023-40105-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary files**

File Name: Supplementary Data 1.

Description: RIP-seq data (ORC1 and ORC1-Flag). RNAs identified by RIP-seq of endogenous and exogenous ORC1 are listed, showing fold changes and *p*-values of replicate experiments.

File Name: Supplementary Data 2.

Description: ORC1 RIP-seq and iCLIP data. (a) ORC1-RNAs are listed, showing gene identification and characteristics, RIP counts and enrichment, and iCLIP crosslink and peak counts. (b) HC-ORC1 RNAs are listed.

File Name: Supplementary Data 3.

Description: Phosphopeptides detected by mass spectrometry. Position of phosphorylated residues in WT and RNA-binding mutant (MUT) ORC1, in control (ASOC) or GAA-RNA (ASO anti-GAA) conditions.

File Name: Supplementary Data 4.

Description: Oligonucleotides. Sequence of oligonucleotides and application.

File Name: Supplementary Data 5.

Description: Sequence datasets used to identify ORC1 human orthologues. 132 proteomes and taxonomy are listed.

# Supplementary material for: ORC1 binds to cis-transcribed RNAs for efficient activation of replication origins
**Source:** Nat Commun. 2023 Jul 24;14:4447. doi: 10.1038/s41467-023-40105-3
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For generating graphs or curves, GraphPad Prism 8.0.2 software was used.<br>Other plots were produced with R package ggplot2 ( <a href="https://cran.r-project.org/web/packages/ggplot2/index.html">https://cran.r-project.org/web/packages/ggplot2/index.html</a> ).<br>Image Studio Lite 5.2 software was used to collect western blotting data.<br>QuantStudio Software V1.3 was used to collect quantitative PCR data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | RNA-seq sequences were trimmed with Trimmomatic (v.0.38), aligned with STAR (v.2.6.1), assigned to genes with featureCounts (v.1.6.3) and differentially enriched genes were assessed with DESeq2 en R/Bioconductor.<br>RIP-seq sequences were trimmed with Trimmomatic, aligned with STAR and counted with featureCounts.<br>SNS-seq data were aligned with Bowtie2 (v.2.3.4.2) to align reads, and analyzed with Picard (v.2.18.17), MACS2 (v. 2.1.0.20151222), EPIC2 (v. 0.0.40), deepTools (v.3.2.0) and R/Bioconductor ChIPseeker (v.1.20.0).<br>iCLIP sequencing reads were analyzed on the iMaps server ( <a href="https://imaps.genias.com/">https://imaps.genias.com/</a> ) using the iCount software ( <a href="https://github.com/tomazc/iCount">https://github.com/tomazc/iCount</a> 18)<br>ChIP-seq sequencing reads were trimmed with Trimmomatic (v.0.38), aligned with Bowtie2 (v.2.3.4.2).<br><br>General genomic data analyses were performed with BedTools (v.2.27.1), SAMtools (v.1.9), Bedops (v2.4.36), deepTools (v.3.2.0) and UCSC liftOver.<br>Juicer tools (v.1.14.08) was used to extract Hi-C data.<br>G-quadruplex prediction was performed with TetraplexFinder from the QuadBase2 web server ( <a href="http://quadbase.igib.res.in">quadbase.igib.res.in</a> ).<br><br>FastQC (v.0.11.8) and MultiQC (v.1.7) were used for quality control on the sequences.<br>MEME enrichment was assessed by using MEME-ChIP tool (v.5.0.4 and v.5.0.10). |

CatRAPID algorithm was used to estimate the binding potential of a protein-RNA pair in order to predict ORC1 direct interactions. catRAPID omics v2 was used to predict RNA interactions of the wild type and mutated ORC1 protein sequences (R441A, R444A and R465A). CleverSuite was used to investigate the effect of amino acid mutations on ORC1 in its predicted ability to bind RNA and DNA.

ORC1 protein orthology detection was performed with Inparanoid (v.4.1), and sequence alignments and analyses were done using Mafft (v.7.130), Jalview (v.2.8), WebLogo3 and MEME Suite (v.5.1.0). Protein domains were identified using HMMER (v.3.2) Hmmscan. ORC1 protein secondary structure was analysed with PsiPred (v.4.0) and the MetaDisorder server (iPDA, PrDOS, Pdisorder and IUPred long). ORC1 protein 3D structure was modeled with Phyre2 and visualised with PyMOL (v.2.4).

GraphPad Prism 8.0.2 software was used for statistical analyses of experimental data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq public sequences from untreated HCT116 cells were obtained from GEO series GSE118051.

ChIP-seq public sequences were downloaded from ENCODE: H3K27me3 (ENCFF457PEW), H3K9me3 (ENCFF020CHJ), H3K4me1 (ENCFF531IUP), H3K27ac (ENCFF227RRY), H3K4me3 (ENCFF213WKK), H3K36me3 (ENCFF059WYR).

Public Repli-seq data for HCT116 cells were obtained from ReplicationDomain (<https://www2.replicationdomain.com/index.php>) database, Homo sapiens build hg19, files Int90617792 and Int97243322.

snoRNAs were confirmed from public dataset snoDB database v.1.2.1 (<http://scottgroup.med.usherbrooke.ca/snoDB/>).

Public HCT116 RNA-seq expression data were obtained from Array Express study E-MAT-2770.

Public Hi-C data of HCT116 cells were obtained from GEO series GSE104333 (untreated synchronized combined MAPQ >=30).

Human OCR1 protein post-translational modification sites were obtained with PhosphositePlus (v.6.5.9.3).

Pfam database (version 32, September 2018) was used for protein domain identification.

Own-generated RIP-seq, iCLIP, RNA-seq and SNS-seq have been deposited in Gene Expression Omnibus (GEO) under accession number GSE173452. Protein mass spectrometry raw data has been deposited in Pride, with accession number PXD043232.

Main figures and extended data figures have associated raw data in Supplementary Data, Supplementary Tables, and Source Data files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample sizes, but determined based on previous experience.

|                 |                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data was excluded from the analysis.                                                                                                                                                                                        |
| Replication     | All experiments were reliably reproduced. Each experiment was performed independently at least two times, but usually many more times.                                                                                         |
| Randomization   | All experiments were done with parallelised grown cultured cells.                                                                                                                                                              |
| Blinding        | Most of experiments have unambiguous nature of measurements and systematic analyses. Blinding was performed for acquisition and analysis of some experiments requiring imaging (RNA-FISH, DNA fiber immunofluorescence, STORM) |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Western Blot (1:1,000 dilutions):  
 ORC1 (F-10) sc-398734 (Santa Cruz)  
 ORC1 (7A7) sc-23887 (Santa Cruz)  
 GAPDH (HRP Conjugate) 3683 (Cell Signaling)  
 Tubulin T5158 (Sigma)  
 H3 ab1791 (Abcam)  
 Flag M2 F3165 (Sigma)  
 MCM3 ab97282 (Abcam)  
 ORC2 (3G6) sc-32734 (Santa Cruz)  
 ORC4 (H-2) sc-398455 (Santa Cruz)  
 CDC7 sc-56275 (Santa Cruz)  
 CDC45 11881 (Cell Signaling)  
 PCNA (PC10) sc-56 (Santa Cruz)  
 p53 MABE327 (Sigma)  
 HSP90 4874 (Cell Signaling)

Western Blot Secondary Antibodies (1:10,000 dilutions)  
 anti-mouse IgG, HRP-linked Antibody #7076 (Cell Signaling)  
 anti-rat IgG, HRP-linked Antibody #7077 (Cell Signaling)  
 anti-rabbit IgG, HRP-linked Antibody #7077 (Cell Signaling)

RIP / UV-RIP: FLAG M2 F1804 (Sigma), ORC1 78-1-172 (Bruce Stillman laboratory), Normal mouse IgG sc-2025 (Santa Cruz).  
 ChIP: PCNA ab29 (abcam), CDC45 11881 (Cell Signaling), Normal mouse IgG sc-2025 (Santa Cruz), Normal rabbit IgG #2729 (Cell Signaling)  
 iCLIP: FLAG (M2, F1804, Sigma)  
 RNA-FISH:  $\alpha$ -FAM-POD 11426346910 (Roche), TSA-Cy3 SAT704A001KT (Perkin Elmer)  
 STORM: AF-647 (ThermoFisher), ORC1 (F-10) sc-398734 (Santa Cruz)  
 DNA Fiber Immunofluorescence: BrdU antibody [BU1/75 (ICR1)] ab6326 (Abcam), BrdU (B44) 347580 (BD), anti-DNA clone 16-19 (MAB3034)

### Validation

All antibodies used are commonly used in the field and have been validated in previous publications/by the manufacturer. References and manufacturer validations can be found here:  
 ORC1 (F-10) sc-398734 (Santa Cruz): <https://www.scbt.com/p/orc1-antibody-f-10>  
 ORC1 (7A7) sc-23887 (Santa Cruz): <https://www.scbt.com/p/orc1-antibody-7a7>  
 GAPDH (HRP Conjugate) 3683 (Cell Signaling): <https://www.cellsignal.com/products/antibody-conjugates/gapdh-14c10-rabbit-mab-hrp-conjugate/3683>  
 Tubulin T5158 (Sigma): <https://www.sigmaaldrich.com/catalog/product/sigma/t5168?lang=es&region=ES>  
 H3 ab1791 (Abcam): <https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>  
 Flag M2 F3165 (Sigma): <https://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=es&region=ES>  
 MCM3 ab97282 (Abcam): <https://www.abcam.com/mcm3-antibody-ab97282.html>  
 ORC2 (3G6) sc-32734 (Santa Cruz): [scbt.com/p/orc2-antibody-3g6](https://www.scbt.com/p/orc2-antibody-3g6)

ORC4 (H-2) sc-398455 (Santa Cruz): <https://www.scbt.com/p/orc4-antibody-h-2>  
 CDC7 sc-56275 (Santa Cruz): <https://www.scbt.com/p/cdc7-antibody-spm171>  
 CDC45 11881 (Cell Signaling): <https://ocsuat-en.cellsignal.jp/products/primary-antibodies/cdc45-d7g6-rabbit-mab/11881?N=3433506380+4294956287&Nrpp=200&No=%7Boffset%7D&fromPage=plp>  
 PCNA (PC10) sc-56 (Santa Cruz): <https://www.scbt.com/p/pcna-antibody-pc10>  
 p53 MABE327 (Sigma): [https://www.merckmillipore.com/ES/es/product/Anti-p53-pantropic-Antibody-clone-DO-1,MM\\_NF-MABE327?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1](https://www.merckmillipore.com/ES/es/product/Anti-p53-pantropic-Antibody-clone-DO-1,MM_NF-MABE327?ReferrerURL=https%3A%2F%2Fwww.google.com%2F&bd=1)  
 HSP90 4874 (Cell Signalling): <https://www.cellsignal.com/products/primary-antibodies/hsp90-antibody/4874>  
 ORC1 78-1-172 (Bruce Stillman laboratory): published in Kara et al. 2015 J. Biol. Chem.  
 BrdU antibody [BU1/75 (ICR1)] ab6326 (Abcam): published in Terret et al. 2009. Nature  
 BrdU (B44) 347580 (BD): published in Terret et al. 2009. Nature  
 anti-DNA (MAB3034): published in Terret et al. 2009. Nature

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                               |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------|
| Cell line source(s)                                                  | ATCC: HCT116 cells (CCL-247) , U2OS cells (HTB-96)                            |
| Authentication                                                       | None of the cell lines were authenticated.                                    |
| Mycoplasma contamination                                             | All cell lines were tested and resulted negative for mycoplasma contamination |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified lines                                                        |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).  
☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                              |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GEO SuperSeries GSE173452                                                                                                                                                    |
| Files in database submission                                       | GSM6265475 WT1_S4<br>GSM6265476 WT1_S25<br>GSM6265477 MUT1_S7<br>GSM6265478 MUT1_S28<br>GSM6265479 WT2_S5<br>GSM6265480 WT2_S25<br>GSM6265481 MUT2_S7<br>GSM6265482 MUT2_S28 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable                                                                                                                                                         |

## Methodology

|                  |                              |
|------------------|------------------------------|
| Replicates       | 2                            |
| Sequencing depth | 20M                          |
| Antibodies       | CDC45 11881 (Cell Signaling) |

|                         |                                                                                                                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Peak calling parameters | Metagene plots for the CDC45-treated ChIP-seq were generated with deepTools. Specifically, coverage track signals, using the bigwig files and the indicated regions as inputs, were normalized by RPKM and binned per nucleotide in windows of the indicated width in each plot. |
| Data quality            | FastQC tool was used to assess data quality                                                                                                                                                                                                                                      |
| Software                | ChIP-seq sequences were trimmed with Trimmomatic (v.0.38), aligned with Bowtie2 (v.2.3.4.2.) Duplicate reads were marked with Picard (v.2.18.17). BigWig files were generated with bedGraphToBigWig tools.                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were synchronized by double thymidine block and released. Cells were fixed in PBS 2% PFA for 15 minutes at room temperature, centrifuged, and incubated in 2N HCl 0.5% Triton for 30 minutes at room temperature. Followed by 0.1 M Na2B4O7 incubation, cells were treated with RNase A, resuspended in PBS, and the DNA stained with propidium iodide 1 mg/mL (Sigma). |
| Instrument                | Flow cytometer FACSCalibur                                                                                                                                                                                                                                                                                                                                                    |
| Software                  | DNA staining was recorded by BD CellQuest program. Cell cycle profiles were determined by considering the amount of labelled DNA (FL2-H) per cell.                                                                                                                                                                                                                            |
| Cell population abundance | Only dead cells and doublets were discarded from the analysis                                                                                                                                                                                                                                                                                                                 |
| Gating strategy           | Synchronized cells at different time points were gated with PI, being PI low cells resident G1/G0 phase cells; PI middle cells resident S phase cell cells; PI high cells resident M phase cell cells.                                                                                                                                                                        |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

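The deposited RNA-seq of HCT116 cells holds 4 libraries, 2 with the anti-GAA ASO and 2 with the control ASO. The authors trimmed the reads with Trimmomatic 0.38, aligned them with STAR 2.6.1, removed reads on GL contigs and counted reads per annotated gene of hg19 from Ensembl with featureCounts 1.6.3. The values the authors deposited are raw counts per gene, whole numbers without normalization, for 63677 genes in each library, and 0 of the columns with values per sample were left unused. The paper's methods name DESeq2 for the differential analysis. The Ensembl release, the strand setting and the treatment of reads matching several genes are not named in the paper's text.

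Total counts were 10538284 (anti-GAA ASO replicate 1), 17894953 (anti-GAA ASO replicate 2), 15347298 (control ASO replicate 1) and 15924742 (control ASO replicate 2), with counts on 21368, 22869, 23143 and 23443 genes. TMM factors were 0.941, 0.996, 1.00 and 1.07, and the 50 genes with the most counts held 20.0%, 18.3%, 18.4% and 17.8% of the counts. With 2 replicates per condition, the spread of each gene was estimated across all genes and libraries, with a common dispersion of 0.0549 without and 0.0148 with the replicate number as a block.

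Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and mgcv 1.9.3, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes kept by filterByExpr (15116) were normalized by TMM and tested by edgeR's quasi-likelihood F-test with the condition as the only term, and p was adjusted by Benjamini-Hochberg over all tested genes with a threshold of 0.05. The log2 fold change is anti-GAA over control, and values per pair are differences in log2 CPM with a prior count of 2 between libraries of the same replicate number. Lists of genes were tested by camera with a correlation between genes of 0.01, and also by fry and by camera with a correlation estimated for each list. Camera compares a list with the other genes, while fry asks only whether the list itself changed. A one-sided hypergeometric test against all tested genes stood beside camera, since the paper names a hypergeometric test, without its side or background. Random lists (10000) were matched on mean log CPM and transcript length. Permutation tests across genes used 100000 resamples, or as many as gave the smallest p stated, and were two-sided, as was Fisher's exact test. Both treat genes as independent, which genes measured in the same libraries are not. Camera was checked on simulated counts, where it gave p = 7.64e-11 for a list shifted by −0.25 on the log2 scale (n = 287 genes) and p = 0.853 for an unshifted list (n = 296 genes). Genes were drawn independently there, so camera's preset correlation was not checked. Fry, the hypergeometric test and the permutation tests were not run on simulated counts.

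Gene symbols, transcripts and positions came from GENCODE 44 on GRCh38, joined to the counts by Ensembl identifier, with 52181 of 63677 genes matched. No position was carried over from hg19. Runs of GAA and TTC were searched on the RNA strand in the longest transcript and over the gene body. The gene lists from the paper are the source data of Fig. 1c (HC ORC1-RNAs) and Supplementary Fig. 3c and 3d (MEME sites), of which the first logo of panel d was used, since the sheet for the second is incomplete. Lists of replication initiation factors, p53 target genes, interferon-stimulated genes and replication-dependent histone genes were written before the data were examined, as were the comparisons, the choice of tests and all alternatives other than those named as added. The lists of NF-kB and ATF4 target genes were added after genes of these pathways had drawn attention among the changed genes, and leave those genes out.

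The genes named are those measured by RT-qPCR in Supplementary Fig. 5c that have a public symbol, those the paper names at loci or as factors, the 5 with the smallest p in each direction among genes with a mean of at least 1 CPM, and members of the replication initiation factor list past the threshold. A gene named outside this rule is given as named after its values had been seen.

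Alternatives were DESeq2, DESeq2's size factors in edgeR, scaling to total counts, no filter, a mean of at least 1 CPM as the filter, the replicate number as a block, leaving out each library in turn, an unadjusted p or an adjusted p under 0.1, other definitions of a lowered RNA and of a GAA run (among them a match of at least 18 of 21 nt to the ASO target), and offsets that remove each library's smooth trend on transcript length and GC content. DESeq2 with the replicate block, DESeq2 at its default alpha, and the block together with the length and GC correction were added after the data had been seen. Leaving out a library leaves 1 library in a condition, which is then assumed to vary like those of the other. Groups of 2 libraries are too small to test for a library out of place, and other splits of the 4 libraries were not fitted. SNS-seq, RIP-seq, iCLIP and ChIP-seq of the paper were not analysed.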

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

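The tests of a GAA run in the gene itself, of the lowered genes without those looked at first, of genomic DNA and of nuclear RNA, and the read-through idea itself, were chosen only after the result they concern had been seen.

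The paper does not report on genes whose GAA repeats lie in introns alone, and these were lower with the anti-GAA ASO above the level of the mirror TTC runs. Of 350 tested genes whose only perfect GAA run of at least 15 nt lies in an intron, and whose longest transcript has no run of 9 nt or more, 270 (77.1%) had a log2 fold change below 0, against 48.4% of all tested genes. Their median was −0.23, with 71.7% and 73.7% lower in the 2 pairs of replicates. Camera gave p = 1.20e-10, but p was 0.0848 under fry and 0.0694 with an estimated correlation. With the replicate block p was 0.0108 and 0.0445 in these tests. Under fry with the block, the lists with a GAA motif and the genes with a GAA run of at least 12 nt in the longest transcript did not pass (0.218 for HC ORC1-RNAs, 0.212 for the RIP-seq list and 0.141 for the runs). Genes with a GAA run of 18–20 nt (0.0237, down) or a TTC run of 9–11 nt (0.00211, down) in the longest transcript did. A pass under fry with the block is thus not specific to GAA in introns. Leaving out 1 library gave shares between 62.5% (without control ASO replicate 2) and 77.4%. A trend on transcript length and GC content does not account for the whole pattern, since after its removal 71.4% of these genes were lower, against 42.4% of all genes (n = 350 genes, camera p = 2.29e-10). Of 630 genes with the mirror TTC run in an intron alone, 57.6% were lower, with a median of −0.063, and this list was itself lower in camera (n = 630 genes, p = 0.0138) and against matched random lists (52.2% on average, p = 0.00310), though not in camera without anti-GAA ASO replicate 1 (0.468) or control ASO replicate 2 (0.795). Part of the lowering may thus not be specific to GAA. Among genes with one of the 2 runs only, the medians were −0.23 for 294 genes with GAA and −0.046 for 574 with TTC, a difference of −0.18 (two-sided permutation test across genes, p = 1e-05, the smallest the resamples can give). The difference is consistent with hybridization of the ASO to unspliced RNA as well as to exons, a hypothesis on the same data. Binding of the ASO to the DNA of these genes, and a share of the repeats in transcripts other than the longest, were not tested and stay open.

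The paper's text does not report on strongly lowered genes of low expression as a group. Of 4395 tested genes with a mean under 5 CPM, 98 had a log2 fold change below −2 at an unadjusted p under 0.05, and 6 were raised as strongly. Their median was 0.202 and 0.225 CPM in the anti-GAA libraries and 1.17 and 1.71 CPM in the control libraries. An expressed gene (at least 5 CPM) on the same strand ended within 20 kb upstream of 66 of the 98 (67.3%), against 841 of the other 4297 (19.6%; two-sided Fisher's exact test, p = 6.09e-24). The thresholds were set once and not varied. The idea came from the neighbours of 8 genes among the 98, HCLS1, IFFO1, RAPSN, CETP, CCDC17, LCT, VWA3A and SLC22A14, and without these the share was 65.6% of 90 (Fisher's exact test, p = 9.79e-21).

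Several values argue against other explanations. Expressed genes nearby on either side would also be frequent downstream, where an expressed neighbour on the same strand was found for 20.4% of the 98 and 15.2% of the others (Fisher's exact test, p = 0.156), and upstream on the opposite strand, where it was found for 4.08% and 15.7% (p = 5.81e-04). Genomic DNA in the control libraries would raise all genes of low expression alike. Over all of these, with no selection on the change, the median log2 fold change was −0.23 for the 907 with such an upstream neighbour and −0.068 for the 3488 without, a difference of −0.17 (permutation test, p = 1e-04, the smallest the resamples can give). The medians were −0.30 and −0.074 in the pair of replicates 1, and −0.24 and −0.062 in the pair of replicates 2. The upstream genes themselves had a median of 0.0034, and 2 of the 65 distinct ones hold a GAA run of at least 12 nt (PHF20L1, upstream of TG, and FNBP4, upstream of AGBL2, named after their values had been seen).

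A GAA run in the gene itself cannot be told apart from chance as part of the cause, since a gene-body run of at least 15 nt was present in 7.14% of the 98 and 3.84% of the others (Fisher's exact test, p = 0.107). More nuclear RNA in the control libraries would also lower the RNAs kept in the nucleus. Of these 3 were looked at, and their median of 0.034 is the value of MALAT1 itself, so it decides nothing. The 98 genes had a median of −2.58. NEAT1 at 0.21 (standard error 0.23) and KCNQ1OT1 at 0.015 (0.34) argue against an excess large enough for that drop. MALAT1, at 0.034 (0.76), lay at 1.0 and −2.2 in the pairs of replicates 1 and 2 and cannot decide. A smaller excess stays open. A candidate explanation is read-through, reads that run on past the end of an expressed gene into the next gene on its strand and are fewer with the anti-GAA ASO than with the control ASO, for which the share of 67.3% is the test. It may stand for a difference in transcription termination or for a difference between the library preparations. With no untreated library, whether the control ASO raised these reads or the anti-GAA ASO lowered them is open, and the strand setting of the counting is not known.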

How the results depend on the processing

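DESeq2 with the replicate block, DESeq2 at its default alpha, the block together with the length and GC correction, and every test of the NF-kB and ATF4 target genes were chosen after seeing the data. The cause was not tested for any change given below, except where it is named.

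The number of genes past an adjusted p of 0.05 depended on the fit. Against 0 lower and 0 higher in edgeR without the block (523 and 154 at an unadjusted p under 0.05), the counts were 111 and 5 with no filter on low counts, 207 and 51 with the replicate block, 3 and 0 with DESeq2, 5 and 0 with DESeq2 at its default alpha (the 3 and ARHGAP29 and ADK, named after their values had been seen), 40 and 15 with DESeq2 and the block, and 188 and 100 with the block and the length and GC correction. They were 0 and 0 with DESeq2's size factors, with scaling to total counts, with a mean of at least 1 CPM as the filter and with the length and GC correction. Leaving out 1 library gave 0 to 16 lower and 0 to 3 higher (16 and 2 without control ASO replicate 1, 2 and 3 without anti-GAA ASO replicate 2). At an unadjusted p under 0.05 the balance ranged from 692 and 72 with scaling to total counts to 1171 and 1500 with the block and the length and GC correction, with 1466 and 1037 with the block, 421 and 207 with the correction, 537 and 418 with DESeq2 and the block, and 291 and 249 without control ASO replicate 2. The 3 calls of DESeq2 and the 55 of DESeq2 with the block were all among the 258 of edgeR with the block.

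The shares lower among HC ORC1-RNAs with a GAA motif, RIP-seq RNAs with a GAA motif and genes with a GAA run of at least 12 nt stayed above that of all genes, with camera's p under 0.05, under every change of tool, normalization, filter, block and correction and without each library. They ranged from 57.5% to 80.3%, from 61.3% to 81.3% and from 61.2% to 81.8%, the highest with scaling to total counts, where 61.0% of all genes were lower, and the lowest with the length and GC correction. Without 1 library the ranges were 63.6% to 67.4%, 63.9% to 70.8% and 65.6% to 70.4%. Under fry, which does not compare a list with other genes, the 3 lists had a p of 0.0582, 0.0499 and 0.0377 without the block. With the block, p under fry was 0.218, 0.212 and 0.141. With runs of at least 9, 15, 18 and 21 nt the share was 57.8%, 84.0%, 91.7% and 88.9%, over the gene body 68.5%, and with a match of at least 18 of 21 nt 72.7%. When a lowered RNA also had to pass an adjusted p of 0.05, the share was 0% in each of the 3 lists and among HC ORC1-RNAs without the motif, since no gene passed.

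For HC ORC1-RNAs without the motif, the test no longer passed against matched random lists (66.7%, n = 30 genes, p = 0.0973) or with an unadjusted p under 0.05 required (10.0%, p = 0.0839), and the share ranged from 56.7% to 86.7% without 1 library (camera p = 0.159 without anti-GAA ASO replicate 1 and 0.286 without control ASO replicate 2). The list holds 30 tested genes, which limits it.

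The median of the replication initiation factor mRNAs, 0.10 with camera p = 0.0965 (n = 51 genes), passed the test with DESeq2 (0.11, p = 0.0288) and with DESeq2 and the block (0.10, p = 0.0149), and ranged from 0.025 to 0.15 without 1 library (p = 0.0134 without control ASO replicate 1). The p53 target genes, at −0.18 (n = 23 genes), no longer passed with DESeq2's size factors (−0.17, p = 0.0531) or with no filter (−0.14, p = 0.0914). Without 1 library their median ranged from −0.29 to −0.026, and camera's p was 0.188 without anti-GAA ASO replicate 1, 0.131 without anti-GAA ASO replicate 2 and 0.879 without control ASO replicate 2. Interferon-stimulated genes ranged from −0.80 to −0.10, where camera's direction turned up without control ASO replicate 1 (a p of 0.687) and without anti-GAA ASO replicate 2 (0.555). Histone genes ranged from −0.034 to 0.19 with no call in camera. NF-kB target genes ranged from −0.81 to −0.16 (a camera p of 0.195 without control ASO replicate 1, 0.217 without anti-GAA ASO replicate 2) and ATF4 target genes from 0.042 to 0.42 (0.0552 without anti-GAA ASO replicate 1, 0.356 without control ASO replicate 2). These lists lose their calls with 1 library, where 1 library stands alone in its condition and is assumed to vary like the others.

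For 38 of the genes named, which leave out WDHD1, EIF5B and MCM3, 358 of 412 values under alternatives kept direction and side of the threshold. Of the other values, 28 of 10 genes passed it in addition, 0 fell back and 26 of 13 genes changed direction. DESeq2 with the block gave no adjusted p for 6 further values (HCLS1, RAPSN, CETP, CCDC17, FBXL14 and LINC00174), which are not counted. Apart from leaving out libraries, these were MALAT1 (−0.10 with total counts, −0.60 with the block and −0.60 with DESeq2 and the block), DSP (0.0042 with the block, 0.016 with DESeq2 and the block), and CDC6 and CDC7 (−0.020 and −0.025 with total counts). Scaling to total counts moved the median of all genes from 0.013 to −0.081, a shift as large as the changes of direction of CDC6, which has no other, and CDC7 need, so these tell nothing about the 2 genes. Without 1 library, log2 fold changes ranged from −0.87 to 0.064 for GAPDH, −2.08 to 0.86 for MALAT1, −0.73 to 0.017 for KMT2C, −1.09 to 0.43 for GOLGA4, −0.017 to 0.27 for LINC00174, −0.059 to 0.35 for PCNA, −0.086 to 0.46 for DDX5, −1.18 to 0.066 for HSP90AA1, −0.46 to 0.53 for DSP, −0.11 to 0.36 for PABPC1, −0.52 to 0.72 for NFAT5 and −0.12 to 0.22 for CDC7.

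The library with the fewest counts, anti-GAA ASO replicate 1 (10538284), gave no call of a gene when it was left out, and the share of HC ORC1-RNAs with the motif that were lower was 67.4% without it.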

Differences from the paper's values

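The paper's hypergeometric p for lowered RNAs with a GAA motif stands at 50 on the scale of minus log10, and the paper's text does not name the list or the background behind it. Here p was 1.89e-13 (12.7 on that scale) for the 269 tested HC ORC1-RNAs with the motif and 8.32e-71 (70.1) for the 1423 tested RNAs of the RIP-seq list. The 2 were first compared with the paper as p itself, where every setting differed from it by more than 1.5 times. The comparison on the log scale took its place after these values had been seen, for the sake of the number's format, and on it the RIP-seq list lies within 1.5 times of the paper's value in most settings, while the HC ORC1-RNAs differ in all. For the HC ORC1-RNAs, the alternatives gave 3.90 (without anti-GAA ASO replicate 2) to 13.7 (mean of at least 1 CPM), and 6.14 and 0 where a lowered RNA also had to pass an unadjusted or an adjusted p of 0.05. For the RIP-seq list, values within 1.5 times were 50.7 with the length and GC correction, the nearest to the paper's, 53.4 with DESeq2, 53.6 with perfect repeats as sites, 57.7 with no filter, 66.3 with total counts, 68.9 with DESeq2's size factors, 70.9 with a mean of at least 1 CPM, 72.6 with the replicate block, 63.4, 56.6 and 39.6 without anti-GAA ASO replicate 1, control ASO replicate 1 and control ASO replicate 2, and, in fits added after the data had been seen, 57.0 with the block and the correction and 57.4 with DESeq2 and the block. Outside lay 25.9 without anti-GAA ASO replicate 2, and 28.6 and 0 with the stricter definitions of a lowered RNA. The shares themselves, 70.3% and 70.6% against the paper's 73%, were within 1.5 times of each other, as they were under the alternatives other than the stricter definitions of a lowered RNA (10.0% and 9.56% at an unadjusted p under 0.05, and 0% at an adjusted p under 0.05).

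The largest minus log10 p of a gene in the volcano plot is about 9.8 (the paper's Supplementary Fig. 5b, read by eye), and it was 3.96 in edgeR without the block. Of the alternatives set before the data were examined, it came near the paper's value, by the same rule, with no filter (12.1), with the replicate block (6.63) and with DESeq2 (6.92), the tool the paper names. It was not with DESeq2's size factors (3.93), scaling to total counts (3.90), a mean of at least 1 CPM as the filter (3.91) or without 1 library (4.69 to 6.36). DESeq2 with the replicate block gave 10.7, a fit chosen after seeing the values. How many genes called by the paper it drops was not counted, since the copy of the source data used here lacks the sheet for this panel.

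In the paper's methods, genes with a significant adjusted p formed the ranking for Fig. 2d. Here edgeR without the block called 0 genes (523 lower and 154 higher at an unadjusted p under 0.05), DESeq2 3, edgeR with no filter 116, edgeR with the block 258 and DESeq2 with the block, added after the data had been seen, 55.

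Supplementary Fig. 5c shows the RNAs with GAA repeats that were measured by RT-qPCR as lower with the anti-GAA ASO. In the RNA-seq, 7 of 9 were lower. HSPB1 was at 0.35 (standard error 0.25) and LINC00174 at 0.12 (0.34), both with an adjusted p of 0.996 from edgeR, while HSP90B1, the gene in the paper's primer list, was at −0.47 (0.26).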

Other observations

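The comparison of HC ORC1-RNAs with and without the motif, the comparison of GAA with TTC runs, and the NF-kB and ATF4 target gene tests were chosen only after the result they concern had been seen.

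The lowering of the RNAs with a GAA motif was weighed against technical explanations. A trend on transcript length and GC content is not its whole cause, since camera's p for the HC ORC1-RNAs with the motif was 0.00124 after the correction. Before it, log2 fold changes followed transcript length (Spearman's rho −0.13 across 14751 genes, which are not independent) and GC content (0.056), and after it less so (−0.013 and 0.025). The lower depth of anti-GAA ASO replicate 1 is not either, since 67.4% were lower without it, against 49.9% of all genes. Whether ORC1-bound RNAs are lower with or without the motif stays open, since the shares of 70.3% and 66.7% cannot be told apart with 30 tested genes without it (Fisher's exact test, p = 0.679).

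For GAA runs of at least 12 nt in the longest transcript, camera's p was 4.67e-06 after the length and GC correction, which leaves the same trend short as the whole cause. Genes with the GAA run lay below those with the TTC run by a difference of −0.17 (two-sided permutation test across genes, p = 0.00351). This argues against a long trinucleotide run on either strand as the account, but does not exclude it. The test treats genes as independent, while the estimated correlation between genes was 0.020 in the GAA list and 0.055 in the TTC list. The pattern is consistent with the ASO acting on the strand it pairs with, a hypothesis tested on the data it was found in, and what the ASO does to genes without a long run was not separated from indirect effects.

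Lists of genes that an oligonucleotide or a replication defect might move gave no rise past the threshold in camera. Of 24 p53 target genes, 23 were tested, with a median log2 fold change of −0.18 and a mean of −0.14 (n = 23 genes, camera p = 0.0496, adjusted 0.0662 over the 8 lists set in advance, which fails the correction, fry p = 0.321, 17 genes lower). Their activation by 24 h or 48 h would have needed a rise, and the median was below 0 under all alternatives, at −0.026 without control ASO replicate 2. Of 33 interferon-stimulated genes, 24 were tested, with a median of −0.33 (n = 24 genes, camera p = 5.77e-04, adjusted 0.00115, 19 genes lower). This call did not hold under fry (p = 0.441, or 0.112 with the replicate block) or with an estimated correlation (p = 0.302), nor without control ASO replicate 1 (median −0.10, mean 0.029, camera p = 0.687, direction up) or anti-GAA ASO replicate 2 (median −0.10, p = 0.555, direction up). An interferon response would have needed a rise, which no alternative showed in the median. Of 59 replication-dependent histone genes, 19 were tested, with a median of 0.16, a mean of 0.067 and 47.4% lower (n = 19 genes, camera p = 0.556). Under fry the direction was up, with a p of 0.0139, or 0.110 with the replicate block, and the medians in the pairs were 0.17 and 0.22. The median was −0.032 with no filter, −0.014 with DESeq2 and −0.034 without anti-GAA ASO replicate 2. Their share of all counts was 0.317% and 0.140% in anti-GAA replicates 1 and 2 and 0.237% and 0.0949% in control replicates 1 and 2, higher with the anti-GAA ASO in both pairs, and with 2 pairs whether these genes rose stays open.

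Genes lower without a GAA run and genes that were higher might reflect NF-kB and ATF4 target genes. Of 29 NF-kB target genes, from which BIRC3, CXCL1 and TNFAIP3 had been left out because they drew attention, 24 were tested, with a median of −0.52 and 83.3% lower (n = 24 genes, camera p = 9.28e-06). Of 29 ATF4 target genes, from which ASNS, CHAC1, GARS1, PHGDH and SESN2 had been left out for the same reason, 27 were tested, with a median of 0.24 and 7.41% lower (n = 27 genes, camera p = 2.07e-04). Neither call held under fry (p = 0.285 and 0.304, or 0.0595 and 0.270 with the replicate block) or with an estimated correlation (p = 0.193 and 0.292). The NF-kB genes were at −0.26 without control ASO replicate 1 (a camera p of 0.195) and −0.16 without anti-GAA ASO replicate 2 (0.217), and the ATF4 genes at 0.095 without anti-GAA ASO replicate 1 (0.0552) and 0.042 without control ASO replicate 2 (0.356), so with 2 replicates both stay open.

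Genes the paper names in other experiments had no call in edgeR without the block, each with an adjusted p of at least 0.996. Log2 fold changes were 0.14 for CEP95 (standard error 0.19), 0.17 for DDX5 (0.26), −0.43 for HSP90AA1 (0.38), −0.0098 for DSP (0.37), 0.13 for PABPC1 (0.25), 0.10 for NFAT5 (0.47), −0.33 for MKI67 (0.22), 0.21 for NEAT1 (0.23) and 0.34 for HPRT1 (0.19). HSP90AA1 holds a GAA run of 19 nt in its coding sequence (chromosome 14, 102084824–102084842 on GRCh38), and was at 0.066 without anti-GAA ASO replicate 2 and at −1.18 at the other end of the range without 1 library. DDX5 was at −0.084 and −0.086, and PABPC1 at −0.070 and −0.11, without control ASO replicate 1 and without anti-GAA ASO replicate 2. DSP was at 0.34 without anti-GAA ASO replicate 1 and 0.53 without control ASO replicate 2, and NFAT5 at −0.52 and −0.34 without the same libraries.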
